# Elucidating tumour‐associated microglia/macrophage diversity along glioblastoma progression and under *ACOD1* deficiency

**DOI:** 10.1002/1878-0261.13287

**Published:** 2022-08-15

**Authors:** Yolanda Pires‐Afonso, Arnaud Muller, Kamil Grzyb, Anaïs Oudin, Yahaya A. Yabo, Carole Sousa, Andrea Scafidi, Aurélie Poli, Antonio Cosma, Rashi Halder, Djalil Coowar, Anna Golebiewska, Alexander Skupin, Simone P. Niclou, Alessandro Michelucci

**Keywords:** ACOD1/IRG1, glioblastoma, heterogeneity, metabolic reprogramming, single‐cell RNA‐sequencing, tumour‐associated microglia/macrophages

## Abstract

In glioblastoma (GBM), tumour‐associated microglia/macrophages (TAMs) represent the major cell type of the stromal compartment and contribute to tumour immune escape mechanisms. Thus, targeting TAMs is emerging as a promising strategy for immunotherapy. However, TAM heterogeneity and metabolic adaptation along GBM progression represent critical features for the design of effective TAM‐targeted therapies. Here, we comprehensively study the cellular and molecular changes of TAMs in the GL261 GBM mouse model, combining single‐cell RNA‐sequencing with flow cytometry and immunohistological analyses along GBM progression and in the absence of *Acod1* (also known as *Irg1*), a key gene involved in the metabolic reprogramming of macrophages towards an anti‐inflammatory phenotype. Similarly to patients, we identify distinct TAM profiles, mainly based on their ontogeny, that reiterate the idea that microglia‐ and macrophage‐like cells show key transcriptional differences and dynamically adapt along GBM stages. Notably, we uncover decreased antigen‐presenting cell features and immune reactivity in TAMs along tumour progression that are instead enhanced in *Acod1‐*deficient mice. Overall, our results provide insight into TAM heterogeneity and highlight a novel role for *Acod1* in TAM adaptation during GBM progression.

**Abbreviations**
ACOD1: aconitate decarboxylase 1
BMDM: bone marrow‐derived macrophage
Cd36: CD36 molecule
Cd74: CD74 molecule
CD74: HLA class II histocompatibility antigen gamma chain
Clec7a: C‐type lectin domain containing 7A
CNS: central nervous system
Cxcl9: C‐X‐C motif chemokine ligand 9
DAVID: database for annotation, visualization and integrated discovery
GBM: glioblastoma
GO: gene ontology
H2‐Aa: major histocompatibility complex, class II
H2‐Ab1: major histocompatibility complex, class II
H2‐K1: major histocompatibility complex, class I, A
H2‐T23: major histocompatibility complex, class I, E
IBA1: allograft inflammatory factor 1
IRF1: interferon Regulatory Factor 1
IRG1: immunoresponsive gene 1
KO: knock‐out
LGG: low grade glioma
MHC‐II: major histocompatibility complex class II molecules
MRI: magnetic resonance imaging
MvP: microvascular proliferation
OPC: oligodendrocyte precursor cell
PCAN: pseudopalisading cells around necrosis
PDOX: patient‐derived orthotopic xenograft
ScRNA‐seq: Single‐cell RNA sequencing
SEM: standard error of the mean
STAT1: signal transducer and activator of transcription 1
TAM: tumour‐associated microglia/macrophage
TCGA: The Cancer Genome Atlas
TME: tumour microenvironment
UMAP: uniform manifold approximation and projection
WT: wild‐type

## 1 Introduction

Complex interactions between neoplastic cells and their microenvironment sustain cancer heterogeneity and evolution [1, 2]. In the brain, tumours develop within a network of resident central nervous system (CNS) cells, including neurons, astrocytes, oligodendrocytes, endothelial cells and microglia, together with peripheral infiltrating immune components. These cells, together with the extracellular matrix, constitute the tumour microenvironment (TME), which drives disease progression by affecting tumour growth, patient survival and response to therapy. In glioblastoma (GBM), the most aggressive brain tumour in adults, the TME is mainly composed of tumour‐associated microglia/macrophages (TAMs), which can represent up to 40% of the tumour mass, creating a supportive milieu that facilitates tumour proliferation, survival and migration [3]. TAMs are either resident parenchymal microglia, whose progenitors migrated to the CNS during early development [4, 5] or peripheral monocyte‐derived cells that have crossed the blood–brain barrier [6]. Once in the CNS, the latter differentiate into tumour‐associated macrophages becoming nearly indistinguishable from activated resident microglia [7]. Thus, how ontogeny contributes to TAM education has only been started to be described in GBM transgenic mouse models [8] or in patients [9, 10] as a result of recently discovered specific markers.

Glioblastoma recruits TAMs, which in turn release growth factors and cytokines that affect the tumour. TAMs display specific immune properties that are different from classical pro‐inflammatory activated (immune‐permissive) M1 or alternatively activated (immune‐suppressive) M2 reactive profiles [11, 12] or even exhibit nonpolarized M0 features [13]. The complex interplay between pro‐ and anti‐tumour processes depending on the molecular signals within the TME, both within and across cell types, contributes to the difficulty in interpreting tissue‐resolution bulk signatures of GBM. In this context, single‐cell RNA‐sequencing (scRNA‐seq) provides a remarkable method to depict heterogeneous cell populations and measure cell‐to‐cell expression variability of thousands of genes [14, 15, 16, 17]. Specifically, in GBM patients, scRNA‐seq has emerged as a critical tool to discriminate TAM heterogeneity and their contribution to distinct glioma subtypes [9, 18]. Notably, scRNA‐seq analyses enabled to discover that TAMs frequently co‐express canonical M1 and M2 genes in individual cells [10].

Here, we combine scRNA‐seq analyses with flow cytometry and immunofluorescence studies to elucidate the cellular and molecular properties of the TME, with a specific focus on TAMs. Following the discrimination of microglia from monocyte‐derived macrophages and the characterization of their transcriptional programmes along tumour progression, we assess the role of aconitate decarboxylase 1/immunoresponsive gene 1 (*Acod1/Irg1*) in TAM polarization. The ACOD1/IRG1 enzyme catalyses the production of the anti‐microbial immunometabolite itaconate from *cis*‐aconitate in the tricarboxylic acid (TCA) cycle [19]. In macrophages, the induction of itaconate under inflammatory conditions reprograms them into a more pronounced anti‐inflammatory phenotype, participating to the resolution of inflammation [20, 21]. Notably, the induction of the ACOD1/IRG1‐itaconate axis in monocytes contributes to the immune paralysis in sepsis [22], while its inhibition in macrophages reduces the tumour burden in peritoneal tumours [23]. Here, we identify discrete TAM profiles, which reiterate microglia‐ versus macrophage‐like features showing key transcriptional differences and dynamically adapting along GBM stages. Notably, we demonstrate that TAMs display decreased antigen‐presenting cell features and immune reactivity along tumour progression, which are enhanced in *Acod1/Irg1‐*deficient mice.

The understanding of TAM diversity, and more systematically of TME heterogeneity, which significantly contributes to GBM growth, is of utmost relevance for the discovery of novel immunotherapeutic opportunities [24]. Hence, our results point to important aspects to take into consideration when targeting TAMs and highlight a novel role for *Acod1/Irg1* in TAM adaptation during GBM progression.

## 2 Materials and methods

### 2.1 Animals

*Acod1 KO* mice were generated by Dr. Haruhiko Koseki at the RIKEN Institute using embryonic stem cells purchased from the Knockout Mouse Project Repository (KOMP, University of California, DAVIS) under strain ID Irg1^tm1a(KOMP)Wtsi^ containing an insertion cassette between exons 3 and 5. Briefly, *Acod1 KO* C57BL/6N ESCs were injected into recipient female C57BL/6N mouse blastocysts and selected females were subsequently bred with wild‐type C57BL/6N mice [25]. For the experiments, heterozygote animals were crossed to generate homozygote *Acod1 KO* mice and *WT* C57BL/6N littermate controls. We confirmed their genotype by PCR and we used a mix of male and female littermates for experiments. Mice were housed in 12 h light/dark cycle and had free access to sterile food and water. All animal procedures were approved by the national authorities and the animal welfare structure of LIH under the reference LUPA 2017/20. The animal work of this study has been conducted and reported in accordance to the ARRIVE (Animal Research: Reporting of *In Vivo* Experiments) guidelines to improve the design, analysis and reporting of research using animals, maximizing information published and minimizing unnecessary studies.

### 2.2 Glioma cell line

Mouse glioma 261 (GL261) cells were kindly provided by Dr. Poli (Neuro‐Immunology Group, Luxembourg Institute of Health) and were maintained at 37 °C with 5% CO_2_ in culture medium [Dulbecco's Modified Eagle's Medium (DMEM; Gibco/Life Technologies, Waltham, MA, USA)] supplemented with 10% Fetal Bovine Serum (FBS; Gibco/Life Technologies) and pen‐strep (100 U·mL^−1^; Gibco/Life Technologies, Waltham, MA, USA). Cells at 80% confluence were dissociated with 0.05% Trypsin–EDTA (Gibco/Life Technologies) and tested for mycoplasma (MycoAlert PLUS Mycoplasma Detection Kit, Westburg, The Netherlands) before mice implantation. For mice orthotopic implantation, GL261 cells were re‐suspended in serum‐free medium.

### 2.3 Differentiation of murine bone marrow‐derived macrophages and co‐culture experiments with GL261 cells

Bone‐marrow cells were obtained by flushing the tibia and femurs of WT and *Acod1* KO adult mice. Briefly, mice were euthanized and their legs were removed. Bone marrow precursors were flushed out and cell suspension was further incubated with red blood cells hypotonic lysis buffer. After washing, cells were plated in DMEM media containing 10% FBS supplemented with 20% of L929 supernatant for 7 days for full differentiation of bone marrow‐derived macrophages (BMDMs).

GL261 and BMDMs were co‐cultured in 1 : 1 mix in DMEM medium containing 10% FBS. GL261 cells were plated on top of 1 μm pore size Boyden chambers (Thincert, Greiner, Kremsmünster, Austria), whereas BMDMs were plated on the bottom of the 6‐well plates. The mRNA was isolated from BMDMs at 0, 24 and 48 h using the RNeasy mini kit according to the manufacturer’ instructions (Qiagen, Germantown, MD, USA).

### 2.4 GL261 orthotopic implantation and tumour volume measurement

Before the implantation, mice were intraperitoneally anesthetized with a mixture of ketamine (100 mg·kg^−1^) and xylazine (10 mg·kg^−1^) and placed in a stereotactic frame. A local anaesthetic was administered subcutaneously (Marcain 0.25% with Adrenalin) and 1 μL containing 500 GL261 cells were implanted into the frontal cortex of the brain using a Hamilton syringe (Hamilton, Reno, NV, USA). Mice were monitored weekly for the first 2 weeks and daily from day 15 postimplantation. Magnetic resonance imaging (MRI) was performed weekly upon 15 postimplantation to assess tumour volume, using a 3T preclinical horizontal bore scanner (MR Solutions, Guilford, UK), equipped with a quadrature volume coil designed for mouse head imaging. Animals were placed prone in the cradle and maintained asleep during the duration of the scans, using 2–3% isoflurane mixed with oxygen. The body temperature was kept constant at 37 °C and breathing was monitored throughout the scan sessions. Anatomical series were used to screen the animals and calculate tumour volumes. The Fast Spin Echo T2‐weighted MRI sequence was acquired, with the following acquisition parameters: TE: 68 ms, TR: 3000 ms, echo train: 8, averages: 4, plane resolution: 256 μm, slice thickness: 1 mm, slices: 15, orientation: coronal. Tumour volume was measured on ImageJ software (NIH, Bethesda, MD, USA) as the sum of area obtained by delineating the tumour in each slice and multiplying by slice thickness. Tumour volume quantification was normalized to the initial tumour take.

### 2.5 GBM patient‐derived orthotopic xenograft (PDOX) mouse model

Human glioma biopsy from Patient 13 diagnosed as grade IV GBM IDH wild type was obtained from the Haukeland University Hospital (Bergen, Norway) and used for the generation of patient‐derived orthotopic xenografts upon approval of the local ethics committees (Haukeland University Hospital, Bergen, and Luxembourg National Research Ethics Committee, CNER). The study methodologies conformed to the standards set by the Declaration of Helsinki and the experiments were undertaken with the understanding and written consent of the subject.

3D organoids were prepared as previously described [26, 27]. Fresh human biopsy was mechanically minced and seeded on agar‐coated flasks (0.85%) allowing the formation of spheroids until up to 2 weeks at 37 °C under 5% CO_2_ and atmospheric oxygen in DMEM medium, 10% FBS, 2 mm of L‐Glutamine, 0.4 mm of NEAA and 100 U·mL^−1^ Pen–Strep (all from Lonza). Re‐suspended in serum‐free medium, viable organoids of approximately 300–1000 μm size were collected and used for *in vivo* implantation (6 organoids per mouse) in the right frontal cortex of immunodeficient Nu/Nu Nude mice (Charles River Laboratories, Saint Germain Nuelles, France). Animals were maintained under specific‐pathogen‐free conditions and sacrificed at the appearance of neurological or behavioural abnormalities and weight loss. MRI was performed weekly upon tumour implantation, as described above.

### 2.6 Brain tissue processing and dissociation

Animals were intraperitoneally anaesthetized with a mixture of ketamine (100 mg·kg^−1^) with medetomidine (0.5 mg·kg^−1^) and buprenorphine (0.05 mg·kg^−1^) before intracardiac perfusion with ice‐cold phosphate‐buffered saline (PBS). Brain samples were isolated and processed according to the different applications. For immunofluorescence staining, brains were fixed in 4% PFA for 48 h at room temperature, immersed in 30% sucrose (dissolved in PBS) for 48 h at 4 °C, embedded in optimal cutting temperature (OCT, Tissue‐Tek) solution, sectioned (12 μm), slide mounted and stored at −20 °C. For *ex vivo* studies, naïve brains and tumour‐bearing brains (demarcated taking the tumour core region based on MRI scan) were dissociated using the Neural Dissociation Kit P (MACS Miltenyi Biotec, Bergisch Gladbach, Germany) accordingly to the manufacturer's instructions. Briefly, the cell pellet was re‐suspended in prewarmed EM1 solution (50 μL of Enzyme P, 1900 μL of Buffer X and 2.5 μL of 2‐mercaptoethanol) and incubated for 15 min at 37 °C by reverting tube every 5 min. Next, freshly prepared EM2 solution (20 μL of Buffer Y and 10 μL of Enzyme A) was added to the cell pellet and tissue was mechanically dissociated using glass pipettes and incubated for 10 min at 37 °C to yield a single‐cell suspension. The resultant single‐cell suspension was filtered through a 50 μm and centrifuged at 300 ***g***, 4 °C for 10 min. Next, we removed the myelin from the single cell suspension using the myelin removal beads kit (Myelin Removal Beads II, MACS Miltenyi Biotec) accordingly to the manufacturer's instruction for 500 mg of tissue. Briefly, brain tissue was suspended in 1800 μL of MACS buffer and incubated with 200 μL of myelin Microbeads (MACS Miltenyi Biotec) at 4 °C for 15 min. Cells were washed, centrifuged for 10 min at 300 ***g*** and re‐suspended in MACS buffer (3 × 1000 μL per mouse brain).

For the GBM PDOX model, tissue dissociation was performed using the Neural Dissociation Kit P (MACS Miltenyi Biotec) followed by myelin removal beads kit (Myelin Removal Beads II, MACS Miltenyi Biotec), as described above. An additional step was performed using the mouse cell depletion kit (MACS Miltenyi Biotec) following the manufacturer's protocol. Specifically, this step allowed to enrich murine stromal cells over human patient tumour cells. Briefly, the cell pellet was re‐suspended in 80 μL of cold HBSS with 0.5% BSA (Sigma‐Aldrich, Overijse, Belgium) and incubated with 20 μL of cell depletion cocktail for 1 × 10^7^ total cells at 4 °C for 15 min.

### 2.7 Single‐cell RNA‐sequencing using drop‐sequencing

Single‐cell suspensions derived from both naïve and GL261‐tumour‐bearing mice (Table 1) were obtained using an adapted protocol from MACS Miltenyi.

**Table 1:** Tumour volume measurement by MRI for biopsy collection at early, intermediate and late stage in GL261 tumour‐bearing WT and Acod1 KO mice used for scRNA‐seq analyses (1 mouse per condition).

Time‐point (stage)	Weeks post implantation	Tumour volume (mm^3^)	
		WT (gender)	*Acod1* KO (gender)
Early	2	6.11 (female)	9.61 (male)
Intermediate	3/4	22.63 (male)	20.48 (female)
Late	4/5	33.14 (male)	33.83 (male)

Specifically, tissue enzymatic dissociation was performed using the Neural Dissociation Kit P (MACS Miltenyi Biotec) (as described above) and the cell suspension was subsequently added into ‘C tubes’ for the gentle MACS Dissociator (gentleMACS™ Octo Dissociator with Heaters, Miltenyi Biotec). The 37C_ABDK_01 program was used to dissociate the brain tissue (> 100 mg). We centrifuged the cellular suspension and removed myelin using the myelin removal beads kit (Myelin Removal Beads II, MACS Miltenyi Biotec) accordingly to the manufacturer's instruction for 500 mg tissue. The eluted fraction was collected in 2% BSA RNase‐free solution. Cell viability and counting was assessed prior injection into Drop‐seq. A total of 5659 single cells were successfully sequenced and analysed. Cell handling, microfluidics fabrication, single cell droplet encapsulation and next‐generation sequencing preparation for Drop‐seq libraries were done as previously described [28].

### 2.8 Single‐cell RNA‐sequencing bioinformatics processing, data and statistical analyses

The FASTQ files were assembled from the raw BCL files using Illumina's bcl2fastq converter and ran through the FASTQC codes [Babraham bioinformatics; https://www.bioinformatics.babraham.ac.uk/projects/fastqc/] to check for the consistency in the library qualities. The monitored quality assessment parameters were: (a) quality per base sequence (especially for the read 2 of the gene); (b) per base N content; (c) per base sequence content and (d) over‐represented sequences. The libraries, which showed significant deviation, were re‐sequenced. Then, the FASTQ files were merged and converted to binaries using PICARD's fastqtosam algorithm. We have applied the Drop‐seq bioinformatics pipeline [15]. The sequencing reads were converted to digital gene expression (DGE) matrix. To normalize for the transcript loading between the beads, the averaged normalized expression levels (log2 (TPM + 1)) were calculated. To distinguish between cell‐containing and empty beads, a cumulative function of the total number of transcripts per barcode was plotted. Then, a threshold was applied empirically on the resulting ‘knee plot’ to estimate the beads exposed to the cell content. For each experimental batch, we retained top 1000 cell barcodes based on the cumulative distribution, leading to 8000 cells. We removed low‐abundance genes and only genes that were expressed in at least 30 cells were considered for further analysis. We additionally removed cells expressing < 1000 genes. Lastly, we concatenated each batch in a single matrix of the following dimensions: 5659 cells × 18 338 genes. These preanalytical filtering steps were processed using r environment (version 3.4.4) with the tidyverse package (version 1.3.1) [29]. The tSNE projection was processed with the rtsne package (version 0.16) [30] with a perplexity = 50, followed by a topological clustering with the library HDBSCAN (version 1.1‐5) [31] (Hierarchical DBSCAN with a minimum of 19 points – cells – for a cluster to be considered). We conducted statistical analysis for significant expression between groups using pairwise Wilcoxon test (wilcox.test from the r base package), while *P*‐values were adjusted with Benjamini Hochberg (BH) method.

Data visualization and downstream investigations were performed with tableau desktop software (Seattle, WA, USA) and r environment (R Core Team, Vienna, Austria).

In the PDOX experiment, we conducted scRNA‐seq data preprocessing as described above and used the seurat package (v4.0.5). For each sample, QC thresholds were empirically applied to exclude low‐quality cells based on the number of counts and features in the digital gene expression matrix before being merged to preserve unique reads from each sample. Only genes expressed in at least three cells, cells expressing at least 200 features and cells with < 30% mitochondrial reads were selected for further analysis. A total of 4448 cells (naïve nude = 1692, PDOX = 2756) with 24 067 genes were used for further analysis. The data were normalized using Seurat‐based ‘LogNormalize’ method. Dimensionality reduction was done using Uniform Manifold Approximation and Projection (UMAP) implemented in the seurat package (v4.0.5). We identified cell clusters based on the expression of known marker genes and the list of marker genes generated using the ‘FindAllMarkers’ function in Seurat. Differential expression analysis was done between selected clusters of cell types of interest using the Wilcoxon rank‐sum test and *P*‐values were adjusted using Bonferroni correction.

### 2.9 Kaplan–Meier survival curves

The Cancer Genome Atlas (TCGA) low and high grade glioma raw data together with the respective sample annotation were extracted from the GlioVis platform. Data were further normalized based on the library size (DESeq2) followed by a log2 transformation. Tumour‐associated microglia‐ and macrophage‐like transcriptional signatures were used to assign a score for each patient. Signatures were obtained from identified TAM I and TAM II profiles in the GL261 mouse model, converting the corresponding mouse genes into human genes accessing Biomart from Ensembl using the r package biomart (version 2.44.1) and identifying shared genes between the GBM syngeneic murine model and patients from Muller et al. dataset [10] . In total, 702 TCGA patients (LGG: 351 and GBM: 351) have been stratified based on their score, with 50% of the highest and lowest score selected to calculate the Kaplan–Meier survival curves using the r software packages *survival* and *ggplot2* for data visualization. The corresponding *P*‐value was computed based on a log rank test.

Survival analyses conducted in the GL261 mouse model were performed according to humane endpoints guidelines, including loss of locomotor activity, weight loss (up to 20%) and central nervous system symptoms. The survival time was measured from the day of tumour cell implantation until the day of euthanasia and median mouse survival time was calculated in graphpad for each group (WT mice = 8; *Acod1* KO mice = 8 mice) using the Mantel‐Cox signed‐rank statistical test.

### 2.10 Single cell trajectory inference analysis

Single cell trajectory inference analysis was done with Monocle 2 in r (version 3.6.3) using default parameters [32, 33]. The branching method orders cells along a trajectory based on gene expression similarities. Monocle 2 uses reversed graph embedding to describe multiple fate decisions in a fully unsupervised manner. Branches in the trajectory represent cell fate decisions through a developmental process. To test genes underlying the differences observed along the trajectory, ‘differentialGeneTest’ function was used to identify genes showing significant changes between the different states as a function of pseudotime, while ‘plot_genes_in_pseudotime’ function was used to plot the expression levels of identified genes.

### 2.11 Gene ontology analyses

DAVID (Database for Annotation, Visualization and Integrated Discovery) gene functional classification tool (http://david.abcc.ncifcrf.gov) was used to investigate and interpret the respective functional biological terms from the large gene lists of differentially expressed genes. We represented Gene Ontology (GO) terms enrichment using cytoscape software (National Institute of General Medical Sciences, https://cytoscape.org/). Each node represents a GO term and the size of each node is proportional to the number of nodes from the correspondent query set with that term. Only nodes with *P*‐value < 0.001 were chosen for network representation.

### 2.12 Mouse brain CD11b ^+^ cell isolation

Murine brain CD11b^+^ isolated cells were enriched by magnetic separation using CD11b beads (MACS Miltenyi Biotec) for RNA extraction or for flow cytometry phenotyping experiments. Briefly, 1 × 10^7^ cells were re‐suspended in 90 μL of PBS supplemented with 0.5% BSA (Sigma‐Aldrich) and 2 mm EDTA (MACS buffer) and incubated with 10 μL of CD11b beads (MACS Miltenyi Biotec) at 4 °C for 20 min. Cells were washed with MACS buffer, centrifuged for 10 min at 300 ***g*** and re‐suspended in 500 μL of MACS buffer at a density of 1 × 10^8^ cells. The cell suspension was applied into the LS columns (MACS Miltenyi Biotec) and the CD11b^+^ fraction was eluted. Flow cytometry experiments to evaluate the lymphocytic population were performed without prior CD11b^+^ beads isolation. Flow cytometry acquisition was performed using a FACSAria IIu SORP cytometer (Becton Dickinson, Franklin Lakes, NJ, USA) and data were further analysed using flowjo version 10.6.1 (Becton Dickinson).

### 2.13 Flow cytometry analyses

Single‐cell suspension was obtained as previously described. The cells were re‐suspended in ice‐cold HBSS with 2% FBS and 10 mm HEPES (FACS buffer) and filtered through a 70 μm nylon mesh (CellTrics, Norderstedt, Germany). For multicolour phenotyping, cells were blocked with Fc receptor‐binding inhibitor (anti‐mouse CD16/CD32 monoclonal antibody; 1 : 100; eBioscience, Waltham, MA, USA) for 15 min at 4 °C to reduce binding of nonspecific Fc‐gamma receptors, and then stained with fluorochrome‐conjugated antibodies for 30 min at 4 °C in the dark. The following antibodies were used in this study: rat anti‐mouse CD45 monoclonal antibody (clone 30‐F11), FITC; rat anti‐mouse CD74 monoclonal antibody (clone In‐1), FITC; rat anti‐mouse CD11b monoclonal antibody (clone M1/70), Percp‐Cy5.5; rat anti‐mouse P2RY12 monoclonal antibody (clone S16007D) PE and mouse anti‐mouse MHC‐II (clone AF6‐1201) APC. Unstained (control) and stained cells were washed and re‐suspended in 100 μL of FACS buffer prior acquisition. Before acquisition, the performance of the instrument was assessed using CS&T beads according to the manufacturer's instructions. Single‐stain controls were prepared with UltraComp eBeads (eBioscience) following the manufacturer's instructions and thus used to calculate the compensation matrix. Hoechst (0.1 μg·mL^−1^, Bisbenzimide, 33342; Sigma) or Zombie NIR (1 : 1000 dilution in PBS, Biolegend, Amsterdam, The Netherlands) was added for dead cell discrimination. Samples were run on FACSAria IIu SORP cytometer (Becton Dickinson) and flow cytometry data was analysed using flowjo software (v. 10.6.1, Becton Dickinson).

### 2.14 RNA extraction and qPCR analyses

Total RNA was extracted from BMDMs and freshly isolated CD11b^+^ cells from tumour‐bearing mice at late stage using the RNeasy Mini Kit (Qiagen), according to the manufacturer's instructions. RNA concentration was quantified by NanoDrop (NanoDrop Technologies, Wilmington, DE, USA) and RNA quality was assessed by the quotient of the 28S to 18S ribosomal RNA electropherogram peak using a bioanalyser (Agilent 2100; Agilent Technologies, Diegem, Belgium). For cDNA synthesis, RNA was reverse‐transcribed using SuperScript™ III reverse transcriptase (10 000 U; Invitrogen/Life Technologies) with 1 μL (50 μm)/reaction oligo(dT)20 (25 μm; Invitrogen/Life Technologies) as primer according to the manufacturer's instructions. Reverse transcription was performed at 50 °C for 60 min. Gene expression reaction mixtures contained 2 μL of diluted cDNA, 10 μL of Fast SYBR Green Master Mix (Applied Biosystems/Thermo Fisher Scientific, Waltham, MA, USA) and 0.5 μL of each 10 μm forward and reverse primers. PCRs were carried out in 384‐well plates on a ViiA™ 7 real‐time PCR system (Applied Biosystems/Thermo Fisher Scientific, Waltham, MA, USA) using the following programme: 95 °C for 20 s, 40 cycles at 95 °C for 1 s and 60 °C for 20 s. Samples were run in triplicates, and the mean *C*_t_ (threshold cycle) values were used to calculate the relative amount of product by the ΔΔ*C*_t_ method using 60S ribosomal protein L27 (Rpl27) as housekeeping gene. The specific primer sequences were as follows: Acod1 forward: 5′ GCA ACA TGA TGC TCA AGT CTG 3′; Acod1 reverse: 5′ TGC TCC TCC GAA TGA TAC CA 3′; Cd74 forward: 5′ GAC CCA GGA CCA TGT GAT GC 3′; Cd74 reverse: 5′ TTC CTG GCA CTT GGT CAG TAC TTT A 3′; H2‐Ab1 forward: 5′ TCA CTG TGG AGT GGA GGG CA 3′; H2‐Ab1 reverse: 5′ GGC AGT CAG GAA TTC GGA GC 3′; H2‐Aa forward: 5′ TCT GTG GAG GTG AAG ACG AC 3′; H2‐Aa reverse: 5′ AGG AGC CTC ATT GGT AGC TGG 3′; Irf1 forward: 5′ ACT CGA ATG CGG ATG AGA CC 3′; Irf1 reverse: 5′ GCT TTG TAT CGG CCT GTG TG 3′; RpL27 forward: 5′ TGG AAT TGA CCG CTA TCC CC 3′; Rpl27 reverse: 5′ CCT GTC TTG TAT CGC TCC TCA A 3′.

### 2.15 Immunofluorescence staining and microscopy imaging acquisition

Coronal sections of 12 μm thickness were prepared adopting the standard protocol with minor modifications [34]. Briefly, sections were washed (PBS with 0.1% Triton X‐100), permeabilized (PBS with 1.5% Triton X‐100), blocked (PBS with 5% BSA) and incubated with the following primary antibodies: rabbit anti‐Iba1 (1 : 1000; Biocare Medical, Antwerpen, Belgium), rat anti‐MHC‐II (1 : 100; Abcam, Cambridge, UK), rat anti‐CD74 FITC (1 : 50; eBioscience) and mouse anti‐IRF1 (1 : 100; Santa Cruz Biotechnology, Heidelberg, Germany). Secondary antibodies against the appropriate species were incubated for 2 h at room temperature. Cell nuclei were counterstained with Hoechst (1 mg·mL^−1^; Sigma). Sections were mounted on glass slides cover slipped using FluoromountTM Aqueous Mounting Medium (Sigma). For each brain section, at least 5 random 40× and 63× confocal images along the tumour margin and the tumour core were acquired with a Zeiss LSM880 microscope (Jena, Germany). High‐resolution XYZ stack images (1.024 × 1.024 pixels per Z step) were taken with a step size of 0.50 μm. Cell quantifications were performed using NIH imagej software (NIH, Bethesda, MD, USA) and values for single mouse are represented with distinct shape. Hoechst staining was used as reference for tumour localization.

### 2.16 SDS/PAGE and western blotting analyses

Cells were collected in 600 μL RIPA lysis buffer and stored at −80 °C before protein extraction. Samples were centrifuged at 10 000 ***g*** for 10 min at 4 °C and supernatants were harvested. Protein concentrations were measured with Bio‐Rad Protein Assay Dye Reagent Concentrate (500‐0006, Bio‐Rad, Temse, Belgium). Proteins were diluted in RIPA lysis and loading buffers. Heat‐denatured protein samples were separated on 4–12% BisTris‐polyacrylamide gel electrophoresis (NP0322BOX, Invitrogen) followed by transfer to polyvinylidene flouride (PVDF) membranes 0.2 μm (LC2005, Invitrogen). After blocking with 5% (wt/vol) dry milk in TBS containing 0.1% triton (TBST), the membrane was incubated overnight at 4 °C with primary anti‐IRG1 antibody (Ab222411, Abcam) diluted 1 : 250 in 1% (wt/vol) BSA in TBST with constant shaking. After three washing steps with TBST, the membrane was incubated with anti‐rabbit antibody coupled to horseradish peroxidase and revealed by chemoluminescence using Pierce™ ECL detection reagents (Thermo Fisher Scientific). For the second hybridization, the membrane was incubated with anti‐actin antibody (MAB 1501, Millipore, Overijse, Belgium) for 90 min at RT in 1% (wt/vol) BSA in TBST with constant shaking. After three washing steps with TBST, the membrane was incubated with anti‐mouse antibody coupled to horseradish peroxidase and revealed by chemoluminescence.

### 2.17 Raw data files

All relevant datasets are within the paper and its supporting information files (Figs S1–S10) and (Tables S1–S6). We deposited the raw scRNA‐seq data in Gene Expression Omnibus (GEO) database under the accession number GSE158016.

### 2.18 Statistical analyses

Data were analysed using the graphpad prism 8 software (GraphPad software, La Jolla, CA, USA) and R environment (R Core Team). Unless otherwise indicated, all data are presented as mean ± standard error of the mean (SEM) of at least three independent biological experiments. Statistical analysis was performed using Unpaired *t* test or Two‐way ANOVA. All differences were considered significantly different at *P*‐value < 0.05 and were annotated as follows: *< 0.05, **< 0.01, ***< 0.001, ns > 0.05.

## 3 Results and Discussion

### 3.1 Single‐cell transcriptomics reveals cellular diversity and cell type‐specific differential gene expression in naïve and GL261 tumour‐bearing wild type and ACOD1/IRG1 knock‐out mice

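The experiment comprised 8 Drop-seq libraries, 1 for each combination of genotype and condition. Drop-seq encloses single cells with barcoded beads in droplets and counts the 3′ ends of messenger RNA molecules by unique molecular identifiers (UMIs). Each tumour-bearing library held the cells of 1 mouse, whereas the labels of each naïve library name 2 mice. Table 1 of the paper gives a tumour volume of 6.11 mm3 for the WT female and 9.61 mm3 for the KO male at the early stage, 22.63 mm3 for the WT male and 20.48 mm3 for the KO female at the intermediate stage, and 33.14 mm3 and 33.83 mm3 for the WT and KO males at the late stage. The genotypes therefore also differed in sex at the early and intermediate stages, and the sex of the naïve mice is not stated. Tissue was taken 2 weeks after implantation at the early stage, 3 to 4 weeks at the intermediate stage and 4 to 5 weeks at the late stage. Magnetic resonance imaging started at day 15 in the methods and at day 21 in the labels. Xist, a noncoding RNA of female cells encoded on chromosome X of GRCm38 from 103460366 to 103483254, gave 1258 UMIs in the nontumour cells of the WT early library, 782 in those of the KO intermediate library and 0 in those of the 4 libraries of male mice. The naïve libraries held 1 Xist UMI (WT) and 0 (KO), beside 482 and 416 UMIs of Y-linked genes.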

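The targeted gene, Acod1, lies on chromosome 14 of GRCm38 from 103046977 to 103056573 on the plus strand, and the paper describes an insertion cassette between exons 3 and 5 in the KO mice. By qPCR the paper did not detect Acod1 in bone marrow-derived macrophages of KO mice. In TAM I and TAM II together, the library labelled WT early held 140 Acod1 UMIs, 162 CPM (UMIs scaled to the same total in every sum), with an exact 95% Poisson interval of 136 to 191 CPM. The libraries labelled WT intermediate and WT late held 5 UMIs (47.7 CPM, 15.5 to 111) and 4 UMIs (20.0 CPM, 5.44 to 51.1). Acod1 UMIs were also counted in every tumour-bearing library labelled KO, with 27 at the early stage (54.7 CPM, 36.0 to 79.6), 6 at the intermediate stage (11.3 CPM, 4.15 to 24.6) and 33 at the late stage (61.4 CPM, 42.2 to 86.2). Microglia and macrophages of the naïve libraries held 0 Acod1 UMIs in either genotype, with upper limits of 17.5 CPM (WT) and 12.5 CPM (KO). The late libraries thus stood in the opposite order to their labels. Their intervals overlapped, which does not rule out a difference, and the libraries are named by their labels throughout. With 1 library per condition, no difference between conditions at a single stage could be tested, and intervals on UMI counts and on shares of cells cover counting error only.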

To investigate the heterogeneity of the TME in GBM, both at baseline and under ACOD1/IRG1 deficiency, we dissected brain tissue from naïve and GL261 tumour‐bearing mice at early (5–10 mm^3^), intermediate (20–25 mm^3^) and late (30–35 mm^3^) stage of tumour progression, both from wild type (WT) and age‐matched ACOD1/IRG1 knock‐out (KO) C57BL/6N mice. Briefly, we took advantage of the GL261 (mouse glioma 261) syngeneic murine model as a widely used paradigm for immunotherapy studies in GBM [35]. This model allows the engraftment of immortalized tumour cells from the same strain with low immune rejection, thus enabling the investigation of an immunocompetent TME *in vivo*, including functional T and B cells [36, 37, 38]. Recent studies aimed at comparing datasets obtained in GBM patients with distinct GBM syngeneic mouse models identified high correlation levels with both the 005 and GL261 models, thus serving as reliable preclinical models recapitulating several GBM patient features [39]. For our aims, the tissue was digested to a single‐cell suspension and analysed using scRNA‐seq to profile hundreds of cells isolated from the corresponding naïve and orthotopic syngeneic GL261‐implanted mice (Fig. 1A). 

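The authors sequenced the libraries on a NextSeq 500, converted the reads with bcl2fastq, checked them with FastQC and applied the Drop-seq pipeline, which gives digital gene expression tables. The deposited tables hold UMI counts per gene and cell barcode without normalization, and the paper's text does not name the genome build. Each table lists 3000 barcodes, more than the methods keep, so the filters on cells were applied here. The WT tables held 3137417 UMIs (naïve), 6251385 (early), 9950713 (intermediate) and 7956845 (late), and the KO tables held 2885345, 6273771, 7080155 and 6445087 in the same order. After filtering, the WT libraries kept 454, 722, 1000 and 712 cells, with medians of 2597.5, 3782, 5637.5 and 3824.5 UMIs per cell. The KO libraries kept 454, 734, 841 and 781 cells, with medians of 2667, 3090.5, 3648 and 3519 UMIs per cell. The WT intermediate library was therefore the most deeply sequenced per cell, with a median of 2813 detected genes against 1404.5 in the WT naïve library.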

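As stated in the methods, the 1000 barcodes with the most UMIs were taken from each library, genes detected in at least 30 of these 8000 cells were kept, and cells with fewer than 1000 genes were removed. Of 32502 genes in any table, 18471 remained, and 5698 cells passed. The minimum number of genes was the filter that changed the number of cells most, as 7858 cells passed a minimum of 500 genes. Counting genes before the gene filter gave 5733 cells. The methods name no doublet removal, so none was applied. Scrublet, a caller of droplets that hold more than 1 cell, marked 78 cells (1.37%). In the WT intermediate, WT late and KO early libraries it marked 1 cell each, under 0.5%, and there the 50, 36 and 37 cells with the highest score (5%) were taken instead, so that 198 cells were removed in this alternative.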

Following preanalytical filtering of the scRNA‐seq experiments, we obtained a matrix composed of 5659 single cells (*n* = 18 338 genes). In order to reduce the dimensionality of the matrix, we applied t‐Distributed Stochastic Neighbourhood Embedding followed by unsupervised topological clustering with DBSCAN on the 2D projection of the tSNE. 

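Cells were grouped as in the methods by a two-dimensional tSNE with perplexity 50 and HDBSCAN with a minimum of 19 cells per cluster. The tSNE was given 50 principal components of log2(CPM + 1), a step that was chosen here and that the methods do not name. HDBSCAN returned 14 clusters and left 199 cells unassigned, which took the majority cluster of their 15 nearest clustered cells. The number of clusters depended on the settings, since Leiden clustering of the same components gave 20 clusters and HDBSCAN after another tSNE seed gave 11. By a rule set beforehand, a cluster led by markers of both microglia and macrophages was divided by Leiden clustering. The rule was not needed in the main setting, but with the other seed it divided 1 cluster of 869 cells into 9, for 19 in all, and it was also needed without the study genes (11 clusters before, 18 after) and with doublets removed (12 before, 20 after). The cell type assignment changed less, with 97.8% of cells keeping their type under Leiden clustering, where however 60 of the 62 OPCs and all 39 neural stem cell-like cells fell into 1 unnamed cluster of 106 cells and both classes were lost, and 99.2% under the other seed after this division.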

We identified 12 cell clusters with distinct gene expression signatures, irrespective of the tumour burden and genotype (Fig. 1B). 

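Clusters were named from marker lists fixed beforehand, and the genes given are those with the highest fold over the median of the other clusters. The 2 tumour cell clusters, with 3290 and 109 cells, shared Col9a1, Col3a1 and Col11a1 among their 10 leading genes. Endothelial cells were led by Slco1a4, Abcb1a and Spp1, lymphocytes by Gzma, Gzmc and Gzmb, astrocytes by Slc1a3, Htra1 and Aqp4, and OPCs by Tnr, Cacng4 and Lhfpl3. Oligodendrocytes had Ermn, Ptgds and Mal among their 10 leading genes. Microglia-like cells (myeloid cells 1, called TAM I in tumour-bearing mice) were led by C1qc, C1qb and C1qa, and macrophage-like cells (myeloid cells 2, TAM II) by Lyz2, Arg1 and Il1b. The ependymal cells of the study corresponded to a cluster led by Ttr, 1500015O10Rik and Kcnj13, named choroid plexus epithelial-like here. Another cluster, led by Ccdc153, Rarres2 and Tmem212, was named ciliated ependymal-like. Snhg11, Meg3 and Snap25 led a neuron-like cluster, and Dlx1, Dlx6os1 and Stmn2 a neural stem cell-like cluster, which also had 1 neuron marker among its 10 leading genes. Cell names were rebuilt in this way, so differences from the study in any cell type can come from the names.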

We annotated 11 of them (*n* > 30 cells) based on cell type‐specific gene markers [40, 41] and gene set enrichment analysis (GO) of up‐regulated genes in the correspondent clusters. Specifically, in addition to tumour cells (*Cd44* ^+^, *n* = 3332 cells), we identified 10 stromal clusters that we classified as pericytes (*Dbi* ^+^, *n* = 61 cells), lymphocytes (*Trac* ^+^, *n* = 178 cells), ependymal cells (*Ttr* ^+^, *n* = 73 cells), endothelial cells (*Pecam1* ^+^, *n* = 328 cells), astrocytes (*Slc1a2* ^+^, *n* = 289 cells), oligodendrocytes (*Plp1* ^+^, *n* = 365 cells), oligodendrocyte precursor cells (OPCs, *Pdgfra* ^+^, *n* = 60 cells), neural stem cells (NSCs, *Meg3* ^+^, *n* = 36 cells) and myeloid cells 1 and 2 (*Itgam* ^+^, *n* = 836 cells) (Fig. 1C, Fig. S1A). 

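The rebuilt classes held 3399 tumour cells, 189 lymphocytes, 73 choroid plexus epithelial-like cells, 326 endothelial cells, 292 astrocytes, 365 oligodendrocytes and 62 OPCs. Microglia-like cells numbered 382 and macrophage-like cells 444, together 826. The cluster with Dbi, Nnat, Hdc and Kif6, which the study calls pericytes, held 62 cells, and that with Meg3, Snap25, Syt1 and Snhg11, which it calls NSCs, held 39. A further 39 cells formed the neural stem cell-like cluster. Median depths ranged from 2006 UMIs per cell in the neural stem cell-like cluster to 5024 in the larger tumour cell cluster.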

Cells in the additional small subset (*n* = 20 cells) expressed myeloid markers (e.g. *Itgam, Aif1*), but clustered independently from the annotated main myeloid clusters (Fig. 1B). 

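A small cluster of 26 cells, all from tumour-bearing mice, lay apart from the microglia-like and macrophage-like clusters. Its leading genes were Ccr7, Ccl5, Il12b, Ccl22 and Ccl17, and 5 of the 8 dendritic cell markers were detected in it, at a median of 2446 UMIs per cell. It held 5 cells from WT and 21 from KO libraries.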

The analysis of additional specific markers provided robust molecular definitions of the major cell types present in the brain of naïve and tumour‐bearing mice (Fig. S1). Notably, identities, markers and proportions of cell types in naïve mice matched previous single‐cell droplet‐based sequencing data from mouse brain tissue [42], indicating that our results were robust to the inclusion of tumour‐affected brains. In addition, the proportion of the cell types identified here were similar to the ones described in recent single‐cell studies conducted in GBM patients [18, 43, 44]. Lastly, GBM is an archetypal heterogeneous tumour characterized by a significant extent of common genetic alterations affecting tumour progression [45]. In line with previous studies [46], *Myc* and *Trp53* were the main highly overexpressed genes in tumour cells compared to nonmalignant cells (Fig. S2).

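Raw UMIs were summed per library for tumour cells and for all other named cells, and both sums were compared within each of the 6 tumour-bearing libraries by edgeR's quasi-likelihood test. The sums ranged from 367186 to 7967380 UMIs. Myc, on chromosome 15 of GRCm38 from 61985391 to 61990374, was higher in tumour cells in 6 of 6 libraries, with a log2 fold change of 1.74 (standard error 0.19, adjusted p = 1.08e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Trp53, on chromosome 11 from 69580359 to 69591873, was likewise higher in 6 of 6 libraries, with a log2 fold change of 0.87 (standard error 0.12, adjusted p = 6.55e-05 by the same edgeR test with Benjamini-Hochberg adjustment). Over the tumour-bearing libraries, Myc reached 148 CPM in tumour cells, 70.7 CPM in lymphocytes and 24.9 CPM in TAM II, and Trp53 125, 116 and 63.4 CPM. Of 15515 genes tested, 9939 passed an adjusted p of 0.05, with 4633 higher and 5306 lower in tumour cells. The alternatives with all 6 libraries gave between 9521 and 10887 genes, and leaving out 1 library at a time between 9071 (without WT early) and 9677 (without WT intermediate). By fitted fold change Gm14139, Dppa2 and Etv2 ranked far above Myc and Trp53.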

**Fig. 1:**
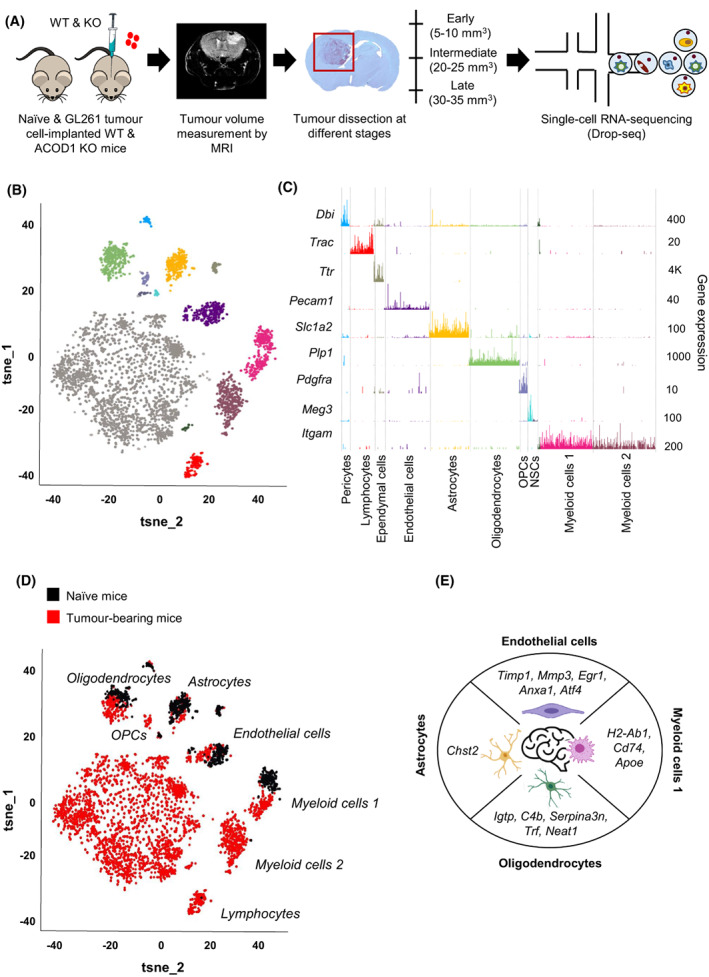
Cell‐type diversity in naïve and GL261 tumour‐bearing mice at different tumour stages, both from wild type and ACOD1/IRG1 knock‐out mice. (A) Flowchart depicting the overall design of the scRNA‐seq analyses. Naïve‐ and macro‐dissected brain tumour regions from both wild type and ACOD1/IRG1 knock‐out (KO) mice were processed by scRNA‐seq analyses. Samples were collected at different time points (early: 5–10 mm^3^; intermediate: 20–25 mm^3^; late: 30–35 mm^3^) according to tumour volume measured by magnetic resonance imaging (MRI). One biological replicate per experimental condition (WT/naïve; WT/early; WT/intermediate; WT/late; ACOD1/IRG1 KO/naïve; ACOD1/IRG1 KO/early; ACOD1/IRG1 KO/intermediate; ACOD1/IRG1 KO/late) has been taken into account for subsequent analyses. (B) 2D‐tSNE representation of all single cells included in the study (*n* = 5659 cells) grouped within 12 cell clusters. (C) Cell type‐specific markers allowing the identification of stromal cell types: Pericytes (*Dbi* ^+^), lymphocytes (*Trac* ^+^), ependymal cells (*Ttr* ^+^), endothelial cells (*Pecam1* ^+^), astrocytes (*Slc1a2* ^+^), oligodendrocytes (*Plp1* ^+^), oligodendrocyte precursor cells (OPCs, *Pdgfra* ^+^), neural stem cells (NSCs, *Meg3* ^+^), myeloid cells 1 (*Itgam* ^+^) and myeloid cells 2 (*Itgam* ^+^). See Fig. S1 for additional cell type‐specific markers used for clusters annotation. (D) 2D‐tSNE representation showing naïve (in black) and tumour‐associated (in red) cells. (E) Examples of the most up‐regulated genes (*P*‐value < 0.01, log2 FC > 0.5) per cell type in tumour‐bearing mice.

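Among stromal cells, which are all named cells other than tumour cells, lymphocytes made up 1 of 906 cells in the naïve libraries (0.110%, exact 95% binomial interval 0.00279% to 0.613%) and 188 of 1393 in the tumour-bearing libraries (13.5%, 11.7% to 15.4%). OPCs were 0 of 906 naïve cells, with an upper limit of 0.406%, against 62 of 1393 (4.45%, 3.43% to 5.67%), though under Leiden clustering no cluster was named OPCs. Macrophage-like cells were 1 of 906 against 443 of 1393 (31.8%, 29.4% to 34.3%). Microglia-like cells, by contrast, fell from 22.6% of stromal cells in naïve mice to 12.7% in tumour-bearing mice. These shares came from 2 naïve and 6 tumour-bearing libraries.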

Focusing on the TME, we first observed that lymphocytes, OPCs and a subset of myeloid cells were solely present in tumour‐bearing mice (Fig. 1D). Next, a direct comparison of tumour‐associated cells versus the corresponding cells in naïve mice enabled to identify differentially expressed genes (*P*‐value < 0.01; log2 FC > ± 0.5) (Fig. 1E, Table S1) according to the defined cell types. 

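For each cell type, UMIs were summed per library with at least 5 cells of that type, and the 6 tumour-bearing libraries were compared with the 2 naïve libraries by edgeR's quasi-likelihood test with genotype as a covariate. Each library counted as 1 sample, whatever its number of cells. Endothelial sums ranged from 29730 to 364131 UMIs, oligodendrocyte sums from 73436 to 288467, astrocyte sums from 18915 to 328597 and microglia-like sums from 17330 to 294528. At an adjusted p of 0.05, 188 genes were higher and 45 lower in tumour-associated endothelial cells among 3245 tested, 45 and 17 among 2673 in oligodendrocytes, and 316 and 227 among 3269 in microglia-like cells. In astrocytes, where the WT intermediate library had too few cells, 12 genes were higher and 6 lower among 1240. The naïve libraries decided the endothelial count most. Without the KO naïve library edgeR called 0 of 4177 genes, with 562 at an unadjusted p under 0.05, and without the WT naïve library it called 4. DESeq2 on all libraries called 311 genes in endothelial cells.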

We observed a prominent transcriptional adaptation in tumour‐associated endothelial cells, oligodendrocytes as well as in the myeloid subset (Fig. 1D), which has been described also in patients [18, 44]. 

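In endothelial cells, Timp1 rose from 0 UMIs in the naïve libraries to 1055 CPM, at least 241-fold, and Mmp3 and Mmp13 rose at least 286-fold and 126-fold, all against a floor of 3 counts over the naïve group. These genes were not spread over the endothelial cluster, since 99.7% of the UMIs of Mmp3, Timp1, Spp1 and Mmp13 lay in 37 of its 128 tumour-bearing cells, those with more mural or fibroblast than endothelial UMIs. Ptgds, Slc1a2 and Ttr fell most, with log2 fold changes of -3.70, -3.34 and -3.32, but these are abundant in oligodendrocytes, astrocytes and choroid plexus epithelial-like cells, and Ttr fell in each of the 7 classes compared outside the choroid plexus, so no change in endothelial cells was read from them. Oligodendrocytes gained Serpina3n, from 2 naïve UMIs, with a log2 ratio of 6.37 (exact binomial 95% interval 4.50 to 9.42). Igtp, at 0 UMIs in naïve oligodendrocytes, rose at least 55.3-fold, with UMIs in 5 of 6 libraries. C4b had a log2 fold change of 3.73 (standard error 0.61, adjusted p = 0.00455 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Microglia-like cells gained Spp1 at least 105.5-fold and Gpnmb at least 26.67-fold. Mrc1 and Ttyh1 fell in them, with log2 fold changes of -4.59 and -3.94, and Ttyh1, abundant in astrocytes, also fell in endothelial cells.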

We detected cell‐type‐specific up‐regulated genes across the four CNS resident cells (Fig. 1E, Fig. S3A). 

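Across the 4 cell types, 202 of the genes that passed in endothelial cells, 43 in oligodendrocytes, 13 in astrocytes and 416 in microglia-like cells moved the same way in every tumour-bearing library. Of the genes the study names, 10 of 17 were higher past the threshold in endothelial cells, 7 of 8 in oligodendrocytes, 2 of 4 in astrocytes and 13 of 24 followed here in microglia-like cells. A further 8 of those 24 were lower. Fos rose in endothelial cells by a log2 fold change of 3.63 and Mgp by 4.12, but 91.4% of the Mgp UMIs of endothelial cells of tumour-bearing mice (Fos 31.9%) lay in 37 cells with more mural or fibroblast than endothelial UMIs, while Trf rose in oligodendrocytes by 1.23. In astrocytes the largest rises were those of Ccnd1 (log2 fold change 5.21) and Psmb8 (4.23), and Ttr fell by 4.86 on the log2 scale, as it did in the other classes outside the choroid plexus. Ifi27 in endothelial cells, with a log2 fold change of 0.06, and Neat1 in oligodendrocytes, with 0.68, did not pass.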

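H2-D1, H2-K1 and B2m encode MHC class I chains. In microglia-like cells H2-D1 rose by a log2 fold change of 3.00 (standard error 0.45, adjusted p = 0.000213), H2-K1 by 3.07 (0.44, 0.000149) and B2m by 1.85 (0.31, 0.000733), each in 6 of 6 libraries by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The rise in oligodendrocytes was 4.19 for H2-D1 (standard error 0.81, adjusted p = 0.0100), 3.15 for H2-K1 (0.58, 0.00811) and 4.06 for B2m (0.78, 0.0100) by the same edgeR test and Benjamini-Hochberg adjustment. Astrocytes passed for H2-D1, with 2.79 (standard error 0.46, adjusted p = 0.00286), and for B2m, with 2.15 (0.51, 0.0367), whereas H2-K1, with 1.63 (0.51, 0.161) and a rise in 4 of 5 libraries, did not pass by edgeR's test with Benjamini-Hochberg adjustment. RNA of TAMs and tumour cells in astrocyte droplets was estimated from transcripts of these cells. It would give 34.9% (H2-D1) and 37.0% (B2m) of the astrocyte level in the median tumour-bearing library. In the KO intermediate library it would give 65.4% and 99.4%, so part of the astrocyte rises may come from such RNA. Endothelial cells passed for none of the 3 genes. Their log2 fold changes were 0.57 for H2-D1 (standard error 0.49, adjusted p = 0.514), 0.97 for H2-K1 (0.50, 0.271) and 1.05 for B2m (0.48, 0.206) by edgeR with Benjamini-Hochberg adjustment, each higher in 4 of 6 libraries. Without 1 library at a time the endothelial value of H2-D1 ran from -0.05 to 1.22. These values are those of a mixed cluster. In tumour-bearing mice 37 of its 128 cells had more mural or fibroblast than endothelial UMIs. Those cells held 38.3% of its H2-D1 and 44.6% of its B2m UMIs, beside 44.1% of all its UMIs. At a minimum of 500 genes per cell, where mural cells formed a cluster of their own, H2-K1 and B2m passed in endothelial cells. Reads of MHC class I genes can be split between near-identical copies, so single-gene values are uncertain.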

Notably, all four cell types displayed a shared antigen processing and presentation gene signature (e.g. *H2‐D1*, *H2‐K1* and *B2m*) (Table S1). Specifically, approximately 15% of the genes, representing more than 90 genes (e.g. *Junb*, *Spp1*, *Cd74, B2m, H2‐K1 and H2‐Q7*), were up‐regulated in both tumour‐associated endothelial and myeloid cells 1 compared to the corresponding naïve cells (Fig. S4A), indicating that endothelial cells are also active immune modulators in the TME of GBM. Indeed, the tumour vasculature is a key element of the TME, which largely contributes to the immunosuppressive features of GBM [47]. 

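Among 2143 genes tested in both cell types, 91 were higher in tumour-associated endothelial cells, 220 in microglia-like cells and 49 in both, against 9.34 that chance would give for independent lists. The 2 comparisons used different cells of the same libraries. In endothelial cells Junb had a log2 fold change of 3.17 (standard error 0.55, adjusted p = 0.00810) and Spp1 6.13 (1.17, 0.0136), whereas Cd74, with 3.02 (1.05, 0.0945), and H2-Q7, with 2.08 (0.79, 0.124), did not pass edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and were higher in 4 of 6 libraries. Microglia-like cells passed for Cd74, with 6.01 (standard error 1.50, adjusted p = 0.0111) in 4 of 6 libraries, and H2-Q7, with 6.09 (0.85, 0.000119) in 6 of 6, by the same edgeR test with Benjamini-Hochberg adjustment, and Junb, with 0.28 (0.30, 0.567), did not pass. The Spp1 UMIs of the endothelial cluster lay almost entirely in its cells with more mural or fibroblast than endothelial transcripts. From the genes up-regulated in both cell types, the paper concludes that endothelial cells are also active immune modulators in the TME.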

We corroborated these observations in a patient‐derived orthotopic xenograft (PDOX) preclinical mouse model characterized by its angiogenic nature, as previously described [26]. By conducting scRNA‐seq analyses of the tumour biopsy and the whole brain, respectively from the PDOX model and naïve nude mouse, we discriminated naïve from tumour‐associated cells (Fig. S4B) and, in line with the results obtained in the GL261 model, we identified the corresponding myeloid cell subsets (naïve, myeloid cells 1 and 2) as well as the endothelial cluster (Fig. S4C). In the PDOX model, we detected 27% shared up‐regulated genes (*n* = 335) between tumour‐educated myeloid cells 1 and endothelial cells (Fig. S4D). Taken together, we detected 8% shared up‐regulated genes (*n* = 32 genes) between myeloid cells 1 and tumour endothelial cells across syngeneic GL261 and PDOX GBM murine models (Fig. S4E). Specifically, we identified genes involved in antigen presentation via MHC class I (e.g. *B2m* and *H2‐K1*) (Fig. S4C), thus indicating that endothelial cells display immunological signatures maintained across various GBM murine models.

Overall, these results show that, in analogy to GBM patients, the growing tumour in the analysed syngeneic mouse model induces the emergence of lymphocytes, OPCs and a subset of myeloid cells in the TME that are normally absent in the homeostatic CNS. Further, it specifically affects the transcriptional signature of the major resident CNS cell types, with the myeloid compartment displaying high heterogeneity, major tumour‐associated education and specific gene expression signatures shared with endothelial cells.

### 3.2 Tumour‐associated myeloid cells in glioblastoma are heterogeneous and display distinct transcriptional programmes

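Microglia-like and macrophage-like cells together made up 620 of the 1393 stromal cells of the tumour-bearing libraries (44.5%, exact 95% binomial interval 41.9% to 47.2%). By library the share was 40.7%, 30.1% and 35.1% in the WT early, intermediate and late libraries and 48.2%, 47.7% and 53.6% in the KO libraries. The next largest classes were oligodendrocytes, with 223 cells, and lymphocytes, with 188.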

Similar to GBM patients, the myeloid compartment constituted the biggest cluster in the TME of the GL261 GBM mouse model (39.3% of the TME) (Fig. S3B) and displayed prominent transcriptional adaptation and heterogeneity, thus representing a relevant paradigm to deepen and address its molecular profile. Resident parenchymal microglia are difficult to segregate from peripheral monocyte‐derived cells, which prevalently constitute the myeloid compartment in GBM. Thus, we took advantage of our scRNA‐seq dataset obtained in WT mice to analyse the expression of known microglia and monocyte‐derived macrophage markers across naïve and the two TAM subsets identified by 2D‐tSNE, irrespective of the tumour stage (Fig. 2A). 

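In WT libraries the comparison rested on 89 microglia-like cells and 1 macrophage-like cell of naïve mice, 89 TAM I cells (64 early, 5 intermediate, 20 late) and 158 TAM II cells (115 early, 17 intermediate, 26 late). TAM II and TAM I sums of the same library were compared by edgeR's quasi-likelihood test with the library as a block, so that 3 pairs entered, with 17330 to 586365 UMIs per sum. Of 2474 genes tested, 153 were higher and 173 lower in TAM II at an adjusted p of 0.05, and 300 of these 326 moved the same way in all 3 pairs. With all 6 tumour-bearing libraries, 1002 genes passed. By fitted fold change Cxcl1, F13a1 and Clec12a ranked among the highest in TAM II, and Sall1, Adamts1 and Slco2b1 among the lowest.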

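Over the WT libraries, P2ry12 was at 3705 CPM in naïve microglia, 911 CPM in TAM I and 40.7 CPM in TAM II, and Gpr34 was at 1520, 502 and 14.0 CPM. Siglech fell from 2102 and 678 CPM to 5.09 CPM (4 UMIs) in TAM II, and Sparc from 3055 and 1494 CPM to 56.0 CPM. The log2 fold changes of TAM II over TAM I were -4.45 for P2ry12 (standard error 0.37, adjusted p = 1.29e-05) and -6.91 for Siglech (0.47, 8.29e-06) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in 3 of 3 pairs. Gpr34, with -5.00, and Sparc, with -4.64, also passed.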

Naïve and TAM I clusters showed high expression levels of the microglia homeostatic genes (e.g. *Gpr34, Hexb, P2ry12, Siglech, Sparc*), while these genes were almost undetectable (except *Hexb*) in the TAM II cluster. Accordingly, the TAM II cluster exhibited high levels of peripheral monocytic‐derived macrophage markers (e.g. *Arg1, Ccr2, Ly6c2, Mrc1, Tgfbi*) (Fig. 2B). These observations were supported by flow cytometry analyses of the macro‐dissected tumour region to discriminate CD11b^+^ P2ry12^+^ from CD11b^+^ P2ry12^−^/low cells (Fig. S5A). 

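Arg1, on chromosome 10 of GRCm38 from 24915221 to 24927484, had 0 UMIs in WT naïve microglia (upper limit 17.8 CPM) and in WT TAM I (upper limit 9.55 CPM) and 735 UMIs in TAM II, or 936 CPM. Ccr2, on chromosome 9 from 124101950 to 124113557, was at 12.9 CPM in TAM I and 257 CPM in TAM II, with a log2 fold change of 4.19 (standard error 0.53, adjusted p = 0.000242 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mrc1 reached 485 CPM in TAM II against 10.4 CPM in TAM I, and Tgfbi 1125 against 31.1 CPM, with log2 fold changes of 5.43 and 4.94. For Ly6c2, with 983 against 67.3 CPM, it was 3.80 (standard error 0.71, adjusted p = 0.00316 by edgeR with Benjamini-Hochberg adjustment). All 5 genes were higher in TAM II in 3 of 3 pairs.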

Compared to naïve mice, where more than 95% of CD11b^+^ cells were P2ry12^+^ resident microglial cells, the amount of CD11b^+^ P2ry12^+^ cells in tumour‐bearing mice was significantly reduced (mean 58.16 ± 5.6%) (Fig. 2C). These analyses allowed to discriminate microglia‐like (TAM I) from macrophage‐like (TAM II) cells in the GL261 syngeneic model. Notably, our results are in line with recent single‐cell profiling studies of myeloid cells uncovering similar cellular distributions in the corresponding GBM mouse model and patients [48, 49].

**Fig. 2:**
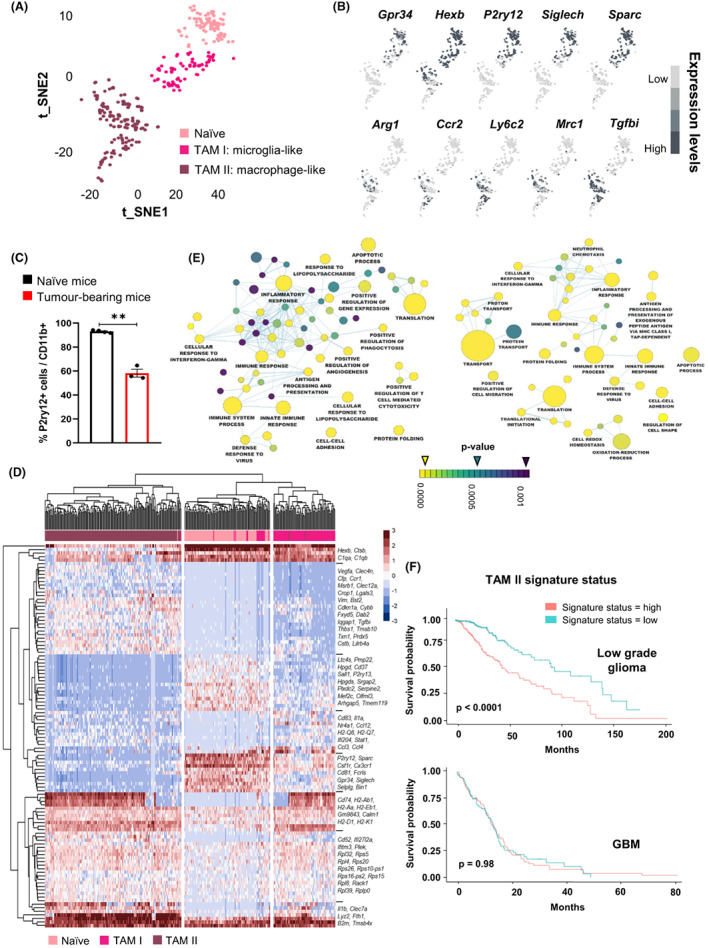
Microglia‐ (TAM I) and macrophage‐like (TAM II) subsets display discrete functional adaptation in the GBM syngeneic GL261 murine model. (A, B) Colour‐coded 2D‐tSNE representation showing (A) three distinct myeloid cell subsets in WT mice: naïve, TAM I and TAM II clusters and (B) the expression of microglia homeostatic genes (*Gpr34*, *Hexb*, *P2ry12*, *Siglech* and *Sparc*) and macrophage‐like markers (*Arg1, Ccr2, Ly6c2, Mrc1 and Tgfbi*), irrespective of the tumour stage. Results show one biological replicate per experimental condition (WT/naïve; WT/early; WT/intermediate; WT/late). (C) Percentage of CD11b^+^ P2ry12^+^ cells in naïve and tumour‐bearing mice quantified by flow cytometry at late stage of the disease. (D) Two‐way hierarchical heat‐map clustering analyses of the most differentially expressed genes (*P*‐value <0.01) for each myeloid cluster: naïve, TAM I and TAM II, irrespective of the tumour stage, Table S2). Results show one biological replicate per experimental condition (WT/naïve; WT/early; WT/intermediate; WT/late). Scale bar represents colour‐coded *z*‐scores. (E) Corresponding gene ontology functional network of TAM I (left graph) and TAM II (right graph) versus naïve microglia. Node size correlates to gene set numbers and annotated nodes defined as containing ≥ 15 genes. (F) Kaplan–Meier survival analysis in low and high grade glioma patients (TCGA‐LGG and TCGA‐GBM databases) with high and low TAM II‐enriched signature (*n* = 84 genes; e.g. *TGFBI, THBS1, VIM, IL1B, IL1RN, F13A1, CYBB*). Statistical analysis for (C) Unpaired Student *t* test (WT = 4, *Acod1* KO *n* = 3), mean ± SEM, **P < 0.01.

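Expression distances were used in place of hierarchical clustering, as the root mean square difference of log2(CPM + 10) over 3623 genes, with 5 cells per group and equal UMIs in each of 100 draws. Draws of WT TAM I lay 2.67 (early), 2.70 (intermediate) and 2.67 (late) from naïve microglia, and draws of TAM II lay 2.93, 2.91 and 2.92 from them. Separate draws of naïve microglia lay 2.44 apart. TAM I was thus nearer to naïve microglia than TAM II at each stage, although the draws overlapped, with the central 95% of late draws at 2.52 to 2.78 for TAM I and 2.75 to 3.06 for TAM II.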

Two‐way hierarchical heat‐map clustering analyses of the most differentially expressed genes (*P*‐value < 0.01) between naïve, microglia‐ and macrophage‐like cells (Table S2) revealed, in agreement with their different ontogeny, a less pronounced difference between naïve and tumour‐associated microglia compared to the monocyte/macrophage cluster (Fig. 2D). In line with the decrease of homeostatic genes in microglia under inflammatory conditions [28], tumour‐associated microglia displayed a decreased expression of these genes (e.g. *P2ry12, Sparc*, *Csf1r, Cx3Cr1, Fcrls, Gpr34, Siglech, Mef2c, Olfml3, Tmem119*) when compared to the naïve group (Fig. 2D). Moreover, as expected these genes were not detected in the TAM II population (Fig. 2D). On the other hand, TAM II subset showed up‐regulated genes associated with positive regulation of angiogenesis (e.g. *Vegfa*, *Lgals3, Il1β, Cybb, Thbs1, Plek, Vim, Stat1*) and metabolic redox metabolism (e.g. *Cybb, Msrb1*) (Fig. 2D). Both TAM I and TAM II exhibited increased expression levels of genes associated with antigen presentation (e.g. *Cd74, H2‐Ab1, H2‐Aa, H2‐Eb1, H2‐D1 and H2‐K1*) compared to the naïve group (Fig. 2D). 

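Over the 6 tumour-bearing and 2 naïve libraries, P2ry12 had a log2 fold change of -1.82 in microglia-like cells (standard error 0.30, adjusted p = 0.000534), Gpr34 -1.59 (0.29, 0.00139), Siglech -1.32 (0.28, 0.00404) and Tmem119 -1.26 (0.30, 0.00808) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, each lower in 6 of 6 libraries. Csf1r (-0.95), Cx3cr1 (-1.07), Mef2c (-1.05) and Fcrls (-1.32) also passed, the last with a fall in 5 of 6 libraries. Sparc, with -0.62 (standard error 0.30, adjusted p = 0.160), and Olfml3, with -0.79 (0.32, 0.0959), did not pass edgeR's test after Benjamini-Hochberg adjustment.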

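In WT libraries Csf1r was lower in TAM II than in TAM I by a log2 fold change of -1.92, Cx3cr1 by -2.74, Mef2c by -2.21, Olfml3 by -2.51, Tmem119 by -3.04 and Fcrls by -1.87. The last was the weakest, lower in 2 of 3 pairs (standard error 0.54, adjusted p = 0.0363 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). P2ry12 was counted in 26 of 158 TAM II cells (16.5%), so UMIs of these genes were few but not absent in TAM II.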

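Vegfa was higher in TAM II than in TAM I by a log2 fold change of 3.41 (standard error 0.47, adjusted p = 0.000394), Il1b by 1.85 (0.32, 0.00176) and Lgals3 by 2.97 (0.57, 0.00383) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Cybb (2.22), Thbs1 (5.38), Vim (2.16) and Msrb1 (3.31) also passed. Plek had a log2 fold change of -0.77 (standard error 0.27, adjusted p = 0.0885) by edgeR with Benjamini-Hochberg adjustment, so it was not higher in TAM II over the 3 pairs. Of the 23 genes followed here that the study names for the 2 subsets, 12 were higher and 10 lower past the threshold.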

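Cd74, on chromosome 18 of GRCm38 from 60803848 to 60812652, encodes the invariant chain of MHC class II. In WT early TAM I it was higher than in WT naïve microglia by a log2 ratio of 6.23, and H2-Ab1, H2-Aa and H2-Eb1 by 5.40, 5.36 and 5.95. WT late TAM I held no such rise, as Cd74 had a log2 ratio of 0.01, not detectable at this depth, H2-Ab1 had 2 UMIs (-2.63), H2-Aa was at least 3.56-fold lower and H2-Eb1 at least 2.13-fold lower. TAM II was higher than naïve microglia at both stages, with log2 ratios for Cd74 of 6.44 (early) and 4.94 (late). H2-D1 and H2-K1 rose in TAM I by 3.23 and 3.36 early and by 2.13 and 2.24 late. Over all 8 libraries the microglia-like log2 fold changes of H2-Ab1, H2-Aa and H2-Eb1 were 5.30, 5.36 and 6.00, each higher in 4 of 6 libraries. Summed UMIs of the 4 MHC class II genes gave 467 CPM in WT naïve microglia and 54.3 CPM in KO naïve microglia. Transcripts of these genes were also counted in tumour cells, at up to 4417 CPM.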

Overall, these results point towards the heterogeneous composition of TAMs and their distinct adaptation profiles in the TME of GBM.

Gene set enrichment analysis of tumour‐associated microglia or tumour‐associated‐monocyte/macrophage transcriptional programmes revealed immunological terms shared by both cell types (e.g. inflammatory response and innate immune response). We also identified terms specifically associated with TAM I (e.g. positive regulation of phagocytosis and T cell‐mediated cytotoxicity) or TAM II (e.g. positive regulation of cell migration and oxidation–reduction process), suggesting distinct ontogeny‐based functional adaptations to the tumour (Fig. 2E). The comparison of the TAM I signature with distinct microglia‐like clusters identified by Ochocka et al. [48] uncovered similarities with the defined microglial group 7 (MG7), independently from the gender, and with the female‐associated MG2 cluster (Fig. S5B). The MG7 cluster exhibits overexpression of genes encoding components of MHC class I (e.g. *H2‐D1, H2‐K1, B2m*), while the MG2 cluster is characterized by high expression levels of early activation genes (e.g. *Nfkbia*, *Ccl3*, *Ccl12*). By conducting a similar comparison for the TAM II signature, we found great similarity with the defined intermediate state of monocyte and macrophage (intMoMΦ) cluster, characterized by specific genetic markers (e.g. *Lyz2*, *Tgfbi*, *Fth1*), in both male and female mice (Fig. S5C). As the intMoMΦ cluster represents the main cluster of infiltrative cells to the tumour described by Ochocka et al. [48], it corroborates the relevance of our identified TAM II signature.

Next, to strengthen our findings obtained in the GL261 syngeneic mouse model, we compared microglia‐like (TAM I) and monocyte/macrophage‐like (TAM II) transcriptional signatures with putative corresponding cell types recently described in GBM patients at single‐cell resolution [10]. Overall, 8.6% of up‐regulated genes in TAM I (*P* < 0.01; Log2 FC > 0.5) were shared with tumour‐associated microglia‐like cells in GBM patients. In addition, 7% of differentially expressed genes characterizing TAM II (*P* < 0.01; Log2 FC > 0.5) were mutually up‐regulated in blood monocyte‐derived macrophage‐like cells in GBM patients (Fig. S6A). We used the identified transcriptional signatures discriminating tumour‐associated microglia (*n* = 21 genes; e.g. *CCL4, CCL3, P2RY12, CX3CR1, BIN1, SELPLG, CD83, SALL1*) and macrophages (*n* = 84 genes; e.g. *TGFBI, THBS1, VIM, IL1B, IL1RN, F13A1, CYBB*) both in the GBM syngeneic murine model and in patients (Fig. S6A, Table S3), to verify their prognostic value in low and high grade glioma patients. For this, we took advantage of The Cancer Genome Atlas (TCGA) datasets allowing to link patient survival with corresponding bulk transcriptional data from two publicly available TCGA‐databases (TCGA‐LGG: low grade glioma and TCGA‐GBM: high grade glioma). Notably, a macrophage‐like enriched signature correlated with a worse patient survival compared to a microglia‐like enhanced programme in LGG patients. Nevertheless, our signatures did not allow to stratify GBM patients, which are overall characterized by higher levels of peripheral monocytic infiltration associated with a worse survival compared to LGG patients (Fig. 2F). Of note, we verified these signatures in our PDOX model and identified corresponding up‐regulated genes in TAM I and TAM II compared to naïve microglia (*P* < 0.01; Log2 FC > 0.5). Similarly to the GL261 model, we found microglia‐ and macrophage‐like signatures shared between the PDOX model and GBM patients (TAM I, *n* = 15 genes; e.g. *CCL4, CCL3, P2RY12, CX3CR1, BIN1*; TAM II, *n* = 9 genes; e.g. *TGFBI, PLAC8, IFITM3, TMSB10*) (Fig. S6B).

Taken together, our scRNA‐seq analyses enabled a clear separation of microglia from peripheral monocytic‐derived macrophages displaying key transcriptional and functional differences along their adaptation to the tumour, both in the GBM syngeneic mouse model and patients. Our results are in agreement with recent prognostic studies conducted in GBM patients showing that immunosuppressive immune cell infiltrates increase from grade II to grade IV [50] and a reduced immune suppressive phenotype correlates with extended survival, as observed in LGG patients [51]. Collectively, we demonstrate the relevance of discriminating between microglia and monocyte‐derived macrophages for prognostic purposes in glioma patients. We take advantage of this critical distinction to separately characterizing tumour‐associated microglia and macrophage subsets along GBM progression.

### 3.3 TAMs rapidly infiltrate the tumour and adapt along GBM progression

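TAM I and TAM II cells were found in each of the 3 WT tumour-bearing libraries. At the early stage there were 64 TAM I and 115 TAM II cells, at the intermediate stage 5 and 17, and at the late stage 20 and 26. Numbers followed the make-up of the libraries, since tumour cells were 39.1% of all cells at the early stage, 92.7% at the intermediate stage and 81.6% at the late stage.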

By studying TAM heterogeneity along GBM progression in WT mice at single‐cell resolution, we detected microglia‐like and macrophage‐like cell subsets in all analysed tumour stages (i.e. early, intermediate and late time points), indicating that, in agreement with prior observations [8], in this model the infiltration of monocyte‐derived macrophages occurs early during tumour growth (Fig. 3A). Notably, we observed a gradual decrease in the number of up‐regulated genes (early *n* = 372, intermediate *n* = 291 and late *n* = 143) and a relatively constant number of down‐regulated genes (early *n* = 138; intermediate *n* = 110 and late *n* = 167) between macrophage‐like and microglia‐like cells along tumour stages. These results indicate that the transcriptional programmes of microglia and peripheral infiltrated macrophages converge over time (Fig. 3B). 

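Counts of changed genes depend on the number of cells, which in WT differed between the early, intermediate and late stages, with 64, 5 and 20 TAM I cells and 115, 17 and 26 TAM II cells, and a test of single cells would take them as replicates. The difference between TAM II and TAM I was therefore measured as a distance at equal depth, with 5 cells per subset and 13521 UMIs per sum, over 3531 genes and 100 draws. It was 2.49 at the early stage, 2.54 at the intermediate stage and 2.48 at the late stage. Cells of the same subset lay nearly as far apart under this scheme, at 2.30 (early) and 2.30 (late) for TAM I and 2.24 (early) and 2.27 (late) for TAM II. The late minus early difference was -0.0047 (draws from -0.19 to 0.14), which was not detectable at this depth. With 20 cells per subset at the early and late stages only, a setting chosen after seeing the data, the distances were 1.29 and 1.24 and the difference -0.05 (draws from -0.14 to 0.05). From the falling number of up-regulated genes, the paper concludes that the transcriptional programmes of microglia and infiltrated macrophages converge over time.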

Overall, the ratios of microglia‐like and macrophage‐like cells in the GBM TME did not change across early (TAM I: 29.35%; TAM II: 70.65%) and late (TAM I: 24.43%; TAM II: 75.57%) stages (Fig. 3C). 

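TAM II made up 115 of 179 TAMs in the WT early library (64.2%, exact 95% binomial interval 56.8% to 71.3%), 17 of 22 in the intermediate library (77.3%, 54.6% to 92.2%) and 26 of 46 in the late library (56.5%, 41.1% to 71.1%). TAM I was accordingly 35.8% early and 43.5% late. The early and late intervals overlapped, and 1 mouse stood behind each value.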

Next, we sought to investigate microglia‐like and peripheral macrophage‐like cell transcriptional programmes along tumour progression separately, with a special focus at early and late stages.

**Fig. 3:**
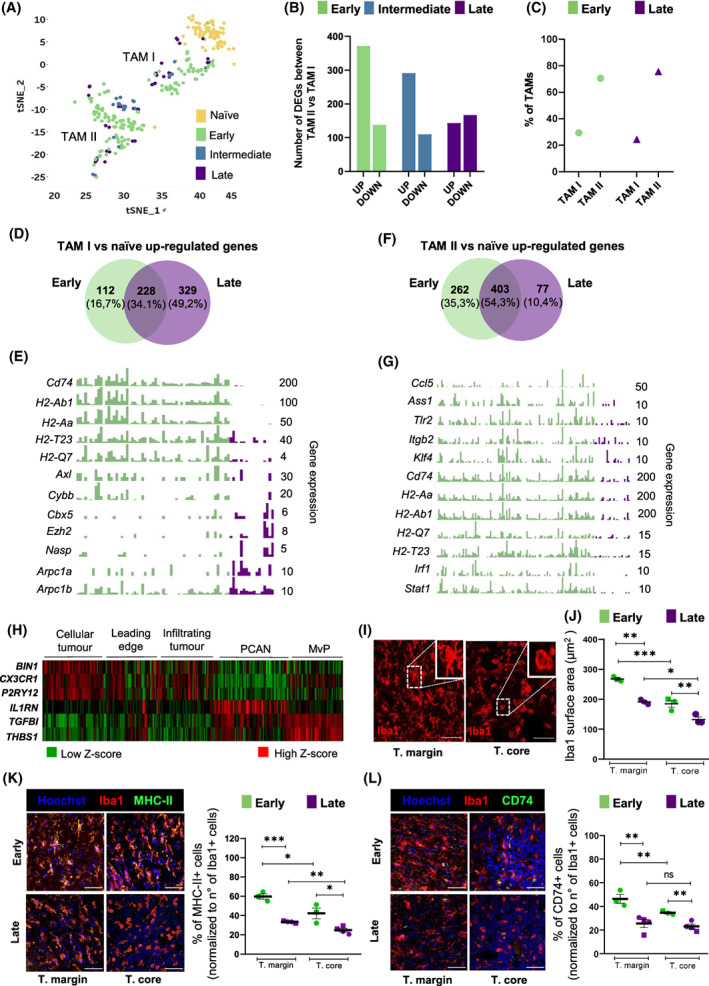
TAM subsets spatial and temporal characterization along glioblastoma development. (A–G) Results show one biological replicate per experimental condition (WT/naïve; WT/early; WT/intermediate; WT/late). (A) Myeloid tSNE plot colour‐ coded representation for tumour progression (green: early; blue: intermediate; purple: late stage). (B) Number of up‐ and down‐regulated genes (*P*‐value < 0.01, ¦log2 FC¦ > 0.5) between TAM II and TAM I along GBM progression. (C) Relative proportions of TAM I and TAM II subsets at early and late GBM stages obtained by scRNA‐seq analysis. (D) Venn diagram representation showing TAM I shared (*n* = 228) and exclusively up‐regulated genes at early (*n* = 112) and late (*n* = 329) stages versus naïve microglia. (E) Single‐cell bar plots showing selected top differentially expressed genes in TAM I between early and late GBM stages. Gene expression numbers on the right axis represent gene counts per cell. (F) Venn diagram representation showing TAM II shared (*n* = 403) and exclusively up‐regulated genes at early (*n* = 262) and late (*n* = 77) stages versus naïve microglia. (G) Single‐cell bar plots showing selected top differentially expressed genes in TAM II between early and late GBM stages. Gene expression numbers on the right axis represent gene counts per cell. (H) RNA‐sequencing profiles of laser‐microdissected regions of GBM patients for microglia (*BIN1, CX3CR1, P2RY12*) and peripheral monocyte‐derived cell (*IL1RN, TGFBI, THBSI*) marker genes. Data extracted from the Ivy Glioblastoma Atlas Project (PCAN: pseudopalisading cells around necrosis; MvP: microvascular proliferation). (I) Representative immunofluorescence pictures of Iba1 positive cells in the tumour margin and core in murine brain sections. (J) Quantification of Iba1 surface area in the tumour margin and tumour core at early and late stages. (K–L) Representative immunofluorescence pictures and quantification for (K) MHC‐II and (L) CD74 staining in the tumour margin and core at early and late stages. In (J–L), circles represent females and squares symbolize males. Statistical analysis for (J) Two‐way ANOVA with Sidak's multiple comparison corrections [early *n* = 3 (2 females and 1 male) and late *n* = 3 (females)], (K, L) Two‐way ANOVA with Sidak's multiple comparison corrections [early *n* = 3 (2 females and 1 male) and late *n* = 4 (2 females and 2 males)], mean ± SEM, *P < 0.05; **P < 0.01; ***P < 0.001; ns = not significant. Scale bars in I, K and L = 50 μm. CD74, HLA class II histocompatibility antigen gamma chain; Iba1, Allograft inflammatory factor 1; MHC‐II, Major histocompatibility complex class II molecules; MvP, Microvascular proliferation; PCAN, Pseudopalisading cells around necrosis; T. core, tumour core; T. margin, tumour margin; TAM I, tumour‐associated microglia; TAM II, tumour‐associated macrophage.

Two‐way hierarchical heat‐map clustering analyses of the most differentially expressed genes (*P*‐value < 0.01) in TAM I across the tumour stages revealed three clusters mainly represented by naïve microglia, tumour‐associated microglia at early stages and an intermediate/late‐enriched group (Fig. S7A). We analysed up‐regulated genes characterizing microglia‐like cells at early and late tumour stages versus naïve microglia (Fig. 3D). 

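H2-D1, H2-K1, Cd83, Il1b, Ccl12, Ccl4, Lyz2, Fth1, Ctsb, Atf3, Cst7, B2m, Cd52 and Nfkbia were compared between TAM I of the WT early or late library and WT naïve microglia. All 14 genes were higher at both stages. Log2 ratios of the early library ran from 0.95 for Atf3 to 8.18 for Cst7, apart from Il1b, which had 1 naïve UMI and a log2 ratio of 8.51 (exact binomial 95% interval 6.02 to 13.8). In the late library Cst7 was at 4.55, Ccl12 at 5.62, Lyz2 at 1.61 and Cd83 at 2.77, against 4.40 (Ccl12), 3.29 (Lyz2) and 2.37 (Cd83) early. Tnf, with 6.45, and Ifi27l2a, with 4.38, were among the largest rises in the late library. Fcrls (-0.04) and Olfml3 (-0.13) showed no detectable fall in late TAM I. These values compare single libraries of 64, 20 and 89 cells, so no gene could be tested.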

We found great overlap (34.1%) of genes expressed by microglia‐like cells between the two stages (e.g. *H2‐D1, H2‐K1, Cd83, Il1b, Ccl12, Ccl4, Lyz2, Fth1, Ctsb, Atf3, Cst7, B2m, Cd52, Nfkbia*), indicating a core transcriptional programme maintained along GBM progression (Table S4). When comparing the levels of specific differentially expressed genes between early (*n* = 112) and late (*n* = 329) tumour stages, markers associated with antigen processing and presentation (e.g. *Cd74*, *H2‐Ab1*, *H2‐Aa*) or T‐cell activation and cytotoxicity (e.g. *H2‐T23*, *H2‐Q7*) and inflammatory response (e.g. *Axl*, *Cybb*) were largely decreased at later tumour stages (Fig. 3E, Fig. S7B). 

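In TAM I, Cd74 fell from 2840 UMIs in the library labelled WT early (64 cells) to 12 UMIs in the library labelled WT late (20 cells), a log2 ratio of -6.23 (exact binomial 95% interval -7.18 to -5.42). H2-Ab1, on chromosome 17 of GRCm38 from 34257689 to 34269419, had 2 late UMIs and a log2 ratio of -8.03 (-11.1 to -6.18). H2-Aa, on chromosome 17 from 34282744 to 34287823, had 0 late UMIs and was at least 146-fold lower, and Cybb, also at 0, at least 14.9-fold lower. H2-T23 had a log2 ratio of -1.35 (-2.02 to -0.73), H2-Q7 -2.75 and Axl, with 4 late UMIs, -1.70 (-3.64 to -0.23).
The summed CPM of Cd74, H2-Ab1, H2-Aa and H2-Eb1 was 25410 early, 57.7 at the intermediate stage and 158 (86.3 to 265) late, a late to early log2 ratio of -7.33 (-8.20 to -6.58). Of the alternatives, removal of cells by doublet score (in WT late the 36 cells with the highest score) moved this MHC class II log2 ratio late to early in WT TAM I most, to -9.42. An MHC class II UMI was found in 63 of 64 early TAM I cells, 1 of 5 intermediate cells and 4 of 20 late cells, of which 1 cell held 57.1% of the late UMIs. Tumour cells of the same WT libraries were likewise highest at the early stage, with 4144, 151 and 94.7 CPM. TAM I of the libraries labelled KO held 17020, 21790 and 10280 CPM.

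**Figure D1:**
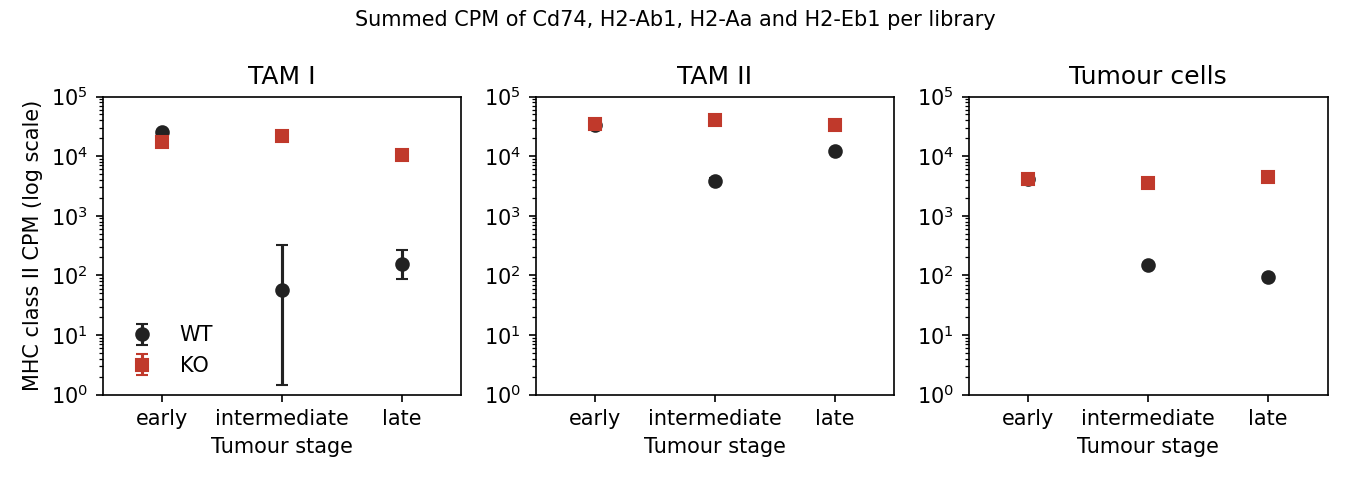
Summed CPM (log scale) of Cd74, H2-Ab1, H2-Aa and H2-Eb1 by tumour stage in TAM I, TAM II and tumour cells, with 1 library per point, black circles for WT, red squares for KO and bars for exact 95% Poisson intervals. WT and KO lie close together at the early stage in all 3 panels, whereas the WT intermediate and late points lie below the KO points.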

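Cbx5, Ezh2 and Nasp, which act on chromatin, and Arpc1a and Arpc1b of the actin-nucleating complex were higher in TAM I of the library labelled WT late than in that labelled WT early. The log2 ratios were 1.76 for Cbx5 (15 against 14 UMIs, exact binomial 95% interval 0.61 to 2.92), 2.50 for Ezh2 (25 against 14 UMIs, 1.50 to 3.55), 2.10 for Nasp (1.13 to 3.09), 1.29 for Arpc1a (0.28 to 2.27) and 0.78 for Arpc1b (0.39 to 1.17). RNA of tumour cells, estimated from tumour-specific transcripts at 6.25% of late TAM I UMIs, amounted to 14.3% of the summed Ezh2, Cbx5 and Nasp level there. The largest rises among genes with at least 100 UMIs included Tnf, with 2.51. TAM I of the libraries labelled KO moved likewise for Ezh2 (2.84, from 2 early UMIs) and Cbx5 (1.32), and Nasp (0.84) showed no detectable rise. By the same estimate RNA of tumour cells amounted to 40.1% of the summed level of the 3 chromatin genes in WT early TAM I, 96.6% in KO early TAM I and 51.0% in KO late TAM I. With a larger set of tumour transcripts it amounted to 113.5% (WT early), 20.3% (WT late), 79.2% (KO early) and 59.6% (KO late). These estimates sum UMIs over the tumour genes, with a share of 4.95%, 6.25%, 22.9% and 27.6% of TAM I UMIs by the first set. The median share over single genes of that set was lower, at 1.44%, 6.02%, 7.95% and 18.4% in the same order.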

In parallel, genes associated with chromatin remodelling (e.g. *Cbx5*, *Ezh2, Nasp)* and actin nucleation/polymerization (e.g. *Arpc1a, Arpc1b*) were enhanced at later stages (Fig. 3E). In particular, we found a subset of microglia‐like cells up‐regulating *Ezh2* expression at late stage. 

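Ezh2 lies on chromosome 6 of GRCm38 from 47530139 to 47595341 on the minus strand. An Ezh2 UMI was found in 7 of 20 WT late TAM I cells (35.0%) and in 8 of 64 WT early TAM I cells (12.5%), with medians of 3291 and 3728.5 UMIs per cell. After thinning each cell to 2000 UMIs, which left out 4 late and 6 early cells, the shares were 4 of 16 (25.0%, exact 95% binomial interval 7.27% to 52.4%) and 4 of 58 (6.90%, 1.91% to 16.7%), with overlapping intervals. Oligodendrocytes of the WT late library, at a median of 2677 UMIs, showed an Ezh2 UMI in 6 of 34 cells (17.6%) and in 4 of 31 (12.9%) after thinning, and endothelial cells, at 3628.5 UMIs, in 6 of 14 (42.9%) and in 4 of 11 (36.4%). Tumour cells of that library showed one in 66.7% of cells after thinning.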

Although studies have demonstrated that *Ezh2* is frequently overexpressed in a wide variety of cancers, mechanistic links of *Ezh2* expression in TAMs to cancer progression remains to be elucidated. In ovarian cancer, *Ezh2* has direct roles on T cell response and inhibition of *Ezh2* in tumour‐specific T cells increases the tumour burden *in vivo* [52].

We conducted similar analyses for the macrophage‐like subset. Two‐way hierarchical heat‐map clustering analyses of the most differentially expressed genes (*P*‐value < 0.01) in TAM II along the tumour stages revealed two main clusters represented by tumour‐associated macrophages at early stage and an intermediate/late‐enriched group (Fig. S7C, Table S4). We found prominent overlap (54.3%) of genes up‐regulated both at early and late tumour stages expressed by macrophage‐like cells compared to naïve microglia (e.g*. Lyz2, Apoe, Fth1, Il1β, H2‐K1, H2‐D1, Vim, Cd14, Cybb, Tgfbi*) indicating, similarly to microglia‐like cells, a main transcriptional programme preserved along GBM progression (Fig. 3F).

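Lyz2, Apoe, Fth1, Il1b, H2-K1, H2-D1, Vim, Cd14, Cybb and Tgfbi were all higher in WT TAM II than in WT naïve microglia at both stages, as were the MHC class II genes named by the study. Early and late log2 ratios were 5.90 and 5.26 for Lyz2, 2.81 and 3.13 for Apoe, 3.17 and 2.94 for Fth1, 9.85 and 10.22 for Il1b (1 naïve UMI), 4.97 and 4.78 for Vim, 2.88 and 2.82 for Cd14, 5.71 and 4.85 for Cybb and 4.87 and 3.98 for Tgfbi. H2-K1 had 2.94 and 2.23, and H2-D1 2.53 and 2.34. The values rest on 115 early and 26 late TAM II cells of 1 mouse each.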

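Of Ccl5, Ass1, Tlr2, Itgb2, Klf4, Cd74, H2-Ab1, H2-Aa, H2-Q7, H2-T23 and Irf1, 10 were lower in TAM II of the library labelled WT late than in that labelled WT early. Ccl5 had 0 late UMIs and was at least 27.0-fold lower, and the log2 ratios were -1.92 for Ass1 (6 late UMIs), -1.12 for Tlr2 and -0.66 for Klf4. Itgb2, with -0.31 (exact binomial 95% interval -1.03 to 0.35), showed no detectable change. Cd74 had -1.50, H2-Ab1 -1.50, H2-Aa -1.31, H2-Q7 -1.04 and H2-T23 -1.94. The summed MHC class II CPM of TAM II was 33720 early, 3888 at the intermediate stage and 12400 late, a late to early log2 ratio of -1.44 (-1.52 to -1.37). In TAM II of the libraries labelled KO the late to early ratio was -0.03 (-0.06 to 0.01), not detectable.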

The comparison of the levels of specific differentially expressed genes between early and late tumour stages revealed the decrease of macrophage activation markers (e.g. *Ccl5, Ass1, Tlr2, Itgb2, Klf4*) as well as, similarly to microglia‐like cells, the down‐regulation of genes associated with antigen processing and presentation (e.g. *Cd74, H2‐Ab1, H2‐Aa*) and regulation of T‐helper cells (e.g. *H2‐Q7, H2‐T23*). In addition, type I interferon genes (e.g. *Irf1, Stat1*) were drastically reduced at late stage (Fig. 3G, Fig. S7D). 

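Irf1, on chromosome 11 of GRCm38 from 53770014 to 53778374, fell from 131 UMIs in WT early TAM II to 3 in WT late TAM II, a log2 ratio of -3.06 (exact binomial 95% interval -5.35 to -1.48). Cxcl9, at 0 late UMIs, was at least 38.5-fold lower. In TAM II of the libraries labelled KO, Irf1 was higher late than early, by a log2 ratio of 0.72.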

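The paper's reasoning on antigen presentation links the lower MHC class II transcripts of both subsets at late stages with T-cell recruitment. Lymphocytes were 69 of 440 stromal cells in the WT early library (15.7%), 6 of 73 at the intermediate stage (8.22%) and 4 of 131 at the late stage (3.05%, exact 95% binomial interval 0.838% to 7.63%). The paper proposes that reduced antigen cross-presentation at later time points adds to the poor recruitment of T cells.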

Taken together, the reduced antigen cross‐presentation ability of both microglia‐ and macrophage‐like cells at later time points may add to the recognized poor recruitment of T cells to the tumour site in GBM [53], thus dampening potential T‐cell‐mediated tumour eradication along its progression.

To corroborate these results at the protein level, we compared the expression levels of CD74 and MHC‐II (encoded by *H2‐Ab1*) at early and late stages in corresponding tissue sections. To discriminate brain‐resident microglia and blood derived‐monocytes/macrophages in immunohistological analyses, we took advantage of the Ivy Glioblastoma Atlas Project to infer TAM spatial localization in laser‐micro‐dissected regions of GBM patients [54]. Here, we observed an enrichment of microglia‐like cells (expressing *BIN1, CX3CR1, P2RY12*) at the leading edge of the tumour, while macrophage‐like cells (expressing *IL1RN, TGFBI, THBS1*) were mostly detected in the microvascular compartment (Fig. 3H). Similar findings were described by spatial scRNA‐seq of the myeloid compartment in GBM patients where *TGFBI*, *VEGFA* and *IL1RN* were mainly expressed by macrophages in the tumour core, while microglial cells enriched in the tumour periphery displayed a reduced expression of these genes [18]. Supporting these observations, 2‐photon microscopy in murine GBM sections recently revealed two distinct cell types with different morphological properties composing TAMs. Specifically, cells with reduced branching and increased surface area compared to naïve resident parenchymal cells mainly accumulated at the tumour margins and represented tumour‐associated microglia, while monocyte‐derived macrophages displaying shrank surface area and increased migratory properties were mainly located in the tumour core [55]. In agreement with this, we observed a significant reduction of the surface area of macrophage‐like infiltrative cells in the tumour core compared to larger and branched microglia‐like enriched cells in the tumour margin independent of tumour stage (Fig. 3I,J and Fig. S7E). In line with our scRNA‐seq data, we observed a significant decrease of the antigen presenting cell markers MHC‐II (Fig. 3K) and CD74 (Fig. 3L) at late GBM stage in both the tumour margin and core. Notably, we observed a higher percentage of Iba1^+^ MHC‐II^+^ cells in the tumour margin compared to tumour core both at early and late stages (Fig. 3K), highlighting spatial heterogeneity of TAMs at the protein level. These differences were independent from the mouse gender.

Collectively, these analyses show that TAMs display distinct transcriptional programmes along GBM progression, with both microglia and monocytic‐derived macrophages exhibiting decreased antigen presenting cell features at later tumour stages compared to earlier phases.

### 3.4 TAMs display higher immunological reactivity under aconitate decarboxylase 1 deficiency affecting T cell recruitment

In mammals, immune‐responsive gene 1 protein (IRG1), encoded by aconitate decarboxylase 1/immunoresponsive gene 1 (*Acod1/Irg1*), catalyses the production of itaconate from the decarboxylation of cis‐aconitate, an intermediate metabolite of the TCA cycle [19, 56]. Itaconate is one of the most up‐regulated metabolites in activated macrophages [57] exhibiting anti‐inflammatory properties, thus contributing to the resolution of inflammation [20, 21]. Interestingly, it has been recently shown that low doses of itaconate inhibits inflammation, while it promotes inflammation at high doses [58]. Due to the emerging role of various immune metabolites in macrophage reprogramming towards specific phenotypes, we sought to analyse the role of *Acod1/Irg1* in TAM adaptation along GBM progression and characterize TAM subsets under ACOD1 deficiency at single cell resolution. 

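The libraries labelled WT and those labelled KO both held each of the 13 named classes. Over the tumour-bearing libraries there were 1790 WT and 1607 KO tumour cells, 89 and 88 TAM I cells, 158 and 285 TAM II cells and 79 and 109 lymphocytes. Endothelial cells numbered 61 and 67, astrocytes 40 and 35, oligodendrocytes 141 and 82 and OPCs 38 and 24. The 2 naïve libraries held 89 (WT) and 116 (KO) microglia-like cells. With the genes named by the study left out of the clustering, 99.7% of cells kept their type.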

*Acod1* deficiency did not affect the distinct cell types identified by scRNA‐seq (Fig. S8A). In the GL261 model, we exclusively detected *Acod1*/*Irg1* induction across the myeloid compartment and, at a larger extent, within the macrophage‐like subset (Fig. 4A). 

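At the early WT stage, Acod1 was at 228 CPM in TAM I (64 UMIs, exact 95% Poisson interval 176 to 292) and 130 CPM in TAM II (76 UMIs, 102 to 162). Over the WT stages it was at 179 CPM in TAM I (139 to 226) and 102 CPM in TAM II (80.8 to 127). The share of cells with an Acod1 UMI was higher in TAM II, with 34 of 115 WT early cells (29.6%) against 13 of 64 in TAM I (20.3%), and after thinning to 2000 UMIs it was 19 of 104 (18.3%) against 9 of 58 (15.5%), with 11 and 6 cells left out. The order of the shares thus went against that of the CPM values, and no order between the subsets was read from them. Tumour cells of the same library, at a median of 5835 UMIs, gave 6 of 282 cells (2.13%) and 0 of 241 after thinning, and oligodendrocytes, at 2978 UMIs, 2 of 83 (2.41%) and 0 of 76. Medians were 3728.5 UMIs in TAM I and 2992 in TAM II. Over the tumour-bearing libraries Acod1 was at 2.57 CPM in tumour cells and 2.66 CPM in oligodendrocytes, and lymphocytes and endothelial cells held 0 UMIs, with upper limits of 4.83 and 5.73 CPM. In the libraries labelled KO, TAM II held 49.1 CPM (37.6 to 62.9).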

We observed similar results in the Brain Tumour Immune Micro Environment dataset acquired in GBM patients by RNA‐seq [59]. Indeed, *ACOD1*/*IRG1* expression was up‐regulated in both CD49D^low^ microglial cells and CD49D^high^ macrophages, with higher expression levels in IDH‐wild type compared to IDH‐mutant gliomas (Fig. S8B). Microarray analysis of RNA extracted from CD11b^+^ MACS‐isolated cells from naïve and GL261‐implanted mouse brains showed also a significant increase of *Acod1/Irg1* expression in tumour‐bearing (*n* = 3) compared to naïve mice (*n* = 3) (Fig. S8C) [11]. Bone marrow‐derived macrophages (BMDMs) co‐cultured with GL261 tumour cells *in vitro* showed increased expression of *Acod1* compared to mono‐cultured BMDMs, while its expression was undetectable in BMDMs obtained from *Acod1* KO mice (Fig. 4B). However, in these co‐culture conditions, contrarily to BMDMs treated with LPS (100 ng·mL^−1^) for 6 h, IRG1/ACOD1 protein was not detectable (Fig. S8D). These results are in agreement with its weak induction at the mRNA level in these co‐culture conditions.

**Fig. 4:**
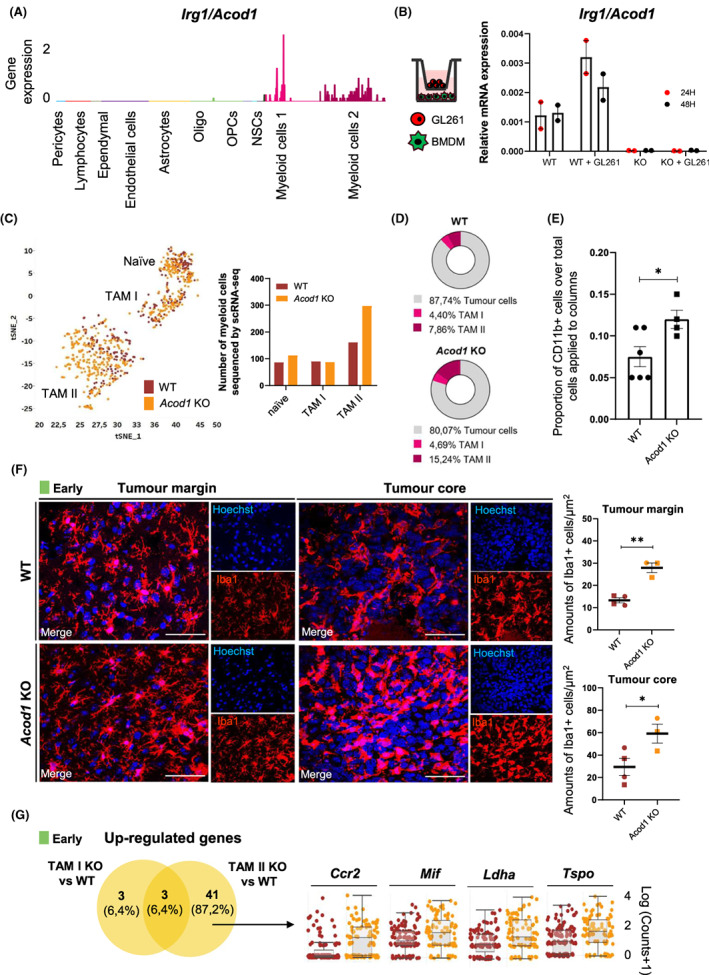
*Acod1* expression is induced in TAMs and its deficiency affects their recruitment. (A) *Irg1/Acod1* expression levels across the main 10 stromal cell‐types identified by scRNA‐seq. Results show one biological replicate per experimental condition (WT/naïve; WT/early; WT/intermediate; WT/late; ACOD1/IRG1 KO/naïve; ACOD1/IRG1 KO/early; ACOD1/IRG1 KO/intermediate; ACOD1/IRG1 KO/late). (B) Analysis by qPCR of the expression levels of *Acod1* (normalized using *Rpl27* as housekeeping gene) in BMDMs from WT and *Acod1* KO mice upon co‐culture with GL261 tumour cells at 24 and 48 h (WT *n* = 2, *Acod1* KO *n* = 2). (C) Myeloid tSNE plot colour coded (brown: WT; orange: *Acod1* KO) and respective number of myeloid cells sequenced by scRNA‐seq according to the genotype (WT, naïve: 86 cells; TAM I: 87 cells; TAM II 159 cells. *Acod1* KO, naïve: 112 cells; TAM I: 91 cells; TAM II: 298 cells) taking into account all the tumour stages. (D) Graphical representation depicting the proportions of TAMs and tumour cells in WT (upper) and *Acod1* KO (bottom) mice taking into account all the tumour stages (WT/naïve; WT/early; WT/intermediate; WT/late; ACOD1/IRG1 KO/naïve; ACOD1/IRG1 KO/early; ACOD1/IRG1 KO/intermediate; ACOD1/IRG1 KO/late). (E) Number of CD11b^+^ cells isolated from WT and *Acod1* KO from tumour‐bearing mouse brains at late stage. Bars represent the ratio of the number of CD11b^+^ cells over the number of total cells applied to the columns. (F) Immunofluorescence pictures depicting Iba1 positive cells in the tumour margin (left) and core (right). Number of Iba1 positive cells were quantified in WT and *Acod1* KO mice at early GBM stage. (G) Venn diagram representation showing shared and exclusive up‐regulated genes in *Acod1* KO TAM I (*n* = 3) and TAM II (*n* = 41) at early stage versus their respective counterparts in age‐matched WT cells. Notch plot representation of selected genes exclusively up‐regulated by TAM II in *Acod1* KO mice compared with WT mice at early stage. In (E, F), circles represent females and squares denote males. Statistical analysis for (A) pairwise Wilcoxon test with *P*‐value adjusted with Benjamini Hochberg method; (E) Unpaired Student *t* test (WT = 6, *Acod1* KO *n* = 4); (F) Unpaired Student *t* test (WT early *n* = 4*; Acod1* KO early *n* = 3), mean ± SEM. *P < 0.05, **P < 0.01. Scale bars in F = 50 μm. *Acod1*, aconitate decarboxylase 1; BMDMs, bone marrow‐derived macrophages; *Ccr2*, C‐C chemokine receptor type 2; Iba1, Allograft inflammatory factor 1; KO, knock‐out; *Ldha*, Lactate dehydrogenase A; *Mif*, Macrophage migration inhibitory factor; TAM I, tumour‐associated microglia; TAM II, tumour‐associated macrophage; *Tspo*, Translocator protein; WT, wild‐type.

The analysis of TAM subsets by scRNA‐seq across all the stages suggested an over‐representation of the macrophage‐like population in *Acod1* KO mice (81.15%, 298 cells sequenced) compared to age‐matched WT mice (63.11%, 159 cells sequenced) (Fig. 4C). Moreover, a higher proportion of TAM II cells versus tumour cells was observed in *Acod1* KO compared to WT mice, while we found no differences for TAM I cells (Fig. 4D). 

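TAM II made up 158 of 247 TAMs in the libraries labelled WT (64.0%, exact 95% binomial interval 57.6% to 70.0%) and 285 of 373 in those labelled KO (76.4%, 71.8% to 80.6%), a difference of 12.4 percentage points with all cells pooled. With the library as the sample, the share was 66.0% ± 10.5 (SD, n = 3) in WT and 76.5% ± 8.84 (SD, n = 3) in KO, a difference of 10.5 points (two-sided exact permutation test, p = 0.2, where 0.1 is the smallest p that 3 libraries against 3 allow). The KO shares were 78.3% (early), 66.9% (intermediate) and 84.3% (late), so at the intermediate stage the library labelled WT was higher. Clustered without the genes named by the study, the difference was 10.0 points, and without the late stage it was 1.85 points. Acod1 3′ ends were counted in the libraries labelled KO, so the direction is given as one between labels. From the pooled shares the paper proposes an over-representation of macrophage-like cells in Acod1 KO mice.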

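Per 100 tumour cells, the libraries labelled WT held 40.8 (early), 1.83 (intermediate) and 4.48 (late) TAM II cells, and those labelled KO 16.1, 15.8 and 21.3. The means were 15.7 ± 21.8 (SD, n = 3) and 17.8 ± 3.06 (SD, n = 3), a difference of 2.06 (two-sided exact permutation test, p = 1.0). Pooled over cells the values were 8.83 (exact 95% interval 7.45 to 10.4) in WT and 17.7 (15.6 to 20.1) in KO. The stages went in opposite directions, and without the late stage the difference was -5.32, while without the early stage it was 15.4. For TAM I the WT libraries held 22.7, 0.539 and 3.44 and the KO libraries 4.47, 7.83 and 3.95 per 100 tumour cells, a difference of -3.47 (two-sided exact permutation test, n = 3 per genotype, p = 1.0) and of 0.504 with cells pooled. Clustered without the genes named by the study, the differences were 1.87 for TAM II and -3.36 for TAM I.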

Albeit we did not detect differences in the total number of bone‐marrow precursors between naïve WT and *Acod1* KO mice (Fig. S8E), we observed an increase in the number of CD11b^+^ cells in the brain of *Acod1* KO compared to WT tumour‐bearing mice (Fig. 4E). Indeed, immunofluorescence analyses revealed a significant increase in the number of Iba1^+^ cells at early stages at both the tumour margin and core, thus confirming enhanced infiltration of myeloid cells in *Acod1* KO mice (Fig. 4F). Investigation of the exclusively up‐regulated genes in microglia‐like and macrophage‐like cells at early stages in *Acod1* KO mice versus their corresponding counterparts in WT mice identified a major transcriptional effect on macrophage‐like (*n* = 41 genes) compared to microglia‐like (*n* = 3 genes) cells (Fig. 4G). Genes associated with TAM recruitment, such as *Ccr2, Mif, Ldha and Tspo*, were uniquely overexpressed in macrophage‐like cells from *Acod1* KO mice (Fig. 4G). Specifically, the CCL2/CCR2 axis is essential for monocyte migration into the inflamed CNS [60, 61]. 

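In TAM II of the early libraries, Ccr2 was higher in that labelled KO (252 UMIs in 83 cells) than in that labelled WT (123 UMIs in 115 cells), with a log2 ratio of 1.51 (exact binomial 95% interval 1.19 to 1.83). Mif had a log2 ratio of 1.04 (0.82 to 1.26), Ldha 1.39 (1.15 to 1.63) and Tspo 0.82 (0.58 to 1.06). In early TAM I, with 23 KO and 64 WT cells, Mif (0.77, 0.14 to 1.37) and Tspo (0.72, 0.14 to 1.29) were also higher, Ldha (0.49, -0.28 to 1.21) showed no detectable difference and Ccr2 had 0 and 2 UMIs. RNA of tumour cells was estimated at 22.9% of UMIs in KO early and 4.95% in WT early TAM I. With a larger set of tumour transcripts the estimates were 18.8% and 14.0%. The median over single tumour genes was lower, at 7.95% and 1.44% with the first set and 9.99% and 5.61% with the larger. The part of such RNA in the TAM I ratios was not tested. Acod1 itself was lower in early KO TAM II, with -1.02 (-1.71 to -0.37). Ccl24, on chromosome 5 of GRCm38 from 135569937 to 135573049, had 0 WT and 157 KO UMIs and was at least 72.6-fold higher, and Arg1 had a log2 ratio of 2.47. Xist was at least 60.8-fold lower, as the early WT mouse was female and the early KO mouse male. At the intermediate stage Ldha was lower (-0.67), and Mif (-0.28) and Ccr2 (-0.30) showed no detectable difference. At the late stage Ccr2 was higher (1.05), Mif lower (-0.44) and Ldha (0.29) not detectably different.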

Further, macrophage migration inhibitory factor (MIF) plays an important role in regulating inflammatory responses in innate immune cells [62] and can directly interact with CXCR2 and CXCR4 promoting inflammatory activity and leukocyte chemotaxis in cancer [63].

Similarly to early stages, the number of exclusively up‐regulated genes was higher in macrophage‐like (*n* = 68 genes) compared to microglia‐like (*n* = 9 genes) cells when comparing *Acod1* KO with WT tumour‐bearing mice at late stage (Fig. 5A, Table S5), confirming that the lack of *Acod1/Irg1* mainly affected the transcriptional programme of peripheral infiltrating macrophages compared to microglia. 

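Over the 3 stages, KO and WT sums were compared with the stage as a block, with 3 libraries per genotype. In TAM II, edgeR's quasi-likelihood test called 6 of 6405 genes at an adjusted p of 0.05, 4 higher and 2 lower in the libraries labelled KO, and DESeq2 called 13. In TAM I, edgeR called 0 of 1912 genes, with 83 at an unadjusted p under 0.05, and DESeq2 called 1. TAM II sums held 87451 to 586365 UMIs and TAM I sums 17330 to 280304, so the 2 counts come from different depths. Ccl24 had 1 UMI over the WT stages and 157, 7 and 28 UMIs in the KO early, intermediate and late libraries. Ccl8 (log2 fold change 3.35), Gbp2b (3.29) and Arg1 (1.89, standard error 0.30, adjusted p = 0.0267 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) were higher and Igf1 (-2.62) and Syngr1 (-2.50) lower in the libraries labelled KO, each in 3 of 3 stages. The count moved most when the WT early library was left out, to 77 genes in TAM II and 35 in TAM I. Acod1 3′ ends were counted in the libraries labelled KO, which an allele with an inserted cassette does not rule out, and the direction is given as one between labels. From the numbers of genes up-regulated in each subset, the paper concludes that the lack of Acod1 mainly affected infiltrating macrophages.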

Gene set enrichment analysis of macrophage‐like cell exclusively up‐regulated genes at late GBM stage in *Acod1 KO* compared to WT mice uncovered enrichment of terms associated with inflammation (e.g. *Irf1*), antigen processing and presentation via MHC class I (e.g. *H2‐K1*) and T cell‐mediated cytotoxicity (e.g. *H2‐T23*) (Fig. 5A, Fig. S9A). 

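In late TAM II, Irf1 had 130 UMIs in the library labelled KO (113 cells) and 3 in that labelled WT (26 cells), a log2 ratio of 3.40 (exact binomial 95% interval 1.82 to 5.70). H2-K1 had a log2 ratio of 1.25 (1.06 to 1.45) and H2-T23 1.55 (0.84 to 2.36). In late TAM I, with 21 and 20 cells, H2-K1 was also higher, with 1.12 (0.87 to 1.38), while Irf1 (0.32) and H2-T23 (0.75, -0.03 to 1.56) showed no detectable difference. Over the 3 stages none of the 3 genes passed in TAM II, with log2 fold changes of 1.05 for Irf1, 0.55 for H2-K1 and 0.62 for H2-T23 and an adjusted p of 0.999557 for each by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.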

The common 15 microglia‐like and macrophage‐like cell up‐regulated genes in *Acod1* KO compared to WT mice were associated with antigen presenting cell (e.g. *Cd74, H2‐Ab1*) and inflammatory (*Stat1*) markers (Fig. 5A), reflecting an enhanced immune activation at late stage in *Acod1* KO mice. 

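At the late stage, Cd74 was higher in the library labelled KO than in that labelled WT, by a log2 ratio of 1.34 (exact binomial 95% interval 1.20 to 1.48) in TAM II and 4.83 (4.01 to 5.80) in TAM I. H2-Ab1 had 1.49 in TAM II and 6.80 (4.93 to 9.86, from 2 WT UMIs) in TAM I. Cxcl9, at 0 UMIs in the WT library, was at least 46.4-fold higher in TAM II and 28.8-fold in TAM I. The summed MHC class II CPM was 33410 (KO) against 12400 (WT) in TAM II and 10280 against 158 in TAM I, log2 ratios of 1.43 (1.35 to 1.51) and 6.03 (5.27 to 6.90). These ratios were 0.01 and -0.58 at the early stage and 3.36 and 8.56 at the intermediate stage, where the TAM I ratio (6.08 to 13.9) rests on 1 UMI in 5 WT cells. Late tumour cells differed likewise, with 4417 CPM in the library labelled KO and 94.7 CPM in that labelled WT. In the test over 3 stages, Cd74 (log2 fold change 1.57 in TAM II, adjusted p = 0.759) did not pass edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and of 14 genes named by the study and followed here 0 passed in TAM II, where edgeR gave 275 of all genes at an unadjusted p under 0.05 and DESeq2 101. Acod1 in late TAMs was itself higher in the library labelled KO, with overlapping intervals, which do not rule out a difference. The paper reasons from the common up-regulated genes to an enhanced immune activation at late stage in Acod1 KO mice.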

In agreement with these results at single‐cell resolution, we detected a higher induction of antigen presentation (e.g. *Cd74*, *H2‐Ab1*, *H2‐Aa*) and inflammatory (e.g. *Irf1*) transcripts in *ex vivo* CD11b^+^ isolated TAMs from *Acod1* KO compared to WT tumour‐bearing mice at late stages (Fig. 5B). IRF family members play essential roles in regulating immune responses [64, 65] and seminal work has shown that *Irf1* KO mice exhibit impaired NK cell maturation and defective Th1 responses [66, 67]. Additionally, IRF1 operates as a tumour suppressor and its inactivation has been shown to significantly increase risk of malignancy [68]. To investigate the expression of IRF1 at the protein level, we conducted immunofluorescence analysis and detected higher numbers of IBA1^+^ IRF1^+^ positive cells in the tumour core in *Acod1* KO compared to WT mice (Fig. 5C). Amongst the downstream targets of IRF1, we detected by flow cytometry an increased expression of MHC‐II in TAMs isolated at late stage from *Acod1* KO compared to WT mice (Fig. 5D, Fig. S9B). Additionally, in brain sections from *Acod1* KO tumour‐bearing mice, we detected a significant increase of CD74 expressed by macrophage‐like cells, which were enriched in the tumour core, compared to WT mice (Fig. 5E). As gliomas are characterized as ‘immunologically silent’ in IDH‐mutant or ‘lymphocyte‐depleted’ in IDH‐wild‐type subtypes [69], we sought to investigate whether the ablation of *Acod1*, which induces an enhanced TAM immunogenic phenotype, could influence the recruitment of T cells to the tumour site. Indeed, we observed an increase of the lymphocytic population in *Acod1 KO* compared to WT mice, both in our scRNA‐seq dataset (Fig. S9C) and by flow cytometry (Fig. 5F, Fig. S9B), thus suggesting an effective crosstalk between TAMs and the adaptive immune cell compartment. 

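In the libraries labelled KO, lymphocytes made up 14.5% (early), 14.7% (intermediate) and 14.4% (late) of stromal cells. The means were 8.99% ± 6.35 (SD, n = 3) in WT and 14.6% ± 0.148 (SD, n = 3) in KO, a difference of 5.56 percentage points (two-sided exact permutation test, p = 0.4). With cells pooled, 79 of 644 WT cells (12.3%, exact 95% binomial interval 9.83% to 15.1%) and 109 of 749 KO cells (14.6%, 12.1% to 17.3%) were lymphocytes, 2.29 points apart. The difference was 5.04 points when the clustering left out the genes named by the study and 2.67 points without the late stage. Flow cytometry was not analysed here. The paper proposes from this increase an effective crosstalk between TAMs and adaptive immune cells.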

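In early lymphocytes, with 32 cells in the library labelled KO and 69 in that labelled WT, Dbi was higher in KO by a log2 ratio of 2.04 (exact binomial 95% interval 1.51 to 2.58), Ifitm3 by 2.42, Lgals1 by 1.19, Mt1 by 1.93 and Pfn1 by 1.40. H2-Ab1, an MHC class II gene, was higher by 3.15. RNA of tumour cells was not estimated in lymphocytes. In other classes its estimate was higher in KO early than in WT early, with 22.9% against 4.95% of UMIs in TAM I. There the median over single tumour genes was 7.95% against 1.44%. The estimates were 13.7% against 2.44% in oligodendrocytes and 35.1% against 3.76% in endothelial cells. The part of such RNA in the lymphocyte ratios thus stays open. Ccl5 had a log2 ratio of -3.19 and Gzma -2.19, and Xist was at least 23.8-fold lower, following the sex of the mice. The late WT library held 4 lymphocytes against 36 in the late KO library.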

We further identified up‐regulated genes comparing lymphocytes isolated from *Acod1* KO and WT mice at early stages (*P* < 0.01; Log2 FC > 0.5; *n* = 17 genes; e.g. *Dbi, Ifitm3, Lgals1, Mt1, Pfn1*) (Fig. S9D, Table S6), while we did not conduct the corresponding analysis at late stage due to the low number of gathered lymphocytes in WT mice (Fig. S9C).

**Fig. 5:**
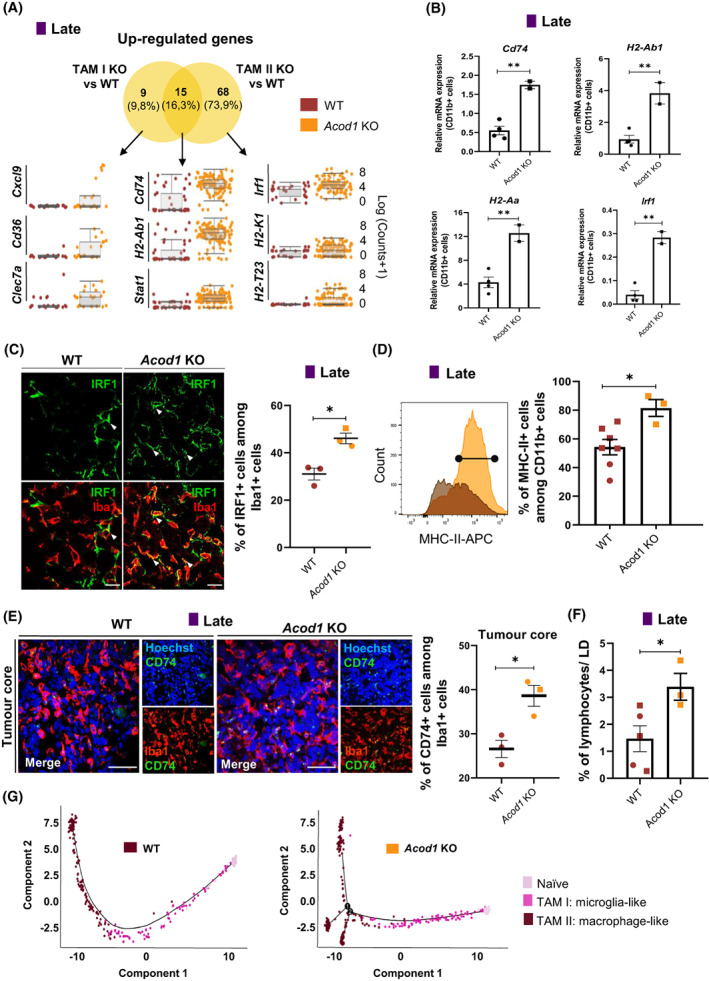
TAMs under *Acod1* deficiency display higher antigen presenting cell programmes associated with increased lymphocytic recruitment at late GBM stage. (A) Venn diagram representation showing shared (*n* = 15) and exclusive up‐regulated genes in *Acod1* KO TAM I (*n* = 9) and TAM II (*n* = 68) at late stage versus their respective counterparts in age‐matched WT cells (Table S5). Corresponding notch plot representations of selected shared or unique genes up‐regulated in TAM I and TAM II cells in *Acod1* KO mice compared to age‐matched WT mice at late stage. Results show one biological replicate per experimental condition (WT/naïve; WT/early; WT/late; ACOD1/IRG1 KO/naïve; ACOD1/IRG1 KO/early; ACOD1/IRG1 KO/late). (B) Analysis by qPCR of the expression levels of *Cd74, H2‐Ab1, H2‐Aa* and *Irf1* genes (normalized using *Rpl27* as housekeeping gene) in CD11b^+^ cells isolated from WT and *Acod1* KO mice at late stages. (C) Immunofluorescence pictures (left) and quantification (right) of IRF1 expression in Iba1^+^ cells in the tumour core region at late stage in *Acod1* KO and WT mouse brain sections. Arrowheads indicate examples of co‐localization of IRF1 with Iba1 staining. (D) Representative overlay histogram (left) and quantification (right) of MHC‐II expression in TAMs analysed in WT and *Acod1* KO mice at late stage by flow cytometry. (E) Immunofluorescence pictures (left) and quantification (right) of CD74 expression in Iba1^+^ cells in the tumour core region at late stage in *Acod1* KO and WT mouse brain sections. (F) Percentage of CD11b^−^ CD45^+^ lymphocytes at late stage quantified by flow cytometry. (G) Single cell trajectory inference analysis of 335 myeloid cells from WT naïve and tumour‐bearing mice (left graph) and 501 myeloid cells from *Acod1* KO naïve and tumour‐bearing mice (right graph). In (C–F), circles represent females and squares symbolize males. Statistical analysis for (B) Unpaired Student *t* test (WT *n* = 4 (3 females and 1 male), *Acod1* KO *n* = 2 (females)); (C) Unpaired Student *t* test (WT *n* = 3 (females), *Acod1* KO *n* = 3 (2 females and 1 male); (D) Unpaired Student *t* test (WT *n* = 7 (2 females and 5 males), *Acod1* KO *n* = 3 (males)), (E) Unpaired Student *t* test (WT *n* = 3 (females), *Acod1* KO *n* = 3 (2 females and 1 male)), (F) Unpaired Student *t* test (WT *n* = 5 (2 females and 3 males), *Acod1* KO *n* = 3 (males)), mean ± SEM, *P < 0.05; **P < 0.01. Scale bars = 20 μm in (C) and 50 μm in (E). *Cd36*, CD36 molecule; *Cd74*, CD74 molecule; *Clec7a*, C‐type lectin domain containing 7A; *Cxcl9*, C‐X‐C motif chemokine ligand 9; *H2‐aa*, major histocompatibility complex, class II; *H2‐Ab1*, major histocompatibility complex, class II; *H2‐K1*, major histocompatibility complex, class I, a; *H2‐T23*, major histocompatibility complex, class I, E; *Irf1*, interferon regulatory factor 1; KO, knock‐out; *Stat1*, signal transducer and activator of transcription 1; TAM I, tumour‐associated microglia; TAM II, tumour‐associated macrophage; WT, wild‐type.

Lastly, in order to elucidate if specific TAM subsets under ACOD1 deficiency display enhanced immunogenic phenotypes, we conducted single cell trajectory inference analyses. We showed higher macrophage‐like cell heterogeneity in *Acod1 KO* compared to WT mice, thus suggesting that ACOD1 deficiency also supports TAM diversity (Fig. 5G). Specifically, pseudo‐time analyses uncovered four distinct cellular states across the TAM II subset under *Acod1* deficiency (Fig. S10A,B). Further analysis of exclusive genes driving the most prominent cellular state (cellular state four) revealed a TAM II subset exclusively present in *Acod1* deficient tumour‐bearing mice, which might support leukocyte migration and T cell activation (e.g. *Ccl17, Ccl22, Ccr7, IL12b, Cd1d1*) to the tumour site (Fig. S10C). This subset was also characterized by higher expression levels of genes encoding serine proteinase inhibitors (e.g. *Serpinb6b* and *Serpinb9*) (Fig. S10C), which have been described to play a critical role in T lymphocyte‐mediated immunity [70]. 

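Cells with a UMI of at least 3 of Ccl17, Ccl22, Ccr7, Il12b, Cd1d1, Serpinb6b and Serpinb9 were counted in place of cellular state 4. In the TAM II cluster they were 3 of 158 cells in the libraries labelled WT (1.90%, exact 95% binomial interval 0.393% to 5.45%) and 8 of 285 in those labelled KO (2.81%, 1.22% to 5.46%), with medians of 3166 and 3306 UMIs per cell. TAM I, at 3673 and 2824 UMIs, held 0 of 89 and 1 of 88, and tumour cells, at 5482 and 4104 UMIs, 3 of 1790 and 6 of 1607. Among lymphocytes they were 5 of 79 (6.33%) and 10 of 109 (9.17%). In the dendritic cell-like cluster, which these genes lead, they were 4 of 5 WT cells and 21 of 21 KO cells. The 11 cells of the state in the TAM II cluster held other dendritic cell genes at 1.72 per 10000 UMIs against 0.181 in the other 432 TAM II cells, with 10 of these 11 UMIs in 1 cell, and macrophage genes at 188 against 434. Pseudotime was not recomputed, so these counts do not test whether the paper's state is found in KO alone. From the genes of this state, the paper proposes a TAM II subset of Acod1-deficient mice that might support leukocyte migration and T cell activation.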

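Serpinb9 was counted at 49.1 CPM in TAM II of the libraries labelled KO (62 UMIs, exact 95% Poisson interval 37.6 to 62.9) and 24.2 CPM in those labelled WT (19 UMIs, 14.6 to 37.8). Serpinb6b was at 10.3 CPM (13 UMIs, 5.48 to 17.6) and 2.55 CPM (2 UMIs, 0.308 to 9.20), with overlapping intervals for both genes. Such overlap does not rule out a difference, and no interval of the ratio is given for them. In the dendritic cell-like cluster Serpinb9 was at 1764 CPM in KO and 761 CPM in WT, and Serpinb6b at 1895 and 1674 CPM.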

Although *Acod1/Irg1* silencing in macrophages has been shown to significantly reduce the peritoneal tumour burden [23], the analysis of tumour growth in GL261 tumour‐bearing mice did not show significant differences between WT and *Acod1* KO (data not shown), neither we detected differences in the mouse survival (Fig. S10D), most probably due to the very high aggressiveness of the tumour in the analysed model.

## 4 Conclusion

In summary, despite scRNA‐seq analyses conducted in one biological replicate per experimental condition represent a limitation of the study, we here elucidated the diversity of the myeloid compartment along GBM progression and under ACOD1 deficiency by corroborating the main findings by flow cytometry, immunohistological and targeted gene expression analyses. We demonstrate that the myeloid compartment is the most affected and heterogeneous stromal cell component in GBM, with microglia and macrophages acquiring key transcriptional differences and rapidly adapting along GBM progression. Specifically, we show that TAMs display a decreased antigen‐presenting cell signature along GBM progression, which is retained under ACOD1 deficiency. Collectively, these results are in line with the anti‐inflammatory role of ACOD1/itaconate [71], since their absence skewed TAMs in GBM towards a more reactive and immunogenic phenotype. Mechanistically, itaconate modifies a range of proteins in macrophages, including KEAP1, which leads to NRF2 activation and induction of NRF2‐dependent genes encoding anti‐inflammatory and antioxidant factors. Similarly, itaconate might also modify GILT (IFI30), a protein that regulates antigen presentation [71]. However, how itaconate and GILT might potentially contribute to the decrease of antigen presentation marks warrants further investigation. From a therapeutic point of view, although immune checkpoint blockade therapy has markedly improved survival in several immunogenic cancers, such as melanoma, its efficacy has not been extended to GBM patients, as observed in a randomized phase III clinical trial for recurrent GBM (CheckMate 143; Identifier NCT 02017717) [72]. As it is becoming increasingly evident that a mono‐therapeutic approach is unlikely to provide anti‐tumour efficacy, the combination of ACOD1 suppression in TAMs, which enables to harness both the innate and adaptive immune systems, together with the inhibition of immune checkpoints may advance therapeutic successes against GBM and other solid tumours.

## Conflict of interest

The authors declare no conflict of interest.

## Author contributions

YPA, SPN and AlM designed the project; YPA, KG, AO, YAY, CS, AS and RH performed experiments; YPA, ArM, KG, YAY, AC, AG and AlM analysed experiments; AP supported *in silico* analyses; DC supported *in vivo* mouse experiments; AS set up and supervised scRNA‐seq analyses; YPA and AlM wrote the manuscript; all the authors edited and approved the manuscript.

### Peer review

The peer review history for this article is available at https://publons.com/publon/10.1002/1878‐0261.13287.

## Supporting information

**Fig. S1.** Gene expression of distinct cell‐types identified by scRNA‐seq in the GL261 syngeneic murine model and naïve mice, related to Figure 1.
**Fig. S2.** Expression of *Myc* and *Trp53* genes in the GL261 GBM murine model, related to Figure 1.
**Fig. S3.** Gene expression of distinct cell‐types present in naïve and tumour‐bearing mice, related to Figure 1.
**Fig. S4.** Comparisons of gene expression profiles between myeloid cells 1 and tumour endothelial cells in the GBM syngeneic GL261 and patient‐derived orthotopic xenograft (PDOX) mouse models, related to Figure 1.
**Fig. S5.** Characterization of TAM I and TAM II subsets by FACS and by comparing their gene expression signatures with datasets gathered from the literature, related to Figure 2.
**Fig. S6.** Microglia‐ versus macrophage‐like features in GBM, related to Figure 2.
**Fig. S7.** Differential microglia and monocytic‐derived macrophage transcriptional adaptation along GBM progression, related to Figure 3.
**Fig. S8.** *Acod1* expression levels in TAMs, related to Figure 4.
**Fig. S9.** TAM and lymphocytic signatures under *Acod1* deficiency, related to Figure 5.
**Fig. S10.** TAM II cellular state diversity under *Acod1* deficiency, related to Figure 5. Click here for additional data file.

**Table S1.** Up‐regulated differentially expressed genes in tumour‐associated clusters (astrocytes, endothelial, oligodendrocytes, myeloid) versus correspondent naïve cells (p‐value < 0.01 and log2 FC > 0.5), related to Figure 1. Click here for additional data file.

**Table S2.** List of the most differentially expressed genes across the myeloid clusters (Naïve, TAM I and TAM II), irrespective of the tumour stage (p‐value < 0.01), related to Figure 2. Click here for additional data file.

**Table S3.** Common transcriptional signatures between tumour‐associated microglia and macrophages in the GBM syngeneic murine model and in patients used to assign a score for each TCGA patient, related to Figure 2. Click here for additional data file.

**Table S4.** Up‐regulated differentially expressed genes at early and late stages for TAM I and TAM II versus naïve cells (p‐value < 0.001 and log2 FC > 0.5), related to Figure 3. Click here for additional data file.

**Table S5.** Up‐regulated differentially expressed genes at late stage for TAM I KO and TAM II KO versus correspondent WT cells (p‐value < 0,001 and log2 FC > 0,5), related to Figure 5. Click here for additional data file.

**Table S6.** Up‐regulated differentially expressed genes at early stage comparing lymphocytes from KO and WT mice (p‐value < 0.01 and Log2 FC > 0.5), related to Supplementary Figure 9. Click here for additional data file.

## Data Availability

The data that support the findings of this study are openly available in NCBI's Gene Expression Omnibus (GEO) and are accessible through. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE158016, GEO Series accession number GSE158016.

# Supplementary material for: Elucidating tumour‐associated microglia/macrophage diversity along glioblastoma progression and under ACOD1 deficiency
**Source:** Mol Oncol. 2022 Aug 15;16(17):3167–91. doi: 10.1002/1878-0261.13287
**Supplement:** Supplementary file 1 — Fig. S1. Gene expression of distinct cell‐types identified by scRNA‐seq in the GL261 syngeneic murine model and naïve mice, related to Figure 1. Fig. S2. Expression of Myc and Trp53 genes in the GL261 GBM murine model, related to Figure 1. Fig. S3. Gene expression of distinct cell‐types present in naïve and tumour‐bearing mice, related to Figure 1. Fig. S4. Comparisons of gene expression profiles between myeloid cells 1 and tumour endothelial cells in the GBM syngeneic GL261 and patient‐derived orthotopic xenograft (PDOX) mouse models, related to Figure 1. Fig. S5. Characterization of TAM I and TAM II subsets by FACS and by comparing their gene expression signatures with datasets gathered from the literature, related to Figure 2. Fig. S6. Microglia‐ versus macrophage‐like features in GBM, related to Figure 2. Fig. S7. Differential microglia and monocytic‐derived macrophage transcriptional adaptation along GBM progression, related to Figure 3. Fig. S8. Acod1 expression levels in TAMs, related to Figure 4. Fig. S9. TAM and lymphocytic signatures under Acod1 deficiency, related to Figure 5. Fig. S10. TAM II cellular state diversity under Acod1 deficiency, related to Figure 5.

Supplementary Figure 1

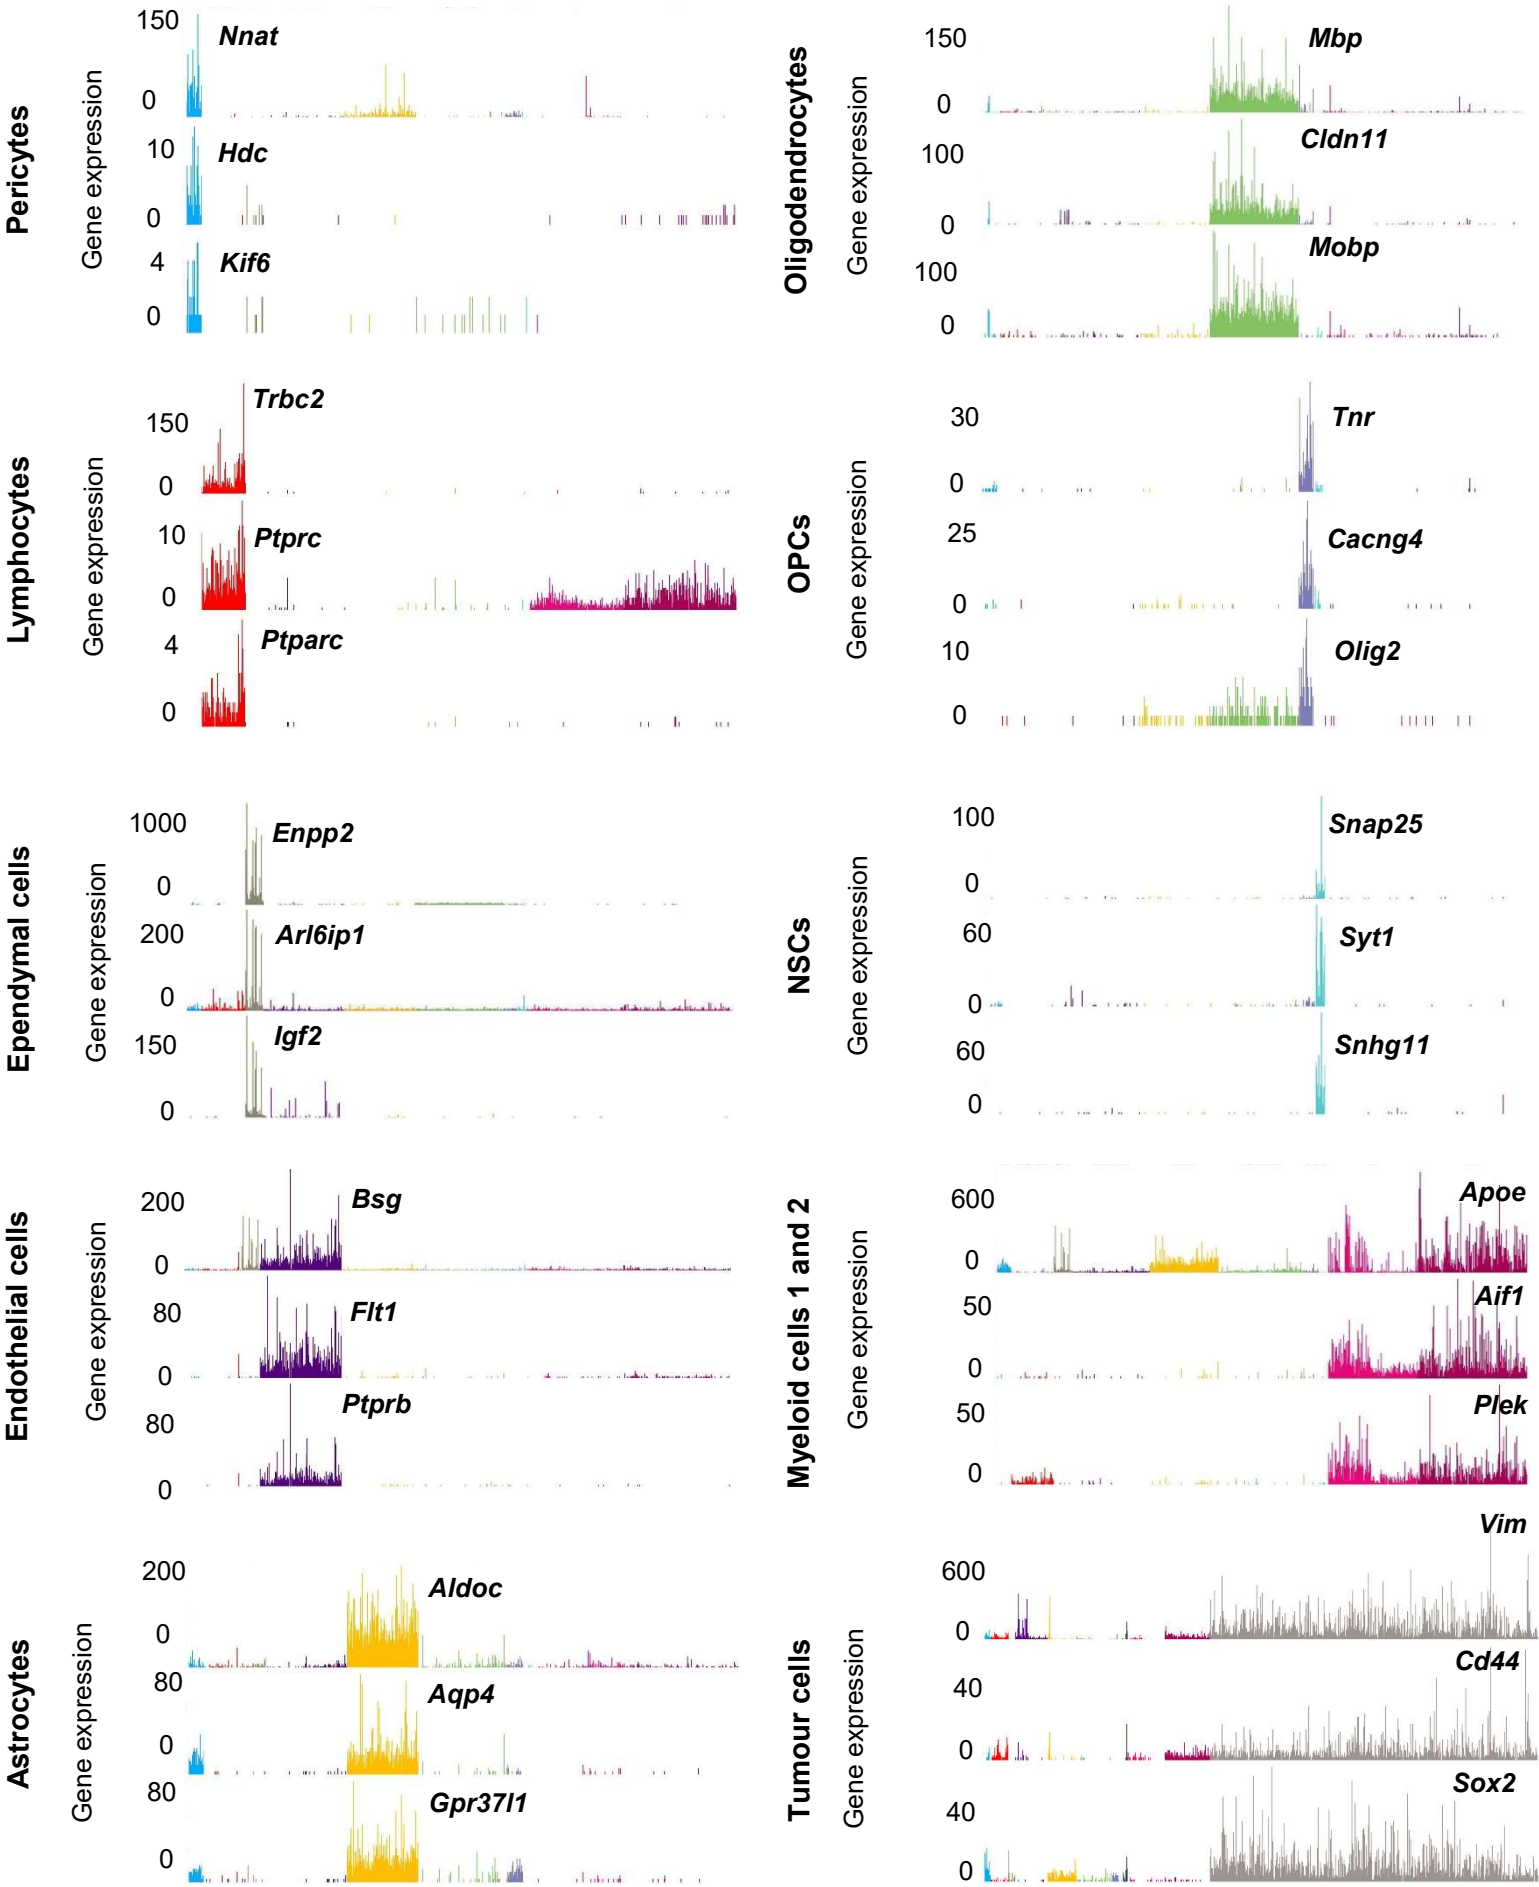

**Supplementary Figure 1. Gene expression of distinct cell-types identified by scRNA-seq in the GL261 syngeneic murine model and naïve mice, related to figure 1.**

Bar plots of additional cell type-specific markers. 

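The markers of the supplement were set beside lists of marker genes for other cell types of the brain wall. In the cluster with Dbi, Nnat, Hdc and Kif6, 62 cells held 3650 UMIs of 5 ciliated ependymal genes (Foxj1, Ccdc153, Tmem212, Rarres2 and Dynlrb2) and 6 UMIs of 6 mural genes (Rgs5, Vtn, Kcnj8, Abcc9, Pdgfrb and Higd1b). The 326 cells of the endothelial cluster held 3427 UMIs of the mural genes. In the 39 cells with Meg3, Snap25, Syt1 and Snhg11, the neuron genes Rbfox3 and Stmn2 gave 222 UMIs.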

Pericytes (*Nnat*, *Hdc*, *Kif6*), lymphocytes (*Trbc2*, *Ptprcap*, *Ptprc*), ependymal cells (*Enpp2*, *Arl6ip1*, *Igf2*), endothelial cells (*Bsg*, *Flt1*, *Ptpnb*), astrocytes (*Aldoc*, *Aqp4*, *Gpr37l1*), oligodendrocytes (*Mbp*, *Cldn11*, *Mobp*), OPCs (*Tnr*, *Cacng4*, *Olig2*), NSCs (*Snap25*, *Syt1*, *Snhg11*), myeloid cells 1 and 2 (*Apoe*, *Aif1*, *Plek*), tumour cells (*Vim*, *Cd44*, *Sox2*). Abbreviations: OPCs, oligodendrocyte precursor cells; NSCs, neural stem cells.

## Supplementary Figure 2

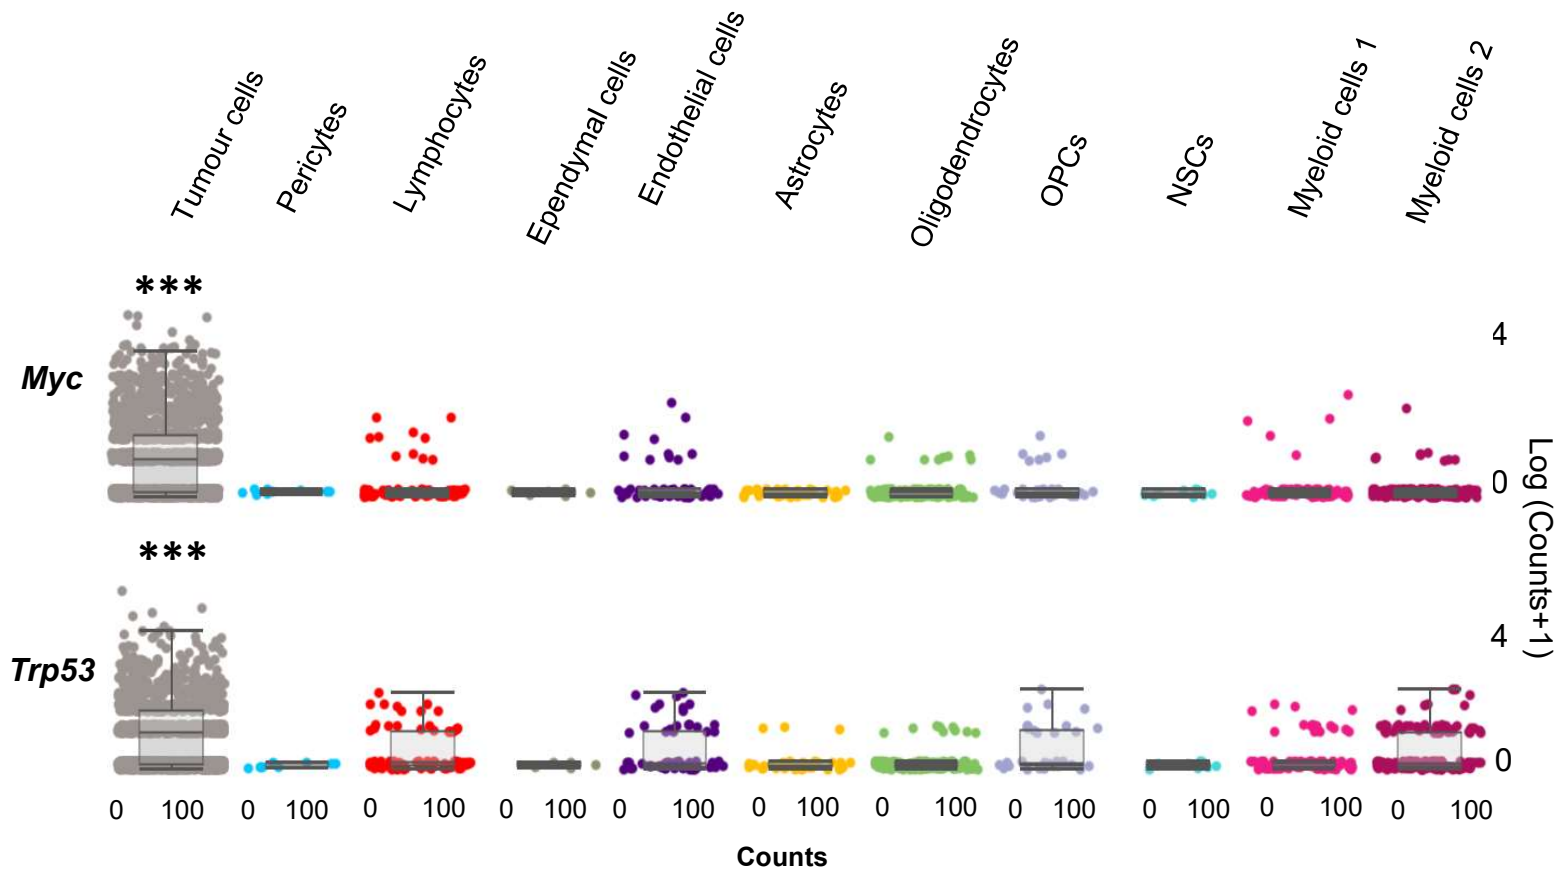

**Supplementary Figure 2. Expression of *Myc* and *Trp53* genes in the GL261 GBM murine model, related to figure 1.**

*Myc* and *Trp53* gene expression levels across tumour cells and 10 main stromal cell-types identified by scRNA-seq analyses. Data are represented as mean  $\pm$  SEM, \*\*\*  $p < 0.001$ .

# Supplementary Figure 3

**A**

■ Naïve mice ■ Tumour-bearing mice

## Astrocytes

*B2m* *Fos* *Ifi27* *Ifitm3* *Mgp*

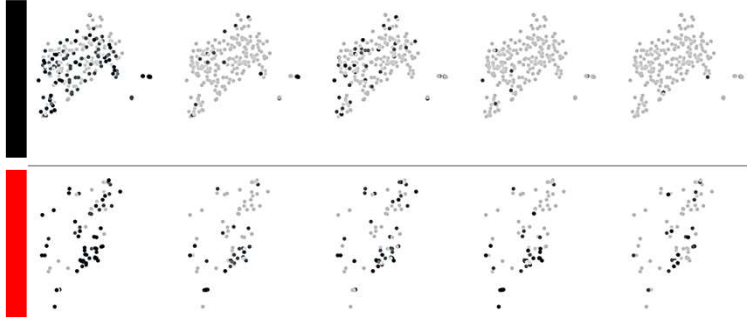

## Oligodendrocytes

*B2m* *C4b* *Fos* *H2-D1* *H2-K1*

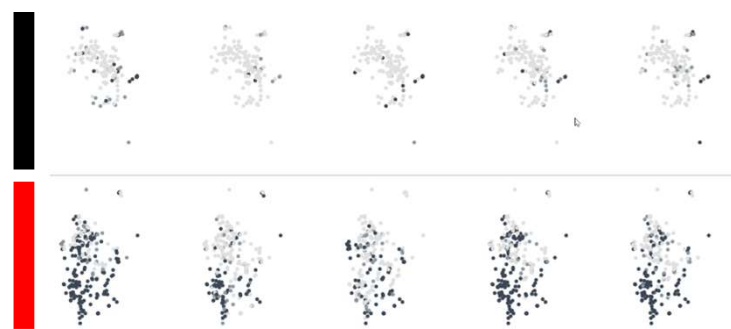

## Endothelial cells

*Atf3* *Cyr61* *Egr1* *Fos* *Junb*

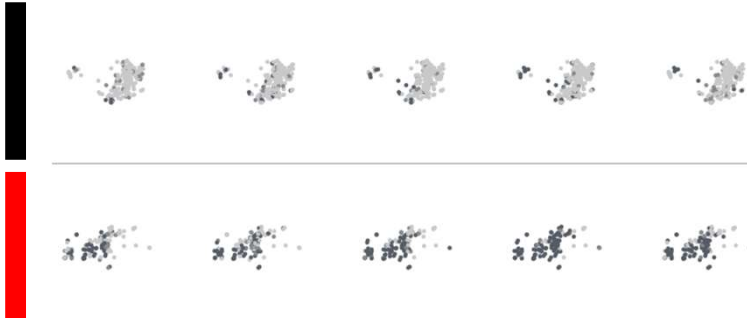

## Myeloid cells

*Ccl2* *Cd74* *Cxcl10* *Spp1* *Vegfa*

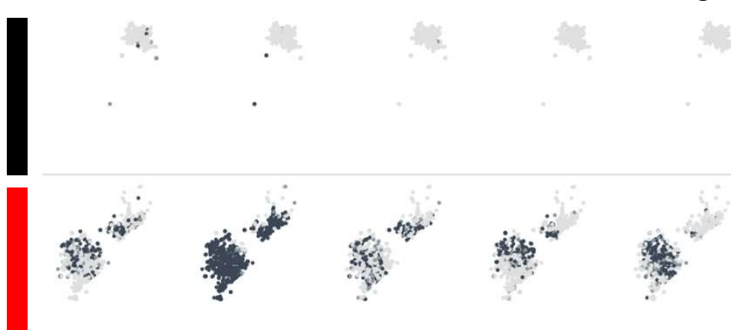

Expression levels

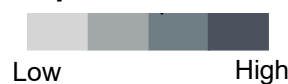

**B**

## Naïve mice

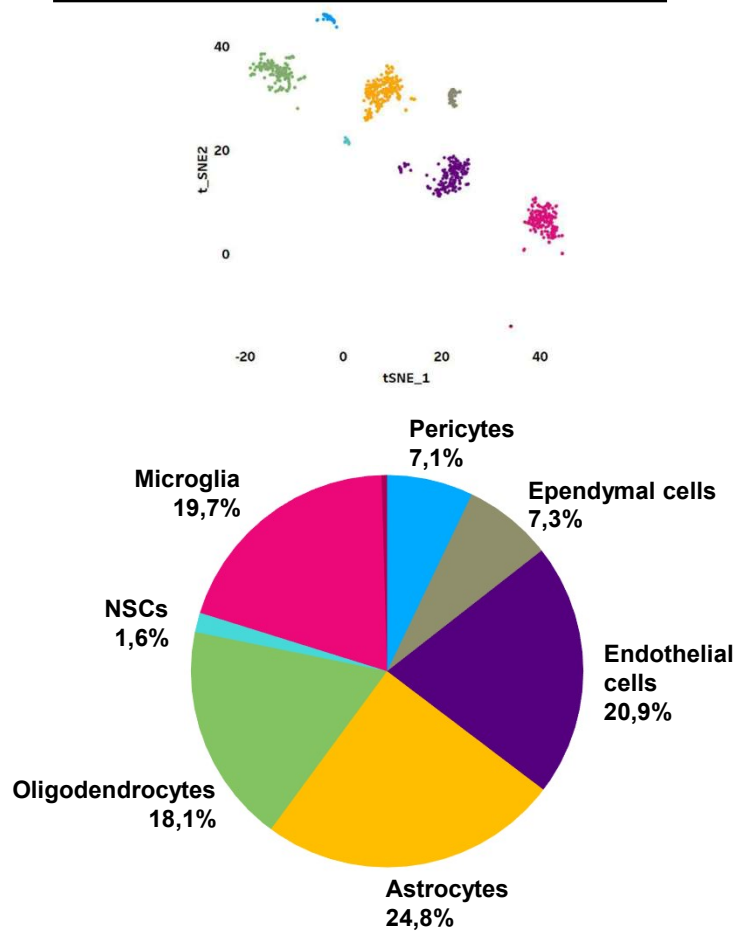

## Tumour-bearing mice

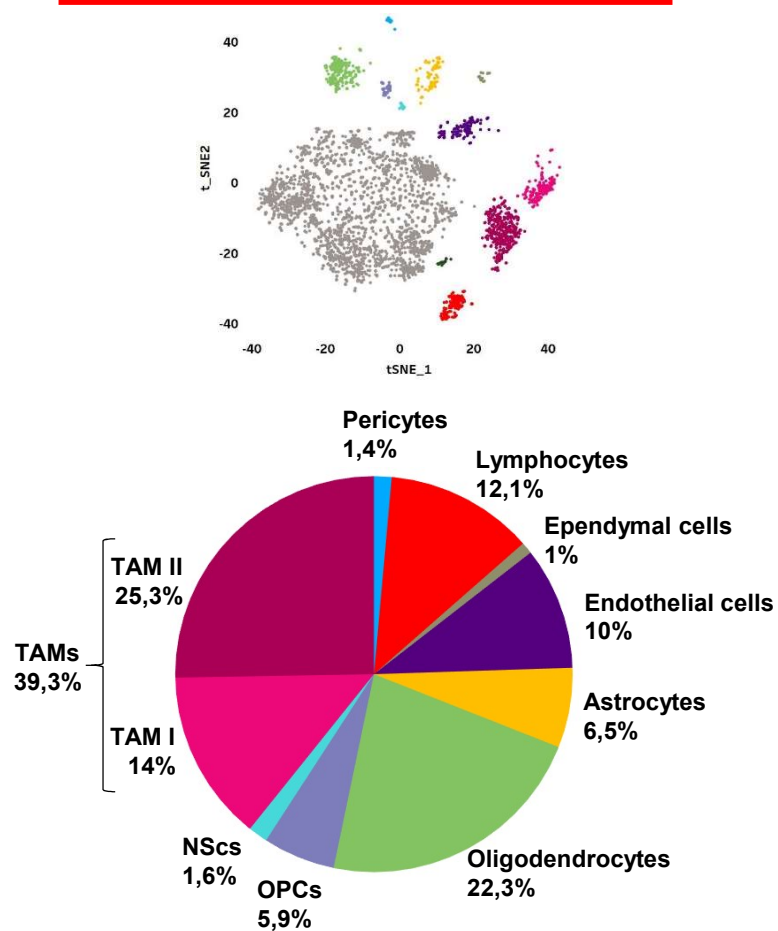

**Supplementary Figure 3. Gene expression of distinct cell-types present in naïve and tumour-bearing mice, related to figure 1.**

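Over the deposited libraries, 908 of the filtered cells came from the 2 naïve libraries, of which 906 were stromal, and 4790 from the 6 tumour-bearing libraries, of which 1393 were stromal. Stromal cells of all 8 libraries numbered 2299. At a minimum of 500 genes per cell, the naïve libraries held 1865 cells and the tumour-bearing libraries 5993. A pie chart of this kind shows each cell type as a share of the cells of its condition, so its values depend on whether tumour cells are counted.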

**(A)** 2D-tSNE representation of the top up-regulated genes in tumour-associated clusters (astrocytes, oligodendrocytes, endothelial cells, myeloid cells) compared to their naïve counterparts. **(B)** 2D-tSNE plot and respective cell-type proportion shown in pie chart of 2'282 isolated cells from naïve samples (upper panels) and 3'377 isolated cells from tumour-bearing samples (lower panels).

## Supplementary Figure 4

**A**

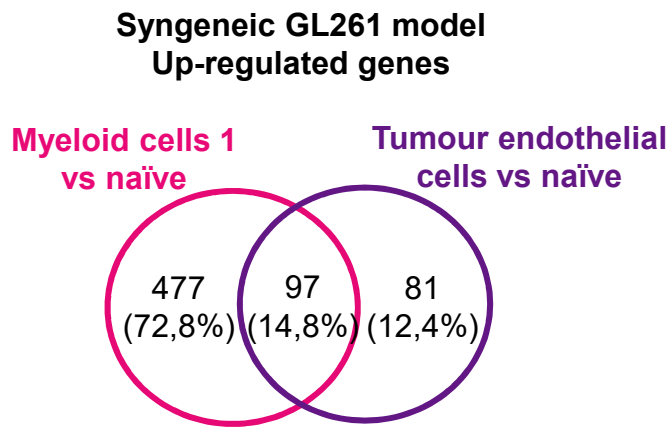

**B**

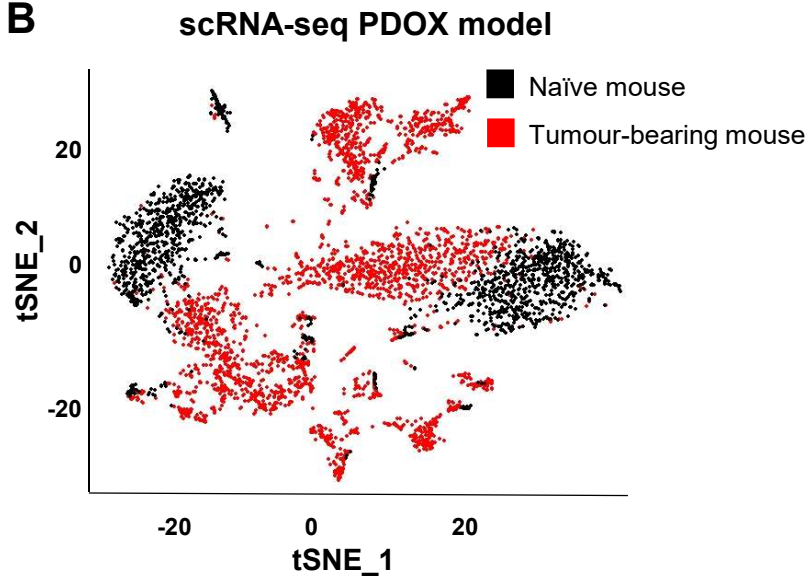

**C**

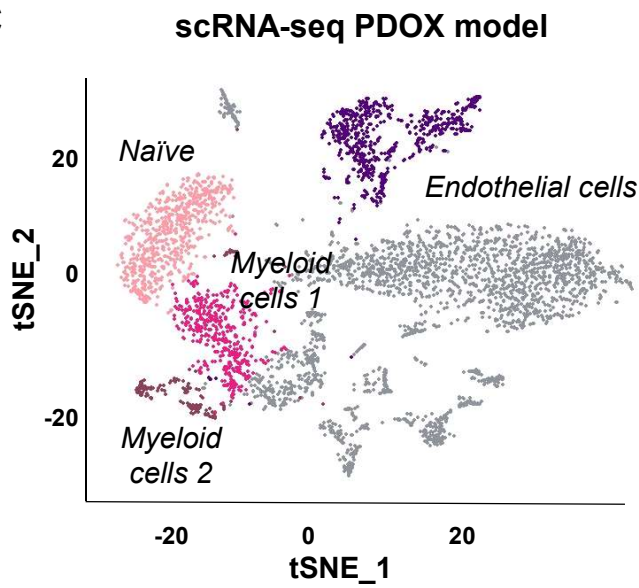

**D**

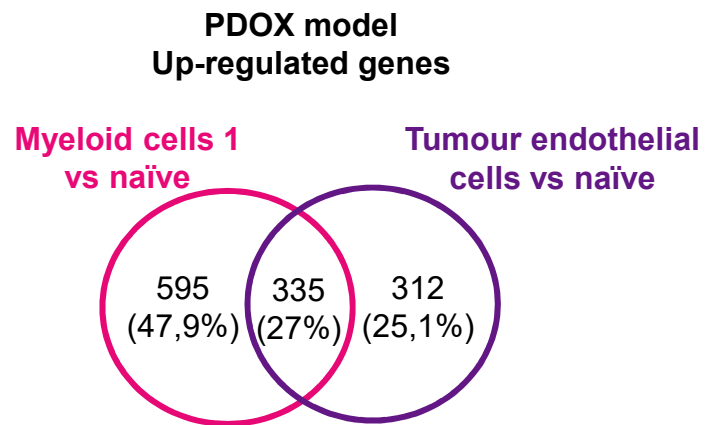

**E**

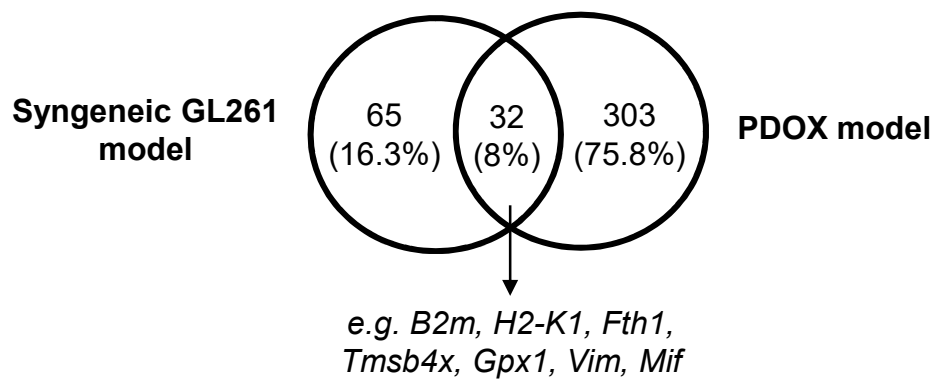

**Supplementary Figure 4. Comparisons of gene expression profiles between myeloid cells 1 and tumour endothelial cells in GBM syngeneic GL261 and patient-derived orthotopic xenograft (PDOX) mouse models, related to figure 1.**

**(A)** Venn diagram representation showing shared and exclusive up-regulated genes in myeloid cells 1 and tumour endothelial cells in syngeneic GL261 model. **(B)** 2D-tSNE representation showing naïve (in black) and tumour-associated (in red) cells in the PDOX preclinical model. **(C)** Colour-coded 2D-tSNE representation showing three distinct myeloid cell subsets (naïve, myeloid cells 1 and 2) and endothelial cells in naïve and PDOX model. **(D)** Venn diagram representation showing shared and exclusive up-regulated genes in myeloid cells 1 and tumour endothelial cells in PDOX model. **(E)** Venn diagram representation of common up-regulated genes in myeloid cells 1 and tumour endothelial cells across the syngeneic GL261 and PDOX GBM murine models.

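A Venn diagram of 2 gene lists depends on the threshold of each list. DESeq2 on the same sums called 261 genes higher in endothelial cells and 268 in microglia-like cells. The PDOX model was not analysed here.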

Supplementary Figure 5

A

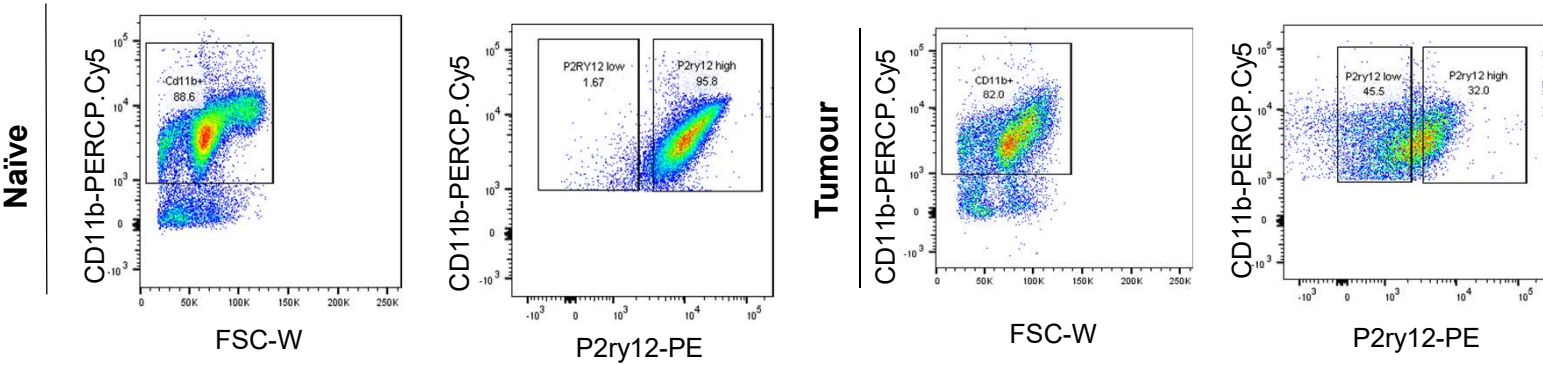

B

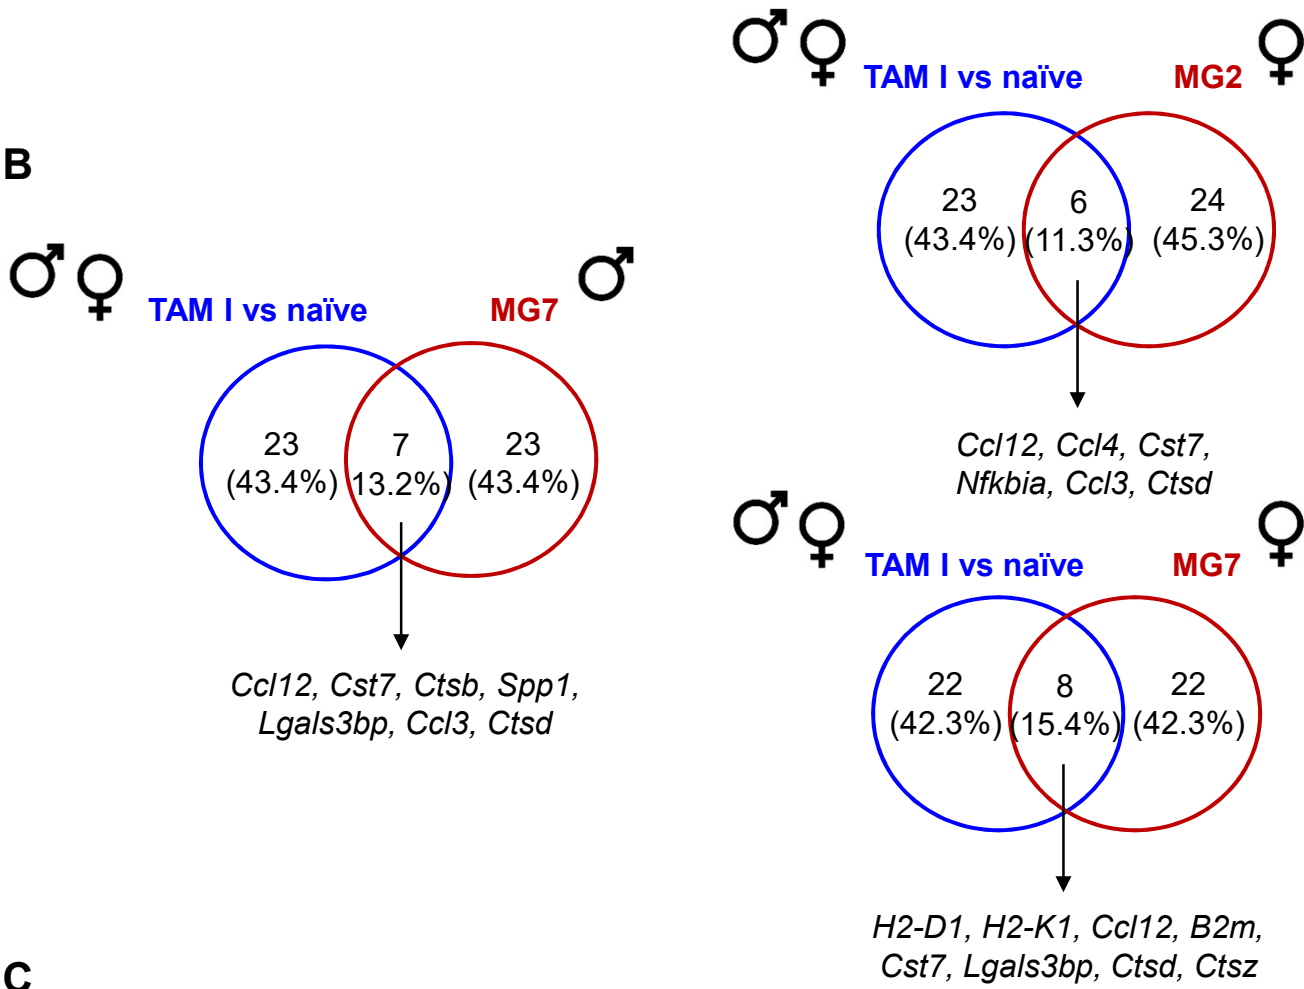

C

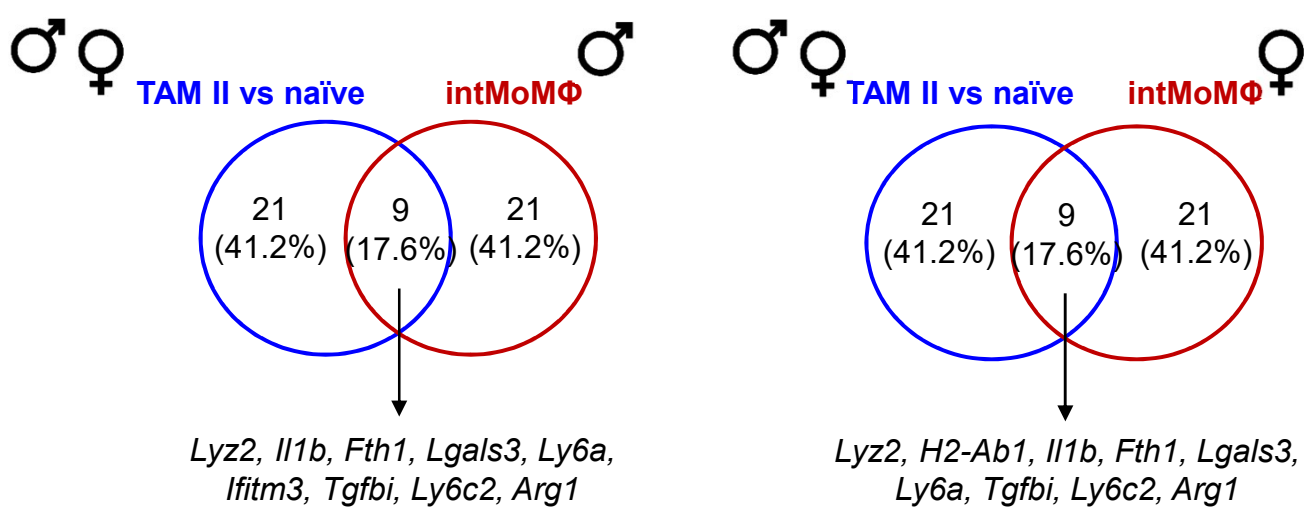

**Supplementary Figure 5. Characterization of TAM I and TAM II subsets by FACS and by comparing their gene expression signatures with datasets gathered from the literature, related to figure 2.**

**(A)** Gating strategy used to discriminate CD11b<sup>+</sup> P2ry12<sup>+</sup> and CD11b<sup>+</sup> P2ry12<sup>-/low</sup> cells in naïve and syngeneic GL261 tumour-bearing mice by flow cytometry. **(B-C)** Venn diagram representations showing shared and exclusive genes with the study by Ochocka and colleagues [48] comparing **(B)** microglia-like cells and **(C)** macrophage-like cells. Comparisons are based on top 30 up-regulated genes defining TAM I, TAM II and the various myeloid clusters described in the syngeneic GL261 GBM model by Ochocka and colleagues [48] . Comparisons resulting in more than 10% overlap are represented.

Supplementary Figure 6

A

Syngeneic GL261 model - GBM patients

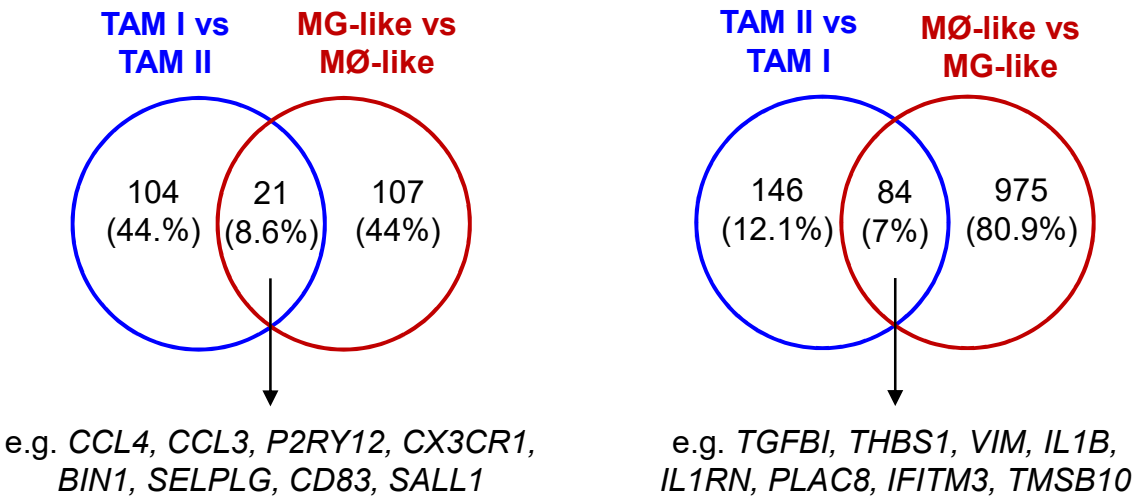

B

PDOX model - GBM patients

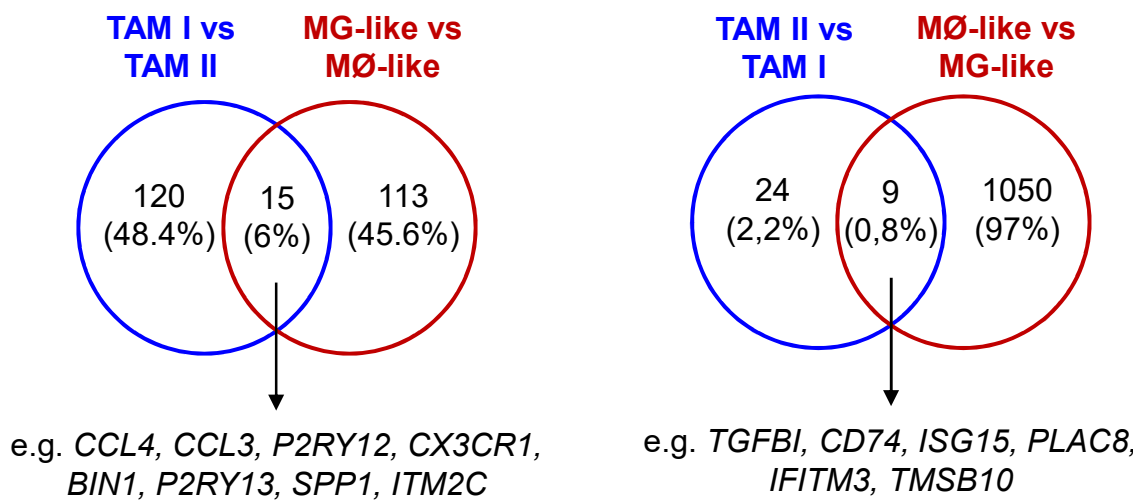

Supplementary Figure 6. Microglia- versus macrophage-like features in GBM, related to figure 2.

(A-B) Venn diagram representations showing shared and exclusive genes in microglia-like (TAM I) and macrophage-like (TAM II) cells in (A) syngeneic GL261 and (B) PDOX models (blue circles) with putative corresponding cell types described in GBM patients (red circles) from Muller and colleagues [10]. A selection of shared genes is annotated. MG: microglia; MØ: macrophage.

Supplementary Figure 7

A

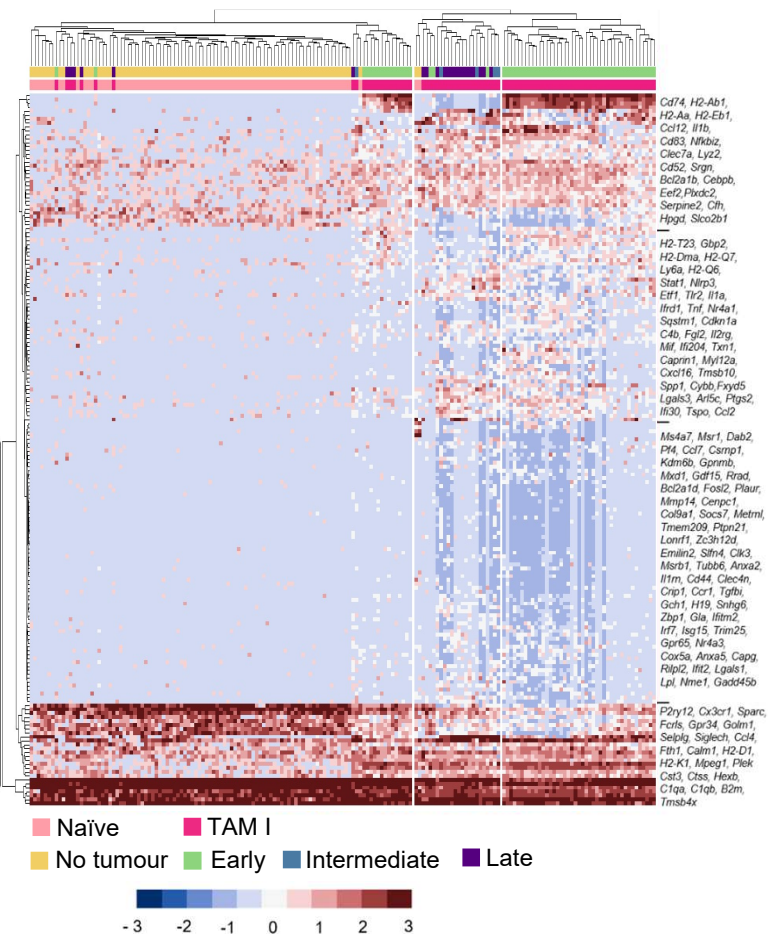

C

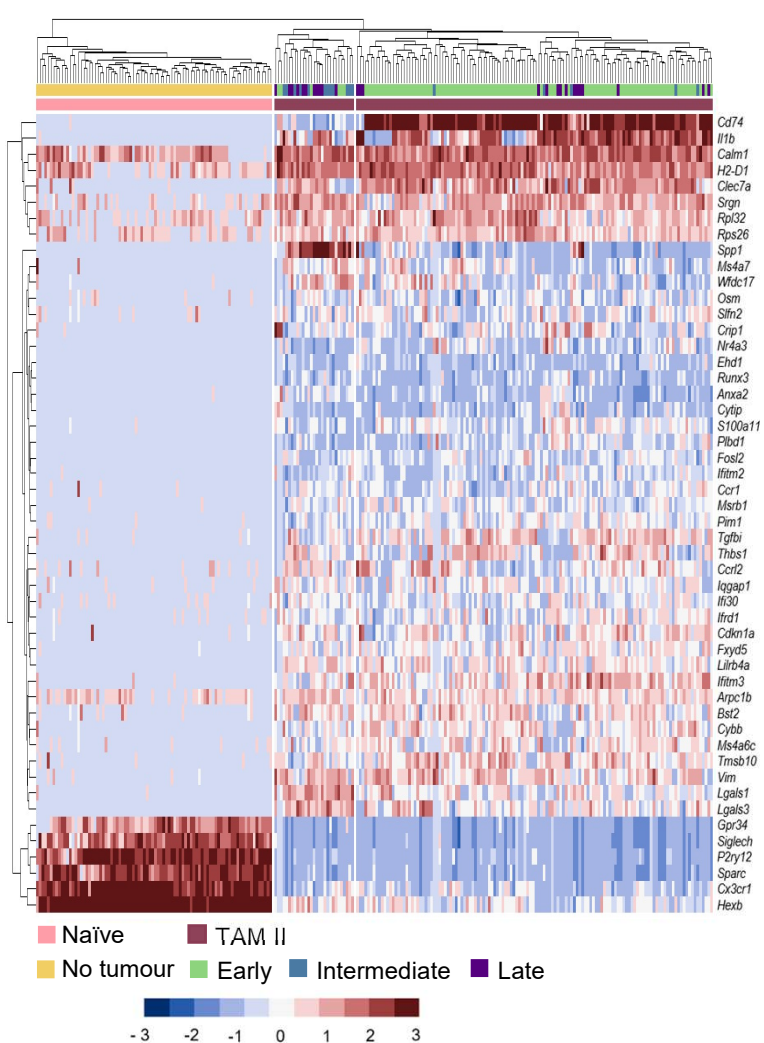

B

TAM I

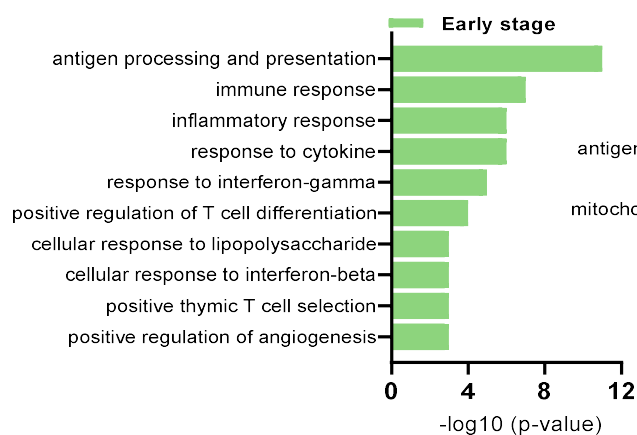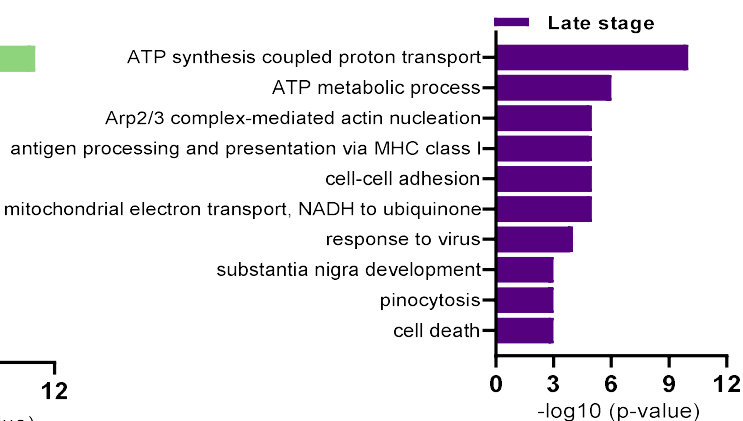

D

TAM II

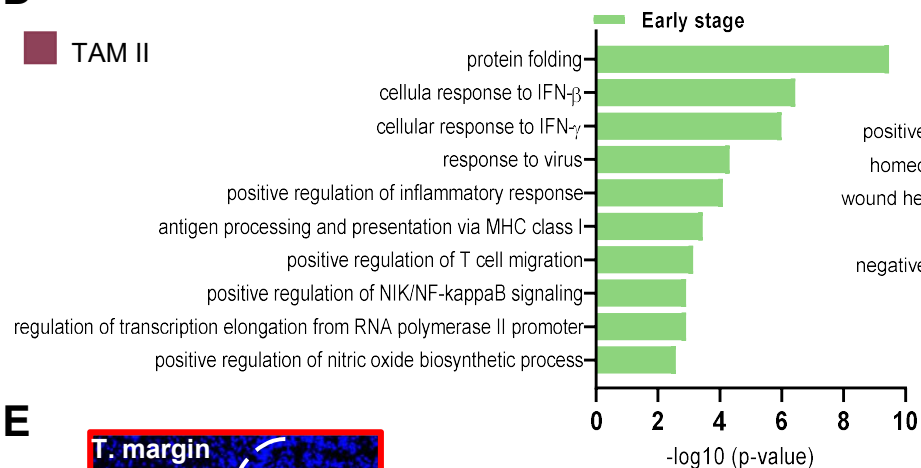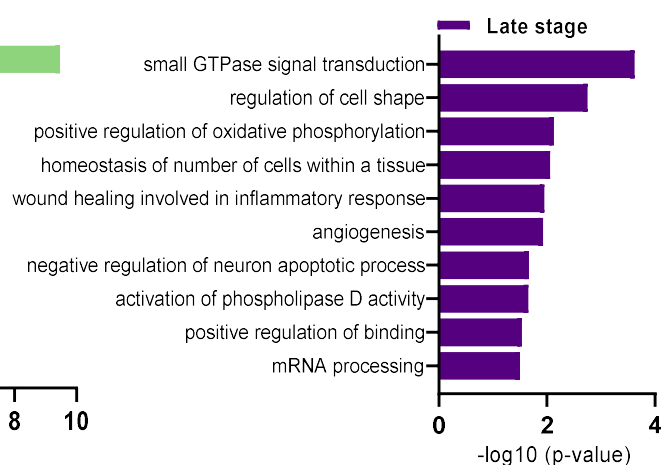

E

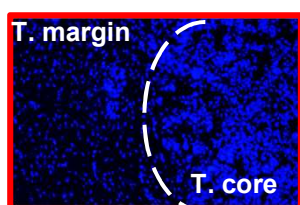

**Supplementary Figure 7. Differential microglia and monocytic-derived macrophage transcriptional adaptation along GBM progression, related to figure 3.**

**(A)** Two-way hierarchical heat-map clustering analyses of the most differentially expressed genes (p value < 0.01) in TAM I along tumour progression. Scale bar represents colour-coded z-scores. **(B)** Gene ontology terms of TAM I exclusive up-regulated genes at early (left) and late (right) GBM stages. **(C)** Two-way hierarchical heat-map clustering analyses of the most differentially expressed genes (p value < 0.01) in TAM II along tumour progression. Scale bar represents colour-coded z-scores. **(D)** Gene ontology terms of TAM II exclusive up-regulated genes at early (left) and late (right) GBM stages. **(E)** Picture representing Hoechst-stained nuclei used to discriminate tumour margin and core in mouse brain sections.

**Supplementary Figure 8**

**A**

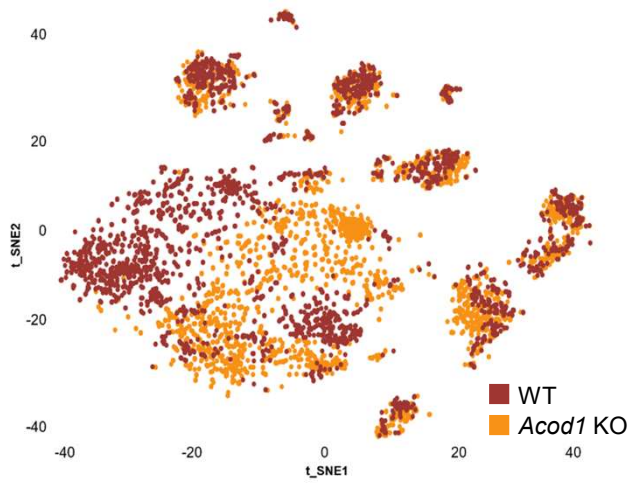

**B**

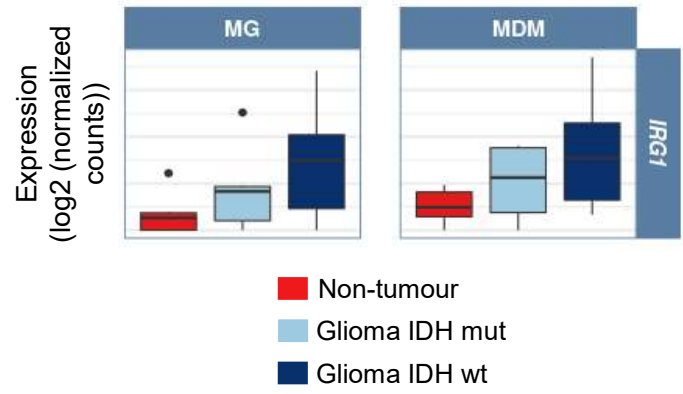

**C**

*Irg1*/*Acod1* expression  
in CD11b<sup>+</sup> cells

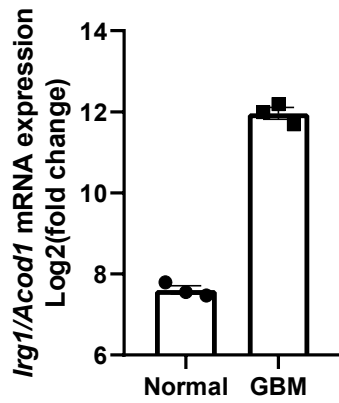

**E**

Macrophage  
precursor cells

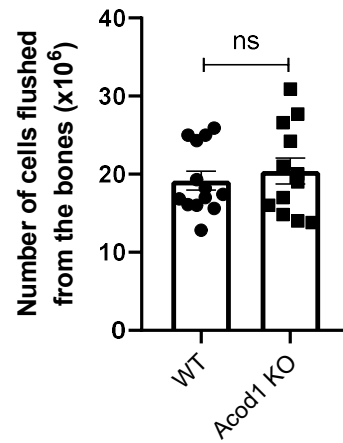

**D**

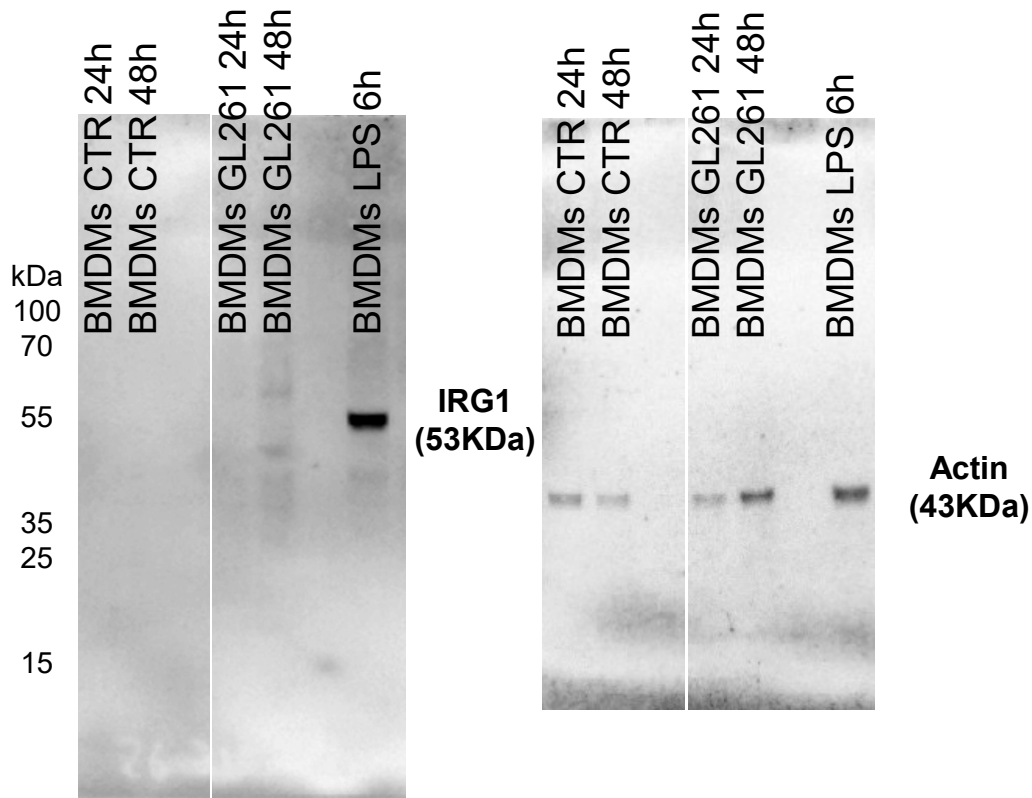

**Supplementary Figure 8. IRG1/ACOD1 expression levels in TAMs, related to figure 4.**

**(A)** 2D-tSNE representation of all single cells included in the study (n = 5'659 cells) grouped within 12 cell clusters (brown: WT; orange: *Acod1* KO). **(B)** *IRG1/ACOD1* expression in both microglia (MG) and macrophages (MDM) in GBM patients from Brain Tumor Immune Micro Environment dataset [59]. **(C)** *Irg1/Acod1* expression in CD11b+ cells isolated from naïve (n=3) and GL261-implanted mice (n=3) (E-MTAB-2660 dataset) [11]. **(D)** Western blot analysis showing IRG1/ACOD1 expression in BMDMs at baseline and in co-culture with GL261 cells for 24 and 48h. BMDMs treated with LPS (100 ng/ml) for 6h were used as positive control. **(E)** Total number of bone marrow precursor cells flushed from the legs of WT and *Acod1* KO mice. Data are not normalized and are represented as mean  $\pm$  SEM (n.s. - not significant).

## Supplementary Figure 9

**A**

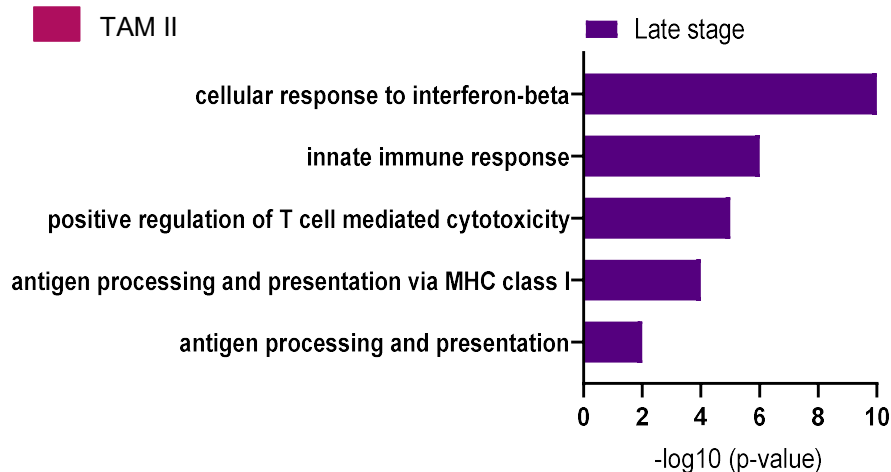

**B**

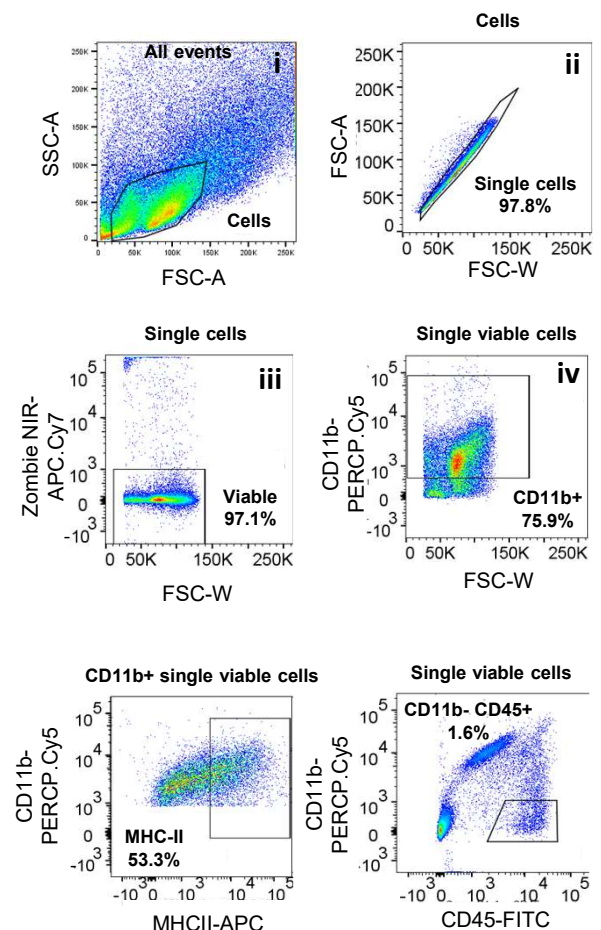

**C**

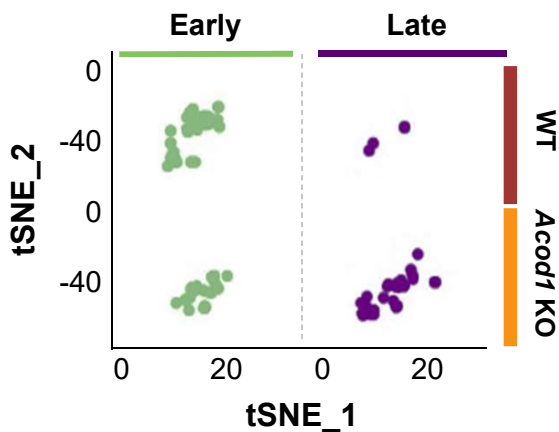

**D**

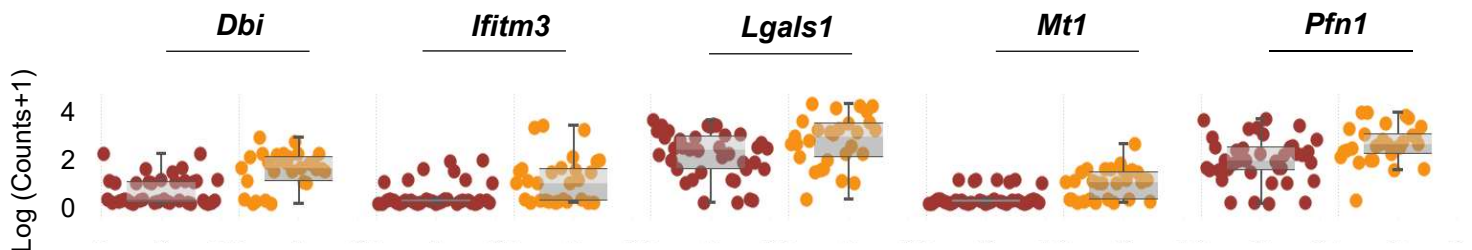

**Supplementary Figure 9. TAM and lymphocytic signatures under *Acod1* deficiency, related to figure 5.**

(A) Gene set enrichment analysis of TAM II uniquely up-regulated genes in *Acod1* KO mice versus WT mice at late stages. (B) Flow cytometry gating strategy. (i) Cells of interest were gated based on forward (FSC) and side scatter (SSC). (ii) Doublets were excluded based on the forward scatter height (FSC-H) versus forward scatter area (FSC-A). (iii) Zombie NIR-APC.cy7 was used to discriminate living cells. (iv) CD11b-PERCP.cy5 was used to gate the myeloid compartment. Lastly, we gated MHC-II-expressing cells and lymphocytes (CD11b- CD45+). (C) 2D-tSNE representation showing the lymphocytic population detected at early and late stages of tumour development by scRNA-seq. (D) Notch plot representation of selected genes up-regulated by lymphocytes in *Acod1* KO mice compared with WT mice at early stage.

Supplementary Figure 10

A

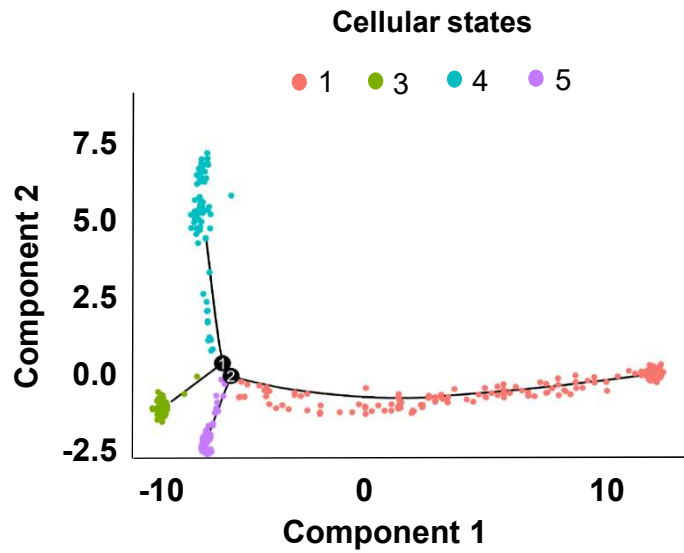

B

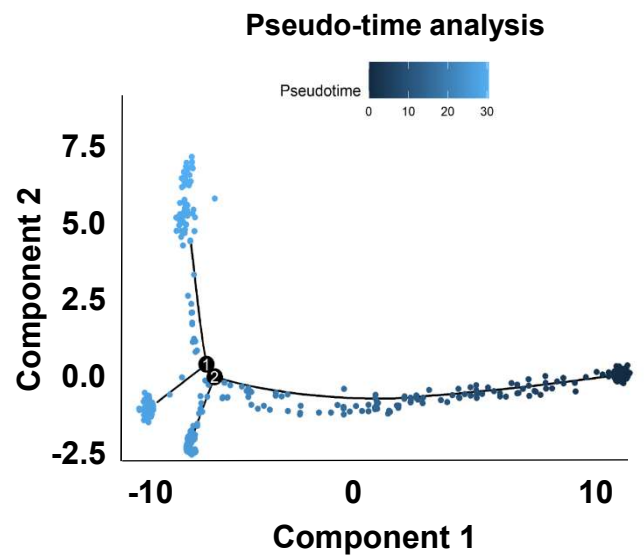

C

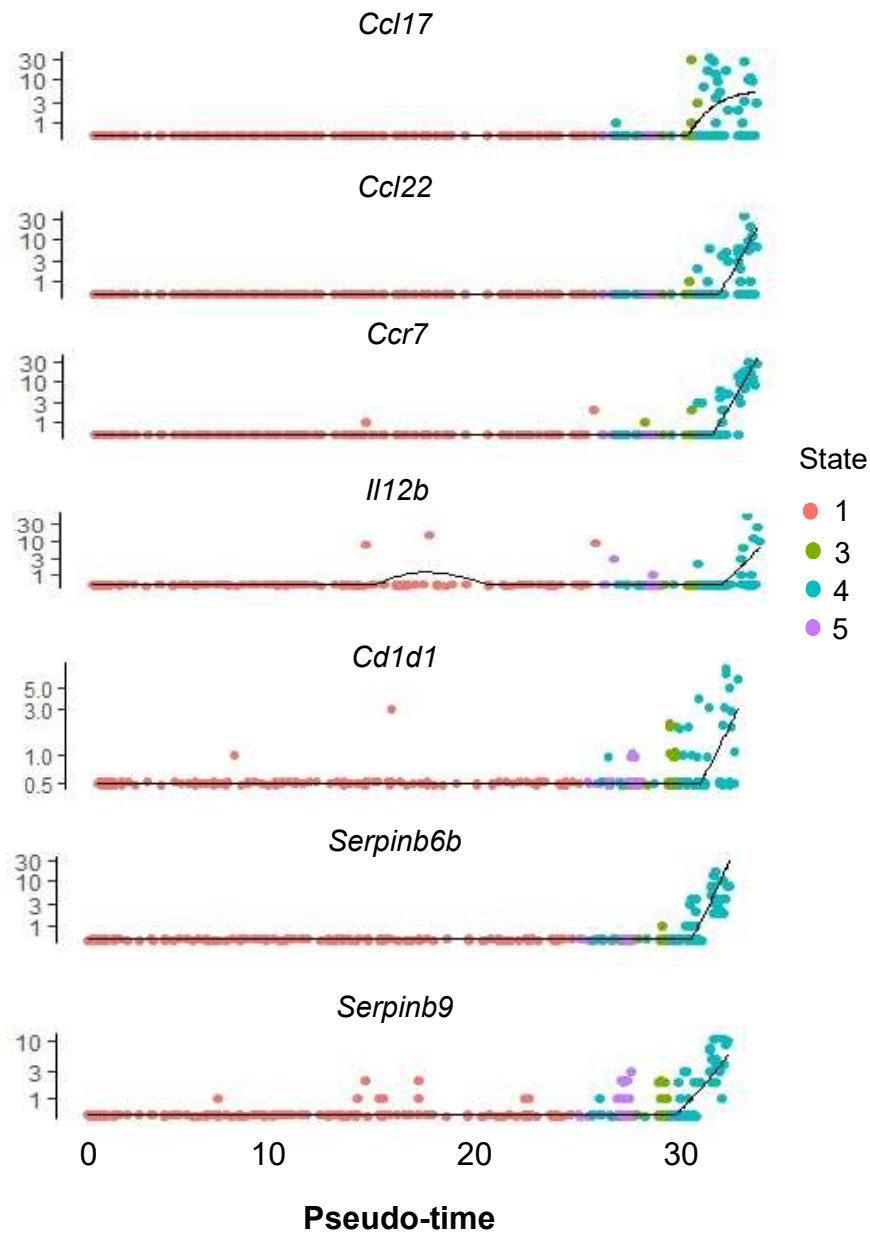

D

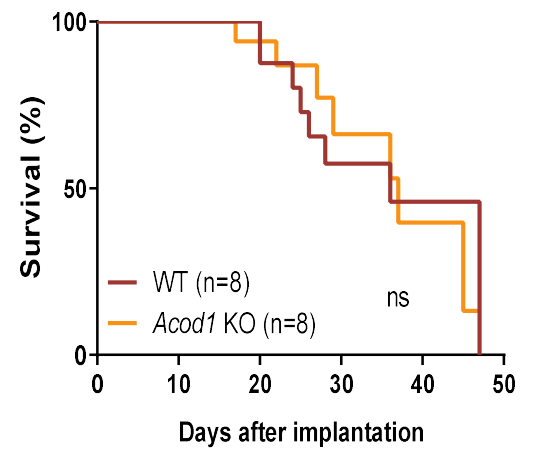

**Supplementary Figure 10. TAM II cellular state diversity under *Acod1* deficiency, related to figure 5.**

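Pseudo-time analysis orders cells along a trajectory by the similarity of their expression, and a state is a segment between branch points. The number of states is an outcome of the ordering of the cells given to it, here TAM II cells of the Acod1 KO mice, 285 in the rebuilt classes.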

**(A)** Pseudo-time analysis of TAM II from *Acod1* KO showing four distinct cellular states in a two-dimensional state space (see Materials and Methods). **(B)** Pseudo-time analysis showing each cell along the inferred cell trajectory state. **(C)** Relative expression of exclusive genes driving the correspondent cellular state in TAM II subset under *Acod1* deficiency. **(D)** Kaplan-Meier curves showing survival rates in WT (n = 8) and *Acod1* KO (n = 8) mice.

# Supplementary material for: Elucidating tumour‐associated microglia/macrophage diversity along glioblastoma progression and under ACOD1 deficiency
**Source:** Mol Oncol. 2022 Aug 15;16(17):3167–91. doi: 10.1002/1878-0261.13287
**Supplement:** Supplementary file 2 — Table S1. Up‐regulated differentially expressed genes in tumour‐associated clusters (astrocytes, endothelial, oligodendrocytes, myeloid) versus correspondent naïve cells (p‐value < 0.01 and log2 FC > 0.5), related to Figure 1.

**Table S1. Up-regulated differentially expressed genes in tumour-associated clusters (astrocytes, endothelial cells, myeloid cells 1 and oligodendrocytes) versus correspondent naïve cells (p-value < 0.01 and Log2 FC > 0.5), related to figure 1.**

# Supplementary material for: Elucidating tumour‐associated microglia/macrophage diversity along glioblastoma progression and under ACOD1 deficiency
**Source:** Mol Oncol. 2022 Aug 15;16(17):3167–91. doi: 10.1002/1878-0261.13287
**Supplement:** Supplementary file 3 — Table S2. List of the most differentially expressed genes across the myeloid clusters (Naïve, TAM I and TAM II), irrespective of the tumour stage (p‐value < 0.01), related to Figure 2.

**Table S2. List of the most differentially expressed genes across the myeloid clusters (Naïve, TAM I and TAM II), irrespective of the tumour stage (p-value < 0.01), related to figure 2.**

# Supplementary material for: Elucidating tumour‐associated microglia/macrophage diversity along glioblastoma progression and under ACOD1 deficiency
**Source:** Mol Oncol. 2022 Aug 15;16(17):3167–91. doi: 10.1002/1878-0261.13287
**Supplement:** Supplementary file 4 — Table S3. Common transcriptional signatures between tumour‐associated microglia and macrophages in the GBM syngeneic murine model and in patients used to assign a score for each TCGA patient, related to Figure 2.

**Table S3. Shared tumour-associated microglia and macrophage gene signatures between GBM GL261 murine model and patients used to assign a score for each TCGA patient, related to figure 2.**

# Supplementary material for: Elucidating tumour‐associated microglia/macrophage diversity along glioblastoma progression and under ACOD1 deficiency
**Source:** Mol Oncol. 2022 Aug 15;16(17):3167–91. doi: 10.1002/1878-0261.13287
**Supplement:** Supplementary file 5 — Table S4. Up‐regulated differentially expressed genes at early and late stages for TAM I and TAM II versus naïve cells (p‐value < 0.001 and log2 FC > 0.5), related to Figure 3.

**Table S4. Up-regulated differentially expressed genes at early and late stages for TAM I and TAM II versus naïve cells (p-value < 0.001 and log2 FC > 0.5), related to figure 3.**

# Supplementary material for: Elucidating tumour‐associated microglia/macrophage diversity along glioblastoma progression and under ACOD1 deficiency
**Source:** Mol Oncol. 2022 Aug 15;16(17):3167–91. doi: 10.1002/1878-0261.13287
**Supplement:** Supplementary file 6 — Table S5. Up‐regulated differentially expressed genes at late stage for TAM I KO and TAM II KO versus correspondent WT cells (p‐value < 0,001 and log2 FC > 0,5), related to Figure 5.

**Table S5. Up-regulated differentially expressed genes at late stage for TAM I KO and TAM II KO versus correspondent WT cells (p-value < 0.001 and log2 FC > 0.5), related to figure 5.**

# Supplementary material for: Elucidating tumour‐associated microglia/macrophage diversity along glioblastoma progression and under ACOD1 deficiency
**Source:** Mol Oncol. 2022 Aug 15;16(17):3167–91. doi: 10.1002/1878-0261.13287
**Supplement:** Supplementary file 7 — Table S6. Up‐regulated differentially expressed genes at early stage comparing lymphocytes from KO and WT mice (p‐value < 0.01 and Log2 FC > 0.5), related to Supplementary Figure 9.

**Table S6. Up-regulated differentially expressed genes at early stage comparing lymphocytes from KO and WT mice (p-value < 0.01 and Log2 FC > 0.5), related to Supplementary figure 9.**

| **Gene symbol** | **p-value** | **logFC** |
| --- | --- | --- |
| *Dbi* | 1.6698987338919431e-6 | 0.990808404 |
| *Pfn1* | 8.41983827695326e-5 | 0.930855464 |
| *Lgals1* | 0.00380073049840353 | 0.854906338 |
| *Ifitm3* | 7.786832170997523e-4 | 0.722399821 |
| *Mt1* | 5.0711624191895e-6 | 0.654819671 |
| *Anxa2* | 0.00185970039681286 | 0.641724602 |
| *Myl12a* | 0.01369836882907546 | 0.633778143 |
| *Ldha* | 0.00493283154761393 | 0.61690132 |
| *Capg* | 6.776468283630539e-4 | 0.598599081 |
| *Arhgdib* | 0.00606238374247211 | 0.581080714 |
| *Ifng* | 0.02281081705230598 | 0.570763384 |
| *Dynll1* | 5.253161603696783e-4 | 0.562763533 |
| *Rgcc* | 1.1406215912483843e-4 | 0.555229654 |
| *Sh3bgrl3* | 0.01734825304815392 | 0.552410846 |
| *Sec61b* | 0.01054761857054867 | 0.527051216 |
| *Ly6a* | 0.03368308543626072 | 0.516968854 |
| *Tagln2* | 0.00844092046359648 | 0.505294359 |

How the deposited data were processed for this re-analysis (not part of the article)

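The study measured single cells of GL261 tumours and naïve brains of WT and Acod1 KO mice by Drop-seq, with 1 library for each genotype at the naïve, early, intermediate and late condition, 8 libraries in all. The authors made the deposited UMI counts by converting the sequencer output with bcl2fastq, checking it with FastQC and running the Drop-seq pipeline, which counts 3′ ends per gene and cell barcode. The deposited counts are not normalized. The aligner version, genome build and annotation are not stated. Gene positions given here are those of GENCODE release M21 on GRCm38. Each library table lists 3000 barcodes, so the cell filters of the methods were applied here. Other experiments of the study were not analysed here.

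The 1000 barcodes with the most UMIs per library were kept, then genes found in at least 30 cells, then cells with at least 1000 genes. Cells were clustered from 50 principal components of log2(CPM + 1), a step not named in the methods, by tSNE with perplexity 50 (Rtsne 0.17, R 4.3.3) and HDBSCAN with at least 19 cells per cluster (scikit-learn 1.9.0, Python 3.11.15). Unassigned cells took the majority cluster of their 15 nearest clustered cells. A cluster led by markers of both microglia and macrophages was to be divided by Leiden clustering, which was needed only with another tSNE seed, without the study genes and with doublets removed. Clusters were named from marker lists. The authors' cell names were not used here, so differences from the study can come from the rebuilt names. Median depth ranged from 2597.5 to 5637.5 UMIs per cell between libraries.

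For tests across libraries, UMIs were summed per library and cell class with at least 5 cells, and genes were tested with edgeR 4.0.16 (TMM scaling, filterByExpr, quasi-likelihood test) at a Benjamini-Hochberg adjusted p of 0.05. Tumour-bearing libraries were compared with naïve libraries with genotype as a covariate, tumour cells with other cells and TAM II with TAM I within libraries, and KO with WT with the stage as a block. Each of these tests was run first on simulated counts in which 200 genes were changed 4-fold, of which between 69.5% and 94.5% were called. Smaller changes were not simulated. The calls also held unchanged genes, from 5 of 152 calls in endothelial cells to 17 of 200 in astrocytes. Where 1 library was compared with 1 library, no test was made, and log2 ratios of UMI sums carry exact binomial 95% intervals, CPM values exact Poisson intervals and shares of cells exact binomial intervals. These cover counting error only. Shares per library were compared between genotypes by an exact permutation test, whose smallest possible p is 0.1. A count of 0 was given as a limit, and folds against 0 as lower bounds against 3 counts over the group.

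Genes were named by a rule set in advance. It takes every gene the study names for a comparison, the 5 largest changes each way among genes past the threshold that moved the same way in every library or pair, and, for 1 library against 1 library, the 5 largest ratios each way among genes with at least 100 UMIs. Some of these genes are not reported here. The distance between cell classes was the root mean square difference of log2(CPM + 10) over genes with a mean of at least 50 CPM, at equal cells and UMIs, over 100 draws.

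The alternatives were another tSNE seed, unassigned cells left out, Leiden clustering (leidenalg 0.10.2), a minimum of 500 genes per cell, clustering without the genes named by the study, removal of doublets by Scrublet (scanpy 1.11.5; where it marked under 0.5% of a library, the 5% of cells with the highest score), DESeq2 1.42.0, no filter on low counts, at least 10 cells per sum, other designs, other scales for the ratios and distances, and leaving out each library or stage in turn. Their effect is given in the closing section. In the tables of the libraries labelled KO, Acod1 UMIs were present. By the methods the KO allele carries an inserted cassette, and genotypes were checked by PCR. The paper's qPCR did not detect Acod1 in cultured macrophages of KO mice, which are other cells than those counted here. The counts do not show whether the allele still yields a counted 3′ end. These UMIs thus do not decide whether a label is right, and the libraries are named by their labels.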

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

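The tests of MHC class II transcripts in tumour cells and oligodendrocytes and of the number of tumour cells sampled were chosen only after the result was seen; the test of sex by Xist was not.

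Of 12 measures compared over the 6 tumour-bearing libraries, 4 had 1 library far from the others, where chance sets apart about 1 in 20 groups. TAM I per 100 tumour cells was 22.7 in the WT early library, against 7.83 in the next highest. The median was 5638 UMIs per cell in the WT intermediate library, against 3824 in the next. Acod1 in TAM I and TAM II was at 161.5 CPM in the library labelled WT early, against 61.4 CPM in the library labelled KO late. H19 in tumour cells was at 2719 CPM in the WT late library, against 191 CPM in the next highest, and was counted in 405 of its 581 tumour cells. H19 was also among the largest falls of KO against WT over all well-counted genes in late tumour cells (log2 ratio -8.81). The rate of 1 in 20 thus does not apply to H19. Each of these measures rests on 1 mouse per library. Tumour cell share of the dissected tissue, sequencing depth and biology of the mouse were not separated for the measures other than H19. KO late tumour cells held H19 at 6.04 CPM at a similar depth (median 4117 against 4271 UMIs in WT late). The WT intermediate library, with more tumour cells (92.7% against 81.6%), held it at 140.6 CPM. These values argue against depth and the share of tumour cells as the source for H19. No biological explanation was tested.

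Sex differed between the genotypes at the early and intermediate stages. Xist and Y-linked transcripts of nontumour cells matched the sex of Table 1 in 6 of 6 tumour-bearing libraries, so a swap between mice of different sex is argued against at these stages. Both late mice were male, and Xist says nothing about their labels.

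TAM II per tumour cell was lower in the library labelled KO than in that labelled WT at the early stage (log2 ratio -1.337, interval -1.76 to -0.92) and higher at the intermediate (3.11, 2.35 to 3.95) and late stages (2.25, 1.62 to 2.92). Lymphocytes per tumour cell went the same way, with -1.975 (-2.63 to -1.35), 3.495 (2.25 to 5.02) and 3.30 (1.82 to 5.25). The difference between stages was not tested. TAM I per tumour cell also fell at the early stage (-2.34) and rose at the intermediate stage (3.86), but not detectably at the late stage (0.20, -0.75 to 1.16). The number of tumour cells sampled would leave TAM II and lymphocytes per TAM I cell unchanged. At the late stage these had log2 ratios of 2.049 (0.87 to 3.22) and 3.10 (1.24 to 5.25), which argues against that number as the whole source there. At the early stage they had 1.006 (0.17 to 1.88) and 0.37 (-0.61 to 1.36) and at the intermediate stage -0.7492 (-2.63 to 0.87) and -0.36 (-2.53 to 1.73), so it stays open as an explanation at these stages, beside stage and sex.

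MHC class II transcripts were counted in tumour cells, which the paper does not discuss, at up to 4417 CPM (KO late), and at 4144 CPM (WT early), 4108 CPM (KO early) and 3561 CPM (KO intermediate), but at 151 and 94.7 CPM in the WT intermediate and late libraries. RNA of TAMs in tumour droplets is argued against as the whole source, since the observed level was 26.81 times that expected from TAM transcripts in the median library. In the WT late library, with a ratio of 1.42, it may account for most of the low level. Removing cells by doublet score, which took the 5% with the highest score in the WT intermediate, WT late and KO early libraries, changed the level by at most 7.897%. With each tumour cell thinned to 3000 UMIs, the share of cells with an MHC class II UMI still differed by 94.45 percentage points between libraries, which argues against depth. Among libraries of male mice the highest level was 46.63 times the lowest, which argues against sex. With the library as the sample, the mean log2 CPM was 11.97 in KO (n = 3) and 8.61 in WT (n = 3), a difference of 3.36 (two-sided exact permutation test, p = 0.3, where 0.1 is the smallest p possible), and at the early stage both genotypes were at a similar level. Genotype, stage, the single mouse and the passage of the tumour cells stay open.

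Oligodendrocytes held MHC class II transcripts at up to 738.6 CPM (KO early), and at 558 CPM in the WT early library. The RNA of TAMs and tumour cells in their droplets, estimated from transcripts of these cells, would give 108.7% of the observed level in the median library and 63.5% in the WT early library. Such RNA may thus be the source, and no expression by oligodendrocytes was read from these values.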

How the results depend on the processing

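The distance with 20 cells per class and the shares of TAMs with both genotypes pooled were tests chosen only after the result was seen; all other alternatives were set before the data were examined. Doublets were removed by Scrublet score, in the WT intermediate, WT late and KO early libraries as the 5% of cells with the highest score because 1 cell each was marked there. Where a value changed, the cause was not tested.

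Single genes with a test gave 1489 values in 162 results, of which 1398 kept their direction and side of the threshold, 54 no longer passed, 19 newly passed and 18 reversed. Leaving out 1 library at a time gave 1022 values, of which 842 were kept, 123 no longer passed, 28 newly passed and 29 reversed. For 1 library against 1 library, 1154 of 1273 values stayed within their counting interval, 115 moved and 4 reversed. Of 149 values of the main results, 106 were kept, 42 moved and 1 reversed. Leaving out 1 library or stage at a time gave 61 values of the main results, of which 34 were kept, 25 moved and 2 reversed. At least 10 cells per sum removed no sum for oligodendrocytes, tumour cells and KO against WT in TAM II.

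The cell type assignment was kept by 99.19% of cells with another tSNE seed (after 1 mixed cluster was divided), 97.84% with Leiden clustering (where 60 of 62 OPCs and 39 of 39 neural stem cell-like cells fell into 1 unnamed cluster), 98.74% at 500 genes, 99.68% without the study genes and 99.64% with doublets removed.

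TAM I per 100 tumour cells KO minus WT changed sign to 0.504 with cells of all libraries pooled. TAM II per 100 tumour cells KO minus WT ran from -5.315 without the late stage to 15.4 without the early stage, with -3.913 without the intermediate stage. TAM II among TAMs KO minus WT ran from 1.85 without the late stage to 20.93 without the intermediate stage, and lymphocytes among stromal cells KO minus WT from 2.67 without the late stage to 8.911 without the early stage.

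The MHC class II log2 ratio late to early in WT TAM I moved to -9.419 with doublets removed and to -5.613 as a mean over cells of log2(count + 1). The MHC class II log2 ratio KO to WT in late TAM I moved to 8.422 and 4.244 in the same settings. The MHC class II log2 ratio late to early in WT TAM II moved to -1.072 with unassigned cells left out, -1.623 with Leiden clustering and without the study genes, -1.342 at 500 genes, -3.76 for log2(count + 1) and -1.18 for the mean CPM of cells. The MHC class II log2 ratio KO to WT in late TAM II moved to 1.519 (seed), 1.151 (unassigned cells left out), 1.592 (Leiden), 1.611 (study genes left out), 3.665 (log2(count + 1)) and 1.295 (mean CPM of cells). No direction changed.

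Genes past the threshold in endothelial cells tumour-bearing versus naive numbered 91 at 500 genes (7 sums) and 589 without a filter on low counts, and 0 without the KO naïve library by edgeR (562 unadjusted) to 383 without the WT early library, with 4 without the WT naïve library. In oligodendrocytes tumour-bearing versus naive they numbered 213 without a filter, and 4 without the KO naïve to 82 without the WT early library. In astrocytes tumour-bearing versus naive they numbered 6 with another seed, 6 with Leiden clustering, 31 at 500 genes, 5 without the study genes, 11 with doublets removed and 62 without a filter, and 9 without the KO early to 27 without the WT early library. In microglia-like cells tumour-bearing versus naive they ran from 33 without the KO naïve to 668 without the WT intermediate library, with 117 without the WT naïve library.

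TAM II versus TAM I in WT gave 177 genes with doublets removed, 211 by DESeq2 and 1002 with all 6 tumour-bearing libraries, and 128 without the WT early to 454 without the WT intermediate library. KO versus WT in TAM II gave 2 with another seed, 1 with unassigned cells left out, 13 by DESeq2, 52 without a filter and 0 without the stage block, and 11 without the WT late to 77 without the WT early library. KO versus WT in TAM I gave 15 with doublets removed, 1 by DESeq2, 3 without a filter and 8 with at least 10 cells per sum, and 2 without the WT late to 35 without the WT early library.

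Single genes changed sign near 0. With unassigned cells left out these were H2-Ab1 WT TAM I late over WT naive microglia (0.4969) and Klf4 WT TAM II late over WT TAM II early (0.07682). H2-Aa KO over WT in TAM I early was 0.0469 at 500 genes and Cd74 KO over WT in TAM II early 0.02362 for the mean CPM of cells. Ifi27 endothelial cells tumour-bearing versus naive was -0.0627 without a filter and ran from -0.3073 without the KO naïve to 0.3431 over libraries left out, and H2-D1 endothelial cells tumour-bearing versus naive from -0.0548 without the KO naïve to 1.219. Cd36 KO versus WT in TAM II was -0.0615 with doublets removed.

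Over libraries left out, KO versus WT in TAM II ran from -1.117 without the WT late to 1.008 without the KO early library for Acod1, from -0.411 to 0.8915 for Cd36, from -0.0752 to 0.8979 for Ldha and from -0.2429 to 0.4364 for Mif, the lowest of these 3 without the WT early library. KO versus WT in TAM I ran from -0.4481 to 1.653 for Clec7a and from -0.8595 to 9.596 for Cxcl9, both lowest without the WT late library, from -0.2571 to 0.1187 for Ldha, from -0.4066 to 0.5668 for Mif and from -0.405 to 0.2416 for Tspo.

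In KO versus WT in TAM I, Cxcl9 was -0.0179 with unassigned cells left out and Clec7a -0.7863 without the stage block. Ldha was 0.0837 with unassigned cells left out, 0.1192 at 500 genes, 0.1817 with doublets removed and 0.0553 with at least 10 cells per sum. Mif was -0.004 with Leiden clustering and without the study genes, -0.0087 by DESeq2, -0.0014 without a filter, -0.0858 with at least 10 cells per sum and -0.0983 without the stage block. Tspo was 0.1594 at 500 genes, 0.3734 with doublets removed, 0.0747 with at least 10 cells per sum and 0.005 without the stage block.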

Differences from the paper's values

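The other tests of this part were planned; the pooling of both genotypes for TAM I and TAM II by stage was chosen only after the result was seen. Numbers are counted as different where the larger is over 1.5 times the smaller.

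TAM I made up 43.48% of TAMs in the WT late library here and 24.43% in the paper. Of the alternatives set before the data were examined, removal of the 36 cells of this library with the highest doublet score (36.59%) brought the value just within 1.5 times the paper's, while another tSNE seed (43.48%), unassigned cells left out (54.55%), Leiden clustering (42.55%), a minimum of 500 genes (40.58%) and clustering without the study genes (42.55%) did not. Pooling both genotypes, which was chosen after seeing the values, gave 22.78%.

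Genes higher in oligodendrocytes of tumour-bearing mice numbered 45 here and 18 in the paper, whose test took cells as replicates. The difference stayed in every alternative with all libraries, with counts from 36 (doublets removed by score) to 114 (no filter on low counts). Of the runs with 1 library left out, those without KO late (20) and without KO early (22) came within 1.5 times the paper's, while those without KO naïve (1), WT naïve (31), WT late (45), KO intermediate (46), WT early (49) and WT intermediate (52) did not. In astrocytes 12 genes were higher here and 7 in the paper, again with cells as replicates there. With unassigned cells left out (9), with doublets removed by score (7), without KO early (6) and without KO late (8) the values came within 1.5 times the paper's, while they did not with another tSNE seed (2), Leiden clustering (2), 500 genes (23), clustering without the study genes (2), DESeq2 (15), no filter (41) and at least 10 cells per sum (12), nor without KO intermediate (12), WT late (13), WT naïve (17), KO naïve (18) or WT early (21).

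A legend of the supplement gives 2282 cells for the naïve and 3377 for the tumour-bearing samples, and 908 and 4790 were found here. A minimum of 500 genes gave 1865 naïve cells, within 1.5 times the paper's, but 5993 tumour-bearing cells and 7858 in all against the paper's 5659, while another tSNE seed (908), unassigned cells left out (887), Leiden clustering (908), clustering without the study genes (908) and doublets removed (854) did not reach the naïve count. Read as stromal and tumour cells, the legend's 2282 and 3377 stand beside 2299 and 3399 here, so the gap depends on what the legend counts.

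The paper's counts of TAM II and TAM I cells give 76.61% TAM II in KO and 64.63% in WT, where its text states 81.15% and 63.11%.

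The paper states that H2-D1, H2-K1 and B2m were up in tumour-associated cells of 4 types. In endothelial cells none of them passed, with log2 fold changes of 0.57, 0.97 and 1.05, and H2-K1 did not pass in astrocytes (1.63). At a minimum of 500 genes, where mural cells formed a cluster of their own, H2-K1 (1.35) and B2m (1.20) passed in endothelial cells. H2-K1 (1.76) also passed in astrocytes in that setting. Cd74 (3.02) and H2-Q7 (2.08) did not pass in endothelial cells, but both did at 500 genes and without a filter, and Cd74 also with doublets removed. Chst2 did not pass in astrocytes (1.24), but did at 500 genes (1.17). Junb in microglia-like cells (0.28), listed as shared by the paper, passed in no alternative. Neither did the falls of Sparc (-0.62) and Olfml3 (-0.79) in TAM I.

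The paper lists Plek as higher in TAM II. Here it was lower (-0.77) and passed as lower with all 6 tumour-bearing libraries (-0.66). MHC class II genes were not higher in WT late TAM I than in WT naïve microglia, with a log2 ratio of 0.01 for Cd74. Their summed level in WT late TAM I, 158 CPM, lay between those of WT naïve (467 CPM) and KO naïve microglia (54.3 CPM). Itgb2 showed no detectable fall in late TAM II (-0.31).

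The paper gives Acod1 as higher in macrophage-like than in microglia-like cells. In the library labelled WT early the values were 130 CPM in TAM II and 228 CPM in TAM I, while the share of cells with an Acod1 UMI was higher in TAM II (29.6% against 20.3%). In the libraries labelled KO the values were 63.8 CPM in TAM II against 0 in TAM I (early, upper limit 52.1 CPM), 13.1 against 6.75 CPM (intermediate) and 65.4 against 38.0 CPM (late), with overlapping intervals, so no order was read. Acod1 was also counted in the libraries labelled KO, with 33 UMIs in late TAMs.

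Mif and Tspo, given as specific to early KO TAM II, were also higher in early KO TAM I (0.77 and 0.72), and H2-K1, given for late KO TAM II, was also higher in late KO TAM I (1.12). Of the 14 genes named by the study and followed here, 0 passed over the stages in TAM II by edgeR, which gave 275 of all genes at an unadjusted p under 0.05 (DESeq2 101), where H2-Ab1 and H2-Aa passed by DESeq2, and Cd74, Cxcl9, H2-Aa and H2-Ab1 without a filter on low counts. Cells with at least 3 genes of the fourth state were 3 of 158 TAM II cells and 4 of 5 dendritic cell-like cells in the libraries labelled WT. The paper gives its state, found by pseudotime, as exclusive to KO, which these counts do not test. Lymphocytes and macrophage-like cells, given as found in tumour-bearing mice alone, were each found once in naïve mice.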

Other observations

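The tests of the endothelial cluster, of falling genes in other cell classes and of ribosomal RNA, the counts of other splits of the libraries and the form of the test of the fourth state were chosen only after the result was seen; the other tests in this part were not.

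The 11 cells of the TAM II cluster with at least 3 of the genes of the fourth cellular state held other dendritic cell genes at 9.48 times the level of the remaining TAM II cells and macrophage genes at 0.433 times. Of their 11 UMIs of dendritic cell genes, 10 lay in 1 cell, which also held 725 UMIs of macrophage genes. In the other 10 the dendritic cell genes were at 0.217 per 10000 UMIs (0.00551 to 1.21) and the macrophage genes at 104, against 24.8 and 1.82 in the 25 cells of the state in the dendritic cell-like cluster. The upper limit is 4.888% of the level in that cluster, which argues against dendritic cells of its kind as the source of these 10 cells. A macrophage state with these genes stays open for them, as do dendritic cells of another kind, and a droplet with 2 cells for the remaining 1.

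The cluster with the highest mean level of Dbi, Nnat, Hdc and Kif6 (62 cells) held 608.3 UMIs of ciliated ependymal genes for each UMI of mural genes, which suggests ciliated ependymal cells rather than pericytes.

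In the endothelial cluster of tumour-bearing mice, 43.45% of the UMIs of Mmp3, Timp1, Spp1 and Mmp13 lay in the cells that clustering at 500 genes named mural, which left the source open. A second test, added for that reason, found 99.7% of them in the 37 of 128 cells with more mural or fibroblast than endothelial UMIs. These cells held 44.1% of all UMIs of the cluster and 99.5% of those of Col1a2 and Dcn. Mural or fibroblast-like cells, or doublets with them, may thus be the source of these 4 genes.

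Ttr fell in tumour-bearing mice in 7 of 7 cell classes other than the choroid plexus epithelial-like cells, where it did not fall (log2 ratio 0.26) while these cells went from 6.18% to 1.22% of stromal cells. RNA of choroid plexus cells in the droplets of other cells may thus be the source of its fall in endothelial cells, oligodendrocytes and astrocytes. Outside the class richest in them here, Slc1a2 (astrocytes) fell in 6 of 7 classes, Ttyh1 (astrocytes) in 4 of 7 and Ptgds (oligodendrocytes) in 3 of 7, so for these RNA of other cells and a change of expression both stay open.

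Tumour cell transcripts explained 14.28% of the summed Ezh2, Cbx5 and Nasp level in WT late TAM I (upper limit 18.8%), and 20.3% with a larger set of tumour genes, which argues against RNA of tumour cells as the whole source of the rise in WT. In WT early TAM I it was 40.1%, or 113.5% with the larger set, so how much of the early level is expression stays open. In KO TAM I it was 96.6% early and 51.0% late, so RNA of tumour cells stays open there as a large part. These percentages rest on summed UMIs of few tumour genes. In KO TAM I the summed share was 22.9% of UMIs early and 27.6% late, and the median over genes 7.95% and 18.4%. Other sources, such as dividing cells, were not tested.

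The distance between TAM II and TAM I at equal cells and UMIs changed by -0.004675 from early to late, with draws from -0.193 to 0.143, so the number of cells and a convergence of expression cannot be told apart with 5 cells per class. WT TAMs numbered 179, 22 and 46 over the stages, so the number of cells rose from the intermediate to the late stage.

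Mitochondrial ribosomal RNA and Gm42418 were lower in the KO early than in the WT early library in 8 of 8 cell classes, with log2 ratios from -2.64 to -1.69. A difference between these libraries in ribosomal RNA may therefore explain this fall in TAM II.

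Chance was weighed by other splits of the libraries. For tumour cells against other cells 1 of 32 assignments, the real one, gave as many genes. These cell groups came from clustering on the same counts, which sets them apart alike in every library. Exchanging the groups in some libraries must then give fewer genes, so this count does not exclude chance. For TAM II against TAM I in the 3 WT libraries the real assignment gave 326 genes and the others 0, but 1 of 4 is too few assignments to exclude chance by this count. With all 6 tumour-bearing libraries 1 of 32 assignments, the real one, gave as many (1002 genes against up to 343). TAM I and TAM II also came from clustering on these counts, so chance is not excluded there either. For KO against WT in TAM II 4 of 10 splits gave as many genes, with up to 17 in another split, so chance cannot be excluded. For KO against WT in TAM I the real split gave 0 genes, so that 10 of 10 gave as many by definition, which says nothing about chance.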
